# TET2 promotes tumor antigen presentation and T cell IFN-**γ**, which is enhanced by vitamin C

**DOI:** 10.1172/jci.insight.175098

**Published:** 2024-11-22

**Authors:** Meng Cheng, Angel Ka Yan Chu, Zhijun Li, Shiyue Yang, Matthew D. Smith, Qi Zhang, Nicholas G. Brown, William F. Marzluff, Nabeel Bardeesy, J. Justin Milner, Joshua D. Welch, Yue Xiong, Albert S. Baldwin

**Keywords:** Immunology, Oncology, Adaptive immunity, Antigen presentation, Cancer

## Abstract

Immune evasion by tumors is promoted by low T cell infiltration, ineffective T cell activity directed against the tumor, and reduced tumor antigen presentation. The TET2 DNA dioxygenase gene is frequently mutated in hematopoietic malignancies and loss of TET enzymatic activity is found in a variety of solid tumors. We showed previously that vitamin C (VC), a cofactor of TET2, enhances tumor-associated T cell recruitment and checkpoint inhibitor therapy responses in a TET2-dependent manner. Using single-cell RNA sequencing (scRNA-seq) analysis performed on B16-OVA melanoma tumors, we have shown here that an additional function for TET2 in tumors is to promote expression of certain antigen presentation machinery genes, which is potently enhanced by VC. Consistently, VC promoted antigen presentation in cell-based and tumor assays in a TET2-dependent manner. Quantifying intercellular signaling from the scRNA-seq dataset showed that T cell–derived IFN-γ–induced signaling within the tumor and tumor microenvironment requires tumor-associated TET2 expression, which is enhanced by VC treatment. Analysis of patient tumor samples indicated that TET activity directly correlates with antigen presentation gene expression and with patient outcomes. Our results demonstrate the importance of tumor-associated TET2 activity as a critical mediator of tumor immunity, which is augmented by high-dose VC therapy.

## Abstract 2

Tumor-associated TET2 activity drives antigen presentation and promotes tumor-associated T cell activity, which is enhanced by vitamin C therapy. Loss of TET2 in human tumors leads to loss of antigen presentation gene expression and to poor outcomes.

## Introduction

CD8^+^ T cells are the primary immune cells that target and eradicate tumors. Upon recognition of cognate antigen, CD8^+^ T cells give rise to effector cells that migrate to tumor sites to kill cancer cells (1). The recognition of tumor cells by the T cell receptor (TCR) relies on the antigen presentation process on tumor cells via major histocompatibility complex (MHC) class I molecules (1). Antigen presentation by MHC class I molecules involves the degradation of endogenous proteins by the immunoproteasome, which is similar to the 20S proteasome while containing specific subunits, including PSMB8, PSMB9, and PSMB10 that digest proteins into peptides (2). These peptides are translocated through the transporters associated with antigen processing (TAPs) into the endoplasmic reticulum (ER), where they are further trimmed by ER aminopeptidase and loaded onto MHC complexes facilitated by the peptide loading complex (PLC) consisting of TAP and ER chaperones. Tapasin (TAPBP) functions to form stable binding between the peptides and the groove of HLA-I heavy chain α1 and α2 domains on the MHC I complex. The binding of a high-affinity peptide results in the dissociation of the HLA complex from the PLC and its subsequent translocation to cell membranes (3).

Many solid tumors exhibit reduced tumor-directed T cell activity, resulting in immune evasion and ineffective immunotherapy responses (4–7). For example, some tumors overexpress inhibitory ligands such as PD-L1 to suppress T cell activity through its receptor PD-1, forming the basis for PD-1/PD-L1 immune checkpoint blockade as an immunotherapy (1, 4). As a distinct mechanism, tumor cells may downregulate the MHC class I antigen presentation pathway to escape T cell recognition and subsequent killing (4, 5, 8). Mutations in antigen-processing pathway genes or in genes controlling the IFN-γ pathway have been identified in cancers (9) and repression of class I MHC genes through the EZH2-containing PRC2 complex has been reported (10). Importantly, lack of expression of components of the antigen presentation pathway correlates with poor patient outcomes (11–13). While mutations in genes encoding antigen presentation machinery are found in tumors (3), repression of expression of these genes through epigenetic mechanisms is more common (14, 15).

The lack of T cell infiltration into tumors and associated lack of T cell activity are barriers to tumor immunity and responses to immunotherapies (1, 4). As an example, biopsies of melanoma prior to therapy showed that the presence of tumor-infiltrating lymphocytes directly correlates with immune checkpoint inhibitor responses (16, 17). Additionally, expression of T cell–derived IFN-γ predicts response to checkpoint inhibitors (8, 18). Several approaches have been reported to enhance tumor-associated T cell recruitment and frequency of antigen-specific T cells, including the use of oncolytic viruses, immune adjuvants, STING agonists, and tumor-directed vaccines (4).

There are 3 ten-eleven translocation (TET) family proteins, namely TET1, TET2, and TET3, and numerous histone demethylases in mammalian cells, which all play critical roles in regulating gene expression (19–21). The TET proteins function as active DNA demethylases to iteratively convert 5-methylcytosine (5mC) to 5-hydroxylmethylcytosine (5hmc), then 5-formalcytosine (5fC), and finally 5-carboxylcytosine (5caC) (22, 23). TET proteins are recruited to promoters to demethylate DNA through interactions with sequence-specific transcription factors to promote gene expression (24, 25). *TET2* is frequently mutated in lymphoid and myeloid malignancies, leading to loss-of-function phenotypes (26–28). In solid tumors, TET2 loss-of-function mutations are not commonly observed; however, TET enzymatic activity is often low, consistent with an overall low level of genomic 5hmC in some cancers (29–31). One mechanism for reduced activity of TET2 in tumors is through mutations in isocitrate dehydrogenase 1 (IDH1) or IDH2, which lead to production of 2-hydroxyglutarate instead of α-ketoglutarate (α-KG), a required TET2 cofactor (32). Vitamin C (VC) is known as an essential dietary nutrient with well-established immunomodulatory and antioncogenic effects (19, 33). VC acts as a cofactor for the TET family of DNA dioxygenases and Jmjc family of histone demethylases that are involved in active DNA or histone demethylation, respectively (34, 35). We and others have shown that VC binds directly to TET2 and promotes its catalytic activity (36, 37).

We previously reported the effect of VC in promoting checkpoint inhibitor immunotherapy efficacy using the B16-OVA melanoma syngeneic tumor model and that this is dependent on tumor-associated TET2 expression (38). Furthermore, we showed that VC increases chemokine gene CXCL9/-10/-11 expression in a TET2-dependent manner, leading to type I T cell attraction to tumor sites and to enhanced checkpoint inhibitor responses (38). Others subsequently showed that VC enhances tumor immunotherapy responses (39, 40). Additionally, Bardeesy and colleagues (41) showed that restoration of TET activity in an IDH-mutant cholangiocarcinoma tumor model restored downstream IFN-γ signaling and enhanced checkpoint inhibitor responses.

Using single-cell RNA sequencing (scRNA-seq) analysis of the B16-OVA melanoma model, we have shown here that TET2 has an additional function in tumors, namely driving the expression of genes encoding proteins involved in antigen processing and presentation. VC, dependent on TET2, promoted expression of these genes, correspondingly enhancing checkpoint inhibitor therapeutic effects. Consistently, presentation of the OVA tumor antigen was enhanced by TET2 following IFN-γ stimulation, which was further stimulated by VC treatment, and effective in vitro cytotoxic activity of T cells requires TET2 tumor expression. Intercellular communication analysis of the scRNA-seq data showed that TET2 tumor expression was required for T cell activation and subsequent IFN-γ–controlled signaling events, which were strongly enhanced by VC treatment. Consistent with this, IFN-γ treatment of tumor cells promoted TET2 binding to the promoters of antigen presentation genes. Additionally, results indicated a role for TET3 in controlling the activation of some antigen presentation genes. Importantly, analysis of human tumor tissue revealed that loss of TET activity correlates with reduced antigen presentation gene expression and with poor patient outcomes.

## Results

### Intravenous delivery is optimal for VC promotion of immune checkpoint inhibitor therapy.

High-dose VC treatment has been shown to reduce tumor growth in both human patients and in mouse models (42). We and others reported that intraperitoneal (i.p.) VC administration at 4 g/kg increased immunotherapy efficacy when combined with anti–PD-1/anti–PD-L1 immune checkpoint inhibitor therapies (38–40). In a previous liquid chromatography–mass spectrometry (LC-MS) study (43), 3 different delivery methods for VC were used with C57BL/6J mice, namely oral intake, intraperitoneal (i.p.) injection, and intravenous (i.v.) injection at 1 g/kg. Among these methods, oral intake reached 40 mM for the peak plasma concentration, while both i.p. injection and i.v. injection resulted in greater than 5 mM concentration, with the highest plasma concentration at 20 mM for i.v. injection. Based on this, we compared i.p. VC delivery with i.v. delivery related to effects on tumor growth with or without anti–PD-L1 treatment. Compared with PBS control, anti–PD-L1 treatment alone reduced tumor growth in the B16-OVA syngeneic tumor model, as previously shown (38). When combined with anti–PD-L1 immune checkpoint inhibitor, i.p. injection of VC increased the antitumor effects at 4 g/kg, while a dose of 0.25 g/kg for i.v. injection was sufficient to reach the equivalent response. Moreover, when anti–PD-L1 was administered with 1 g/kg VC through i.v. injection, tumor growth was largely suppressed, and the average tumor volume was less than one-third compared with anti–PD-L1 treatment alone (Figure 1A). Consistent with the tumor growth data, Kaplan-Meier survival analysis indicates that i.v. injection of VC at 1 g/kg produced the optimal survival outcome when combined with PD-L1 checkpoint blockade, while i.p. injection of the same dose did not further enhance mouse survival (Figure 1B). Dependence on TET2 for the effect of VC was shown in our previous study (38). Of note, i.v. injection at a dose of 2 g/kg or higher is toxic. The results demonstrate that i.v. injection of VC is more effective than i.p. injection in enhancing immunotherapy efficacy in the B16 melanoma tumor model.

### Enhanced immunotherapeutic efficacy induced by VC is largely TET2 dependent.

To test the effects of VC relative to dependence on TET2 in a different model, we used the CT-26 colorectal syngeneic tumor model. TET2-KO clones for the CT-26 colon cancer cells were generated using CRISPR/Cas9 genome editing (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175098DS1) and confirmed by both Western blotting and DNA sequencing (44). Proliferation of the TET2-KO clones was similar to the WT clone, indicating that loss of TET2 expression in CT-26 tumor cells does not affect tumor cell proliferation or survival (Figure 1C). We then transplanted WT and TET2-KO CT-26 cells into syngeneic BALB/c mice and treated with VC, anti–PD-L1, or both. In the WT groups, PD-L1 blockade reduced tumor growth, which was further enhanced by administration of i.v. 1 g/kg VC, while no effect was seen for the combined treatment in the TET2-KO groups (Figure 1D). Tumor growth measurements indicate that neither VC nor anti–PD-L1 worked to inhibit tumor growth in the TET2-KO groups when compared with the PBS control. Moreover, Kaplan-Meier survival data indicate that anti–PD-L1 immunotherapy enhanced survival in the WT groups, but not in the TET2-KO groups. Consistent with the tumor growth data, VC combined with anti–PD-L1 yielded optimal survival only in the TET2-WT tumors (Figure 1E).

### VC promotes expression of tumor antigen presentation genes in a TET2-dependent manner.

To analyze the effects of VC and TET2 on the tumor microenvironment and on gene expression responses in tumor cells, we performed scRNA-seq analysis. 

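The libraries are single-cell RNA-seq of whole B16-OVA tumors, a mouse melanoma line carrying the model antigen ovalbumin. C57BL/6J mice received 200000 WT or TET2-KO cells under the skin, and VC at 1 g/kg or PBS daily into a vein for 2 weeks, starting on day 7 in the sample labels and on day 6 in the series description. Counts of 11 libraries were analysed, labelled as separate biological replicates: 3 WT PBS, 3 WT VC, 2 TET2-KO PBS and 3 TET2-KO VC; the third TET2-KO PBS sample was not analysed here. Tet2, which encodes a dioxygenase that oxidizes 5-methylcytosine and uses VC as a cofactor (ENSMUSG00000040943, GRCm38 chromosome 3, 133463679 to 133545139), was 43.1, 51.6 and 34.0 cpm (counts scaled to a common total, here of all UMIs of a library) in the WT PBS libraries, 30.3, 29.1 and 32.1 in WT VC, 33.5 and 32.9 in KO PBS and 26.9, 4.91 and 15.5 in KO VC. Reads from the 3′ end of a transcript do not show whether an edited coding sequence is disrupted. The deposited values are raw UMI counts, aligned by the authors to mm10. Total UMIs were 98955291, 37124040 and 132032557 in WT PBS, 157645798, 89036128 and 126258370 in WT VC, 127940939 and 115061230 in KO PBS, and 121746153, 98085124 and 43229044 in KO VC. Median depth per barcode was 36062 to 43001 UMIs in WT PBS, 10522 to 32990 in WT VC, 9138 to 12754 in KO PBS and 2581 to 17215 in KO VC. The library KO VC replicate 2 stands apart: its lowest barcode has 4661 UMIs and its median mitochondrial share is 0.552%, against lowest barcodes of 500 to 857 UMIs and shares of 4.50% to 6.89% in the other 10. Cells were kept with at least 200 genes and under 20% mitochondrial UMIs after removal of the barcodes with the highest doublet scores. Counts were summed per library and cell class. The library is therefore the replicate in every test between groups, while Fisher's exact test counts genes.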

We transplanted TET2-WT and TET2-KO B16-OVA tumor cells into C57BL/6J syngeneic mice and treated the mice daily with i.v. 1 g/kg VC or PBS as a control. Delivery of VC via the i.v. route was chosen due to its efficiency over i.p. delivery. Tumors from these 4 groups were collected and subjected to scRNA-seq analysis. 

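Melanoma cells made up most of each tumor. After filtering, 61719 of 71744 barcodes were kept, a mean of 6522 deposited barcodes per library, and formed 27 clusters. Melanocyte genes named 20 of these as melanoma, with 59111 cells; Cd3g, Nkg7 and Ccl5, genes of T and cytotoxic lymphocytes, led a cluster of 311 cells, and S100a8, S100a9 and Cxcl2, carried by neutrophils and myeloid-derived suppressor cells, a cluster of 147. C1qa, C1qb, Tyrobp and Lyz2 led a macrophage and dendritic cell cluster of 674 cells, and Siglech, Irf8 and Ccr9, genes of plasmacytoid dendritic cells, led another of 64. After subclustering, 688 cells were macrophages or dendritic cells, 273 T cells, 132 neutrophils or suppressor cells and 18 fibroblasts, and 1497 cells could not be named. Classes were given by marker genes listed before clustering, and neighbouring clusters that differ by depth or by library can split one state.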

We identified a total of 20 different clusters using Uniform Manifold Approximation and Projection (UMAP) clustering based on the marker genes they express (Figure 2A). Among these 20 clusters, 15 are different tumor subtypes, accounting for more than 90% of total sequenced cells. 

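Melanoma cells were 95.8% of the cells kept. Apart from the cycling groups, hypoxia genes (Ero1l, Bnip3, Car9) led clusters of 5796 and 5755 melanoma cells, the pigment and testis-type genes Slc24a5 and Rhox5 a cluster of 4746, stress genes of the amino acid response (Ddit3, Asns, Atf4) a cluster of 610, and interferon-induced genes (Iigp1, Cxcl10, Igtp, Gbp2, Isg15) a cluster of 466. Ribosomal protein gene Rps29 with the metallothionein Mt1 led the 7208 cells of cluster 0, and respiratory chain genes Ndufa3, Atp5k and Uqcr11 clusters of 4294 and 4078 cells. These last clusters came mostly from KO VC replicates 2 and 3.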

Interestingly, there was a configuration consisting of 4 different tumor subtypes, as shown in the UMAP, namely clusters 1, 3, 5, and 12. Further differentially expressed gene (DEG) analysis for these 4 clusters revealed that they represent different phases of mitosis, suggesting rapid tumor growth in the B16-OVA syngeneic tumor model. In addition to the tumor clusters, we identified several non-tumor clusters: cluster 9, cluster 11, cluster 13, cluster 14, and cluster 15. 

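Cell cycle genes led 7 of the melanoma clusters: Top2a and Mki67, which serve chromosome separation, 3717 cells; Mki67, Cenpf and Cenpa, of the kinetochore, 3009 cells; Birc5, Cdca3 and Ube2c, of late mitosis, 2742 cells; and the replication genes Mcm3, Rrm2 and Uhrf1, 2425 cells. With each cell thinned to 1000 UMIs, the share of melanoma cells called S or G2/M was 48.2% ± 1.31 (SD) in WT PBS and 58.2% ± 1.23 in WT VC (n = 3 each), an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. In KO PBS it was 54.1% and 58.9%, and in KO VC 56.6%, 75.7% and 79.1%, the last 2 values from replicates 2 and 3, whose libraries stand apart (exact permutation p = 0.3 for n = 2 against 3). Between 31.2% and 48.1% of cells per library lay near the score boundary, and phase calls also read free RNA, so cycling is not read from the calls alone.

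**Figure D1:**
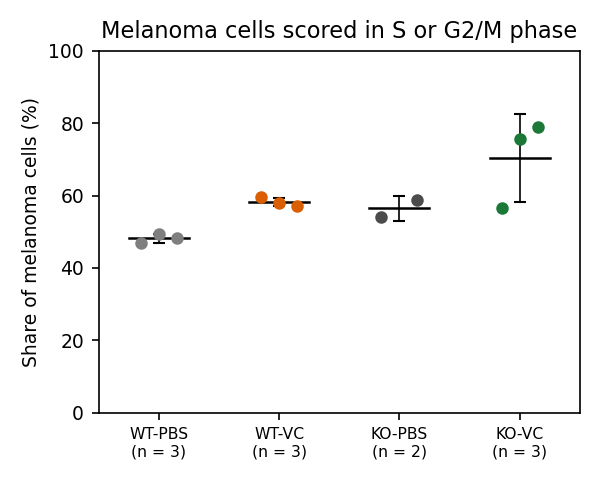
Percent of melanoma cells called S or G2/M in each library, with cells thinned to 1000 UMIs; points are libraries, lines group means and bars SD.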

Cluster 9 consists of macrophages and dendritic cells plus an uncharacterized subset of cells (see Supplemental Figure 2, A and B, and Methods), representing the most abundant immune cell type, while cluster 13 is mainly T cells. 

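Macrophages and dendritic cells divided into 6 groups: 279 cells led by the complement genes C1qa, C1qb and C1qc, 133 by Fabp5 and Hmox1, of lipid and heme handling, 113 by Plac8, Lyz2, Cd74 and H2-Aa, of monocytes and antigen-presenting cells, 59 by Siglech and 44 by Arg1 and Spp1, with a sixth of 60 cells. Among T cells, 82 carried Cd8b1 with the activation receptor Tnfrsf9, and 36 carried Ctla4, Tnfrsf4 and Ikzf2, genes of regulatory T cells; the largest group held 155. Melanoma pigment RNA is seen in every class, and Dct, a melanin synthesis enzyme, was 121 to 1387 cpm in macrophages of single libraries.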

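Macrophages and dendritic cells were 3.90% ± 1.40 (SD) of cells in WT PBS tumors and 1.62% ± 0.463 in WT VC tumors (n = 3 each), a log2 ratio of −1.27, with an exact permutation p of 0.1, the smallest possible for 3 against 3. T cells were 1.96% ± 0.882 and 0.340% ± 0.260, a log2 ratio of −2.53 with the same exact p; the T cells counted per library were 23, 13 and 72 in WT PBS and 22, 3 and 20 in WT VC. In TET2-KO tumors macrophages and dendritic cells were 0.957% ± 0.159 with PBS (n = 2) and 0.287% ± 0.497 with VC (n = 3), log2 ratio −1.74 and exact permutation p 0.3, and T cells 0.596% and 0.105%, −2.50 and exact p 0.2. No cell was named macrophage or T cell among the 4904 of KO VC replicate 2 or the 10992 of replicate 3. Both KO VC means therefore rest on replicate 1. With replicates 2 and 3 left out, the KO log2 ratios were −0.15 and −0.92. Macrophage RNA was still read in replicates 2 and 3. C1qb was 21.7 and 13.5 cpm of all UMIs, against 8.61 and 3.92 in KO PBS, and Tyrobp 13.1 and 7.15, against 4.03 and 4.45. Lyz2 was higher only in replicate 2, and Ptprc, a gene of white blood cells, was lower, 0.561 and 0.694 against 2.95 and 2.34. The KO falls are thus of named cells. An edgeR quasi-likelihood test on the cell counts gave unadjusted p of 0.484 for macrophages and 0.191 for T cells in WT, over 6 classes. Neutrophils and suppressor cells were 0.161% in WT PBS and 0.347% in WT VC, a log2 ratio of 1.11 with exact permutation p 0.6 that turns to −0.345 without WT VC replicate 3, which holds 35 of these cells. Shares describe the cells recovered after dissociation, and a share falls when melanoma cells rise.

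**Figure D2:**
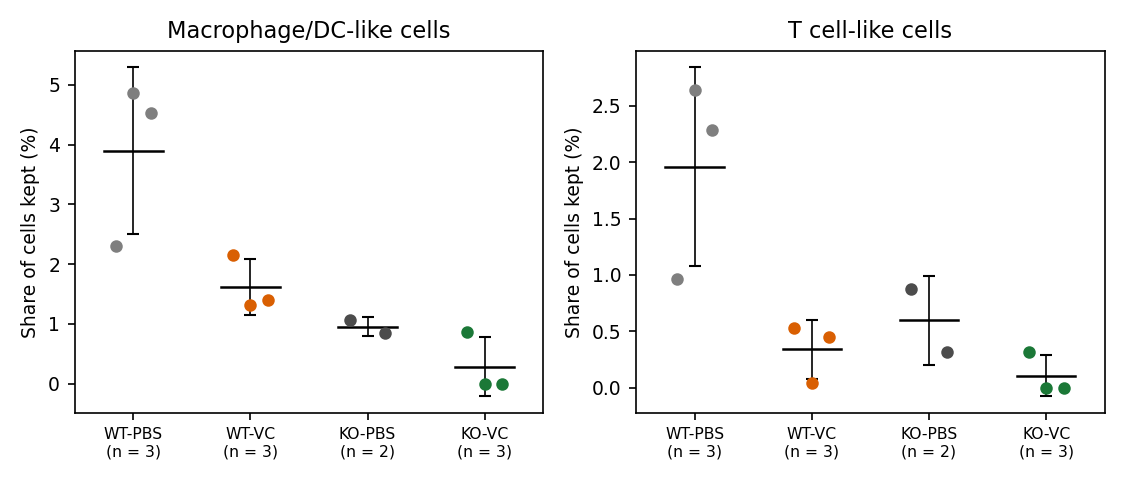
Percent of cells kept that are macrophages and dendritic cells or T cells, per library; lines are group means and bars SD. KO VC replicates 2 and 3 have 0 of either.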

The cluster 9 and cluster 13 populations were modestly increased after VC treatment in the WT, but not in the TET2-KO, tumor background when comparing the relative ratio of different immune cell clusters (Figure 2B).

Next, we focused on the genes and pathways that are altered by VC treatment in the WT tumors. As compared with PBS control tumors, VC administration led to contrasting patterns in gene expression. 

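Over whole WT tumors, with all cells of a library summed, MHC class I presentation genes had a median log2 fold of −1.13 for VC against PBS, 2 of 24 positive, and the study's own presentation genes one of −1.51, 0 of 18 positive. H2-K1, the class I heavy chain that presents the ovalbumin peptide, fell by 1.37 on the log2 scale with DESeq2 (adjusted p = 0.0357). No single gene among 14771 passed in edgeR, where 1542 had an unadjusted p under 0.05; DESeq2 called 75 higher and 295 lower, edgeR in a fit of the WT libraries alone 207 and 189, with KO VC replicates 2 and 3 left out 88 and 60, and without WT PBS replicate 1 it called 1, a lower one. By camera, which compares a list with all other genes, adjusted p was 3.89e-11 for the class I list and 1.70e-11 for the study's list, and with an estimated correlation 0.187 and 0.197, so neither call holds there. Adjusted over the list alone, 13 class I genes were lower; the study's list was chosen on these samples and is no independent evidence. Whole-tumor sums also move with the share of immune cells.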

Among the top 20 pathways induced by VC, 4 are involved in antigen presentation processes as identified by Gene Ontology (GO) analysis, suggesting that the antigen presentation process is a major target for VC (Figure 2C). 

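Interferon-induced genes had lower means in whole WT tumors with VC: the type I interferon list had a median log2 fold of −0.79, 0 of 32 positive, and the interferon-gamma response list −1.37, 1 of 29 positive. Adjusted over the list alone, 24 type I genes and 3 interferon-gamma genes were lower, and none higher. T cell effector genes had a median of −2.12, 1 of 18 positive, of which 15 were lower over the list alone, a pattern that a smaller T cell share also gives. Camera gave adjusted p of 3.84e-23, 1.11e-14 and 2.26e-18 for these lists; the adjusted p with an estimated correlation was 0.125, 0.187 and 0.0868.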

Other pathways induced by VC include innate immune response to IFNs and innate immune regulation, consistent with reports for the importance of TET2 in IFN responses (38). 

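In whole TET2-KO tumors, genes of translation and respiration had the higher means with VC: cytosolic ribosomal proteins a median log2 fold of 0.89, 79 of 80 positive, and nuclear-encoded oxidative phosphorylation genes 0.89, 90 of 92 positive. The study's presentation genes had a median of −0.05, 7 of 18 positive, and the type I interferon list −0.17, 10 of 32 positive. In melanoma cells of KO VC replicates 2 and 3, ribosomal protein genes took 24.6% and 23.1% of UMIs and oxidative phosphorylation genes 9.91% and 8.07%, against 13.8% to 17.0% and 4.85% to 5.94% in the other 9 libraries, KO VC replicate 1 among them. By edgeR 0 of 14771 genes passed, 2986 had an unadjusted p under 0.05, DESeq2 called 482 and edgeR without KO VC replicate 1 called 5974. Camera's adjusted p was 3.11e-21 for the ribosomal list, and 0.948 with an estimated correlation. Replicates 2 and 3 differ from replicate 1 in these shares and in having no cell named macrophage or T cell, so the KO VC mean joins unlike libraries.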

Interestingly, in the TET2-KO groups, antigen presentation and IFN response processes were not found in the top 20 enriched pathways after VC stimulation, but included processes associated with metabolism and biosynthesis (Figure 2D). Together, these data suggest that the ability of VC to enhance T cell responses is partly dependent on TET2-mediated upregulation of antigen presentation genes and machinery in tumor cells.

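In T cells from WT tumors, compared within the class, edgeR called 3 effector genes lower with VC, where DESeq2 called 0 genes. The effector list had a median log2 fold of −0.50, 4 of 16 positive, with camera adjusted p 6.62e-07, and 0.159 with an estimated correlation. Gzmb, the cytotoxic protease granzyme B, was 1275 cpm in WT PBS and 530 in WT VC (log2 −1.28, adjusted p = 0.00524), Klrd1, a receptor of cytotoxic lymphocytes, 432 and 167 (−1.37, adjusted p = 0.00291), and Klrc1, its partner, 168 and 44.2 (−1.95, adjusted p = 0.00763). Genes with higher levels were Fscn1, 1.53 and 52.8, and Tbc1d4, 8.88 and 128 (4.22, adjusted p = 4.6e-06); Ccl22, a chemokine of dendritic cells, had 0 counts in each WT PBS library and a mean of 65.3 cpm in WT VC. In all, edgeR called 7 genes higher and 4 lower of 5024 with 3 WT PBS and 2 WT VC libraries, since WT VC replicate 2 holds only 3 T cells. The calls of Gzmb, Klrd1 and Klrc1 did not hold without WT VC replicate 1, nor did that of Klrd1 without WT VC replicate 3. Each of these fits leaves 1 WT VC library, so the spread comes from the other groups. With doublets kept or at Leiden resolution 0.3 edgeR called 0 genes, and with the stricter cell filter 2, Klrd1 among them. EdgeR called 22 without WT PBS replicate 2, 17 without WT PBS replicate 3 and 6 without KO VC replicate 1. Cd74, an antigen-presenting cell gene, was also 262 and 1104 in these cells, a level to which a few adhering myeloid cells would add. Class II genes as a list, like Ccl22, had higher means with VC as well. A change in the mix of cells named T cells was not tested. The falls of Gzmb, Klrd1 and Klrc1 are therefore not read as changes within T cells.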

### Increased antigen presentation pathway gene expression is TET2 dependent in tumor cells.

To determine whether the VC-induced antigen presentation processes occur in tumor cells or in antigen-presenting cells, we performed GO pathway analysis for each scRNA-seq cluster. As shown for tumor cluster 2, antigen presentation–related processes were among the top 20 enriched pathways upregulated by VC (Figure 3A). 

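Tumor cluster 2 of the clustering made here, 5755 melanoma cells with the hypoxia genes Ero1l, Bnip3 and Car9, had enough cells in the WT libraries for a test of VC. Its 32 presentation genes had a median log2 fold of −1.09, and none of them passed by edgeR, while 7 of all 12416 genes were higher and 43 lower. Cluster numbers were assigned by size in this clustering and do not match those of the paper.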

Most other tumor clusters also displayed a similar result (data not shown). However, for cluster 9, which contains macrophages and dendritic cells as the major source of antigen-presenting cells in the tumor tissue, one antigen presentation–related pathway was shown to be induced by VC treatment among the top 20 (Figure 3B and see Discussion). Additionally, innate immune responses and a variety of external stimuli and their corresponding regulation were the major effects of VC in cluster 9 (Figure 3B). 

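In macrophages and dendritic cells of WT tumors B2m, the light chain of every class I molecule, was 2920 ± 632 (SD) cpm with PBS and 2379 ± 350 with VC, H2-K1 1795 ± 322 and 1371 ± 267, and Tap1, a subunit of the peptide transporter, 174 ± 24.2 and 111 ± 23.1 (log2 −0.64, adjusted p = 0.994; n = 3 each). One gene of 6975 passed in edgeR: H2-Q7, a nonclassical class I gene (ENSMUSG00000060550, chromosome 17, 35439155 to 35443773), 342 and 134 cpm, log2 −1.33 ± 0.216 (SE), adjusted p = 0.0414; 313 genes had an unadjusted p under 0.05. H2-Q7 belongs to a family of near-identical genes whose reads can be shared. The count was 4 without WT PBS replicate 2, 15 without WT PBS replicate 3, and 0 without WT PBS replicate 1, any 1 WT VC library or KO VC replicate 1. It was also 0 with no cell filter, the stricter cell filter, doublets kept or Leiden resolution 0.3, where H2-Q7 had adjusted p of 0.0549, 0.778, 0.716 and 0.428, and DESeq2 called 1. The study's presentation list had a median of −0.45, 0 of 18 positive, with camera adjusted p 2.70e-08, and adjusted p = 0.338 with an estimated correlation. Melanocyte genes had a higher median with VC in the same cells, 0.56, 14 of 15 positive (camera adjusted p = 2.78e-07, and 0.0639 with an estimated correlation), and Dct, a melanocyte enzyme, was 121 to 206 cpm in the WT PBS libraries and 223 to 280 in the WT VC libraries.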

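Among innate response genes of these macrophages and dendritic cells, Isg15, an interferon-induced modifier, was 662 cpm with PBS and 325 with VC (log2 −1.03, adjusted p = 0.694), and Cxcl10, an interferon-induced chemokine, 387 and 231 (−0.75, adjusted p = 0.994). Mki67, a gene of dividing cells, was 91.2 and 201 (1.09, adjusted p = 0.661). The interferon-gamma response list had a median of −0.72, 1 of 22 positive, and the type I list −0.46, 4 of 32 positive; adjusted over the list alone 6 and 3 genes were lower. Camera adjusted p was 2.17e-10 and 1.57e-09, and 0.338 and 0.317 with an estimated correlation. Between 24 and 143 such cells per WT library entered the sums.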

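Presentation genes had lower means with VC in both melanoma cells and macrophages of WT tumors. In melanoma cells the class I list had a median log2 fold of −0.84, 2 of 23 positive, and the study's list −1.52, 0 of 18 positive. Over macrophages and dendritic cells the class I median was −0.38, 5 of 24 positive, with 4 genes lower when adjusted over the list alone. Antigen-presenting cells carried more of these transcripts: H2-D1 was 2134 ± 321 (SD) cpm with PBS and 1674 ± 271 with VC in macrophages, Cd74, the class II invariant chain, 4243 ± 1040 and 2568 ± 1240, and Psmb8 917 ± 277 and 729 ± 195 (n = 3 each). By camera adjusted p was 2.98e-10 and 8.81e-15 for the melanoma lists, and with an estimated correlation 0.272 for both; it was 3.10e-07 for class I in macrophages, and 0.338 with an estimated correlation. The study chose its list on these samples, so its count is no independent evidence.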

Taken together, these results demonstrate that the increase in expression of antigen presentation pathway genes by VC in the WT tumor tissue is largely associated with tumor cells, but also occurs in some immune cells.

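Melanoma cells of TET2-KO tumors had presentation gene medians near 0 for VC against PBS: −0.09 for the class I list, 8 of 23 positive, and −0.07 for the study's list, 8 of 18 positive, where camera's direction was up (adjusted p = 0.866 and 0.984). The pair of KO PBS libraries decides this value. Without KO PBS replicate 1 the study's list had a median of 1.19 and the class I list 0.53, and without replicate 2 medians of −0.77 and −0.54. Each of these fits leaves 1 KO PBS library, so they are not read as tests. With KO VC replicates 2 and 3 left out, which stand apart in ribosomal protein RNA, the medians were −0.49 for the study's list and −0.21 for class I. In the same cells myeloid transcripts had a median of 3.87, macrophage activation genes 3.60 and T cell effector genes 3.93, and −0.13, −0.24 and −0.55 with those replicates left out.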

As described above, antigen presentation pathways were largely unaffected in the TET2-KO tumor tissue regardless of VC treatment. To further validate this, we performed GO analysis for each cluster in the TET2-KO tumors. 

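In TET2-KO tumors only cluster 0, 7208 melanoma cells with high Rps29, Mt1 and Rpl41, had at least 20 cells in 2 or more libraries of each group. Its presentation genes had a median log2 fold of −0.38 for VC against PBS, and 1 gene of 4516 passed, higher with VC. The other melanoma clusters had fewer than 2 such libraries in KO PBS or KO VC and were not tested in KO tumors. When melanoma cells were instead clustered with library means removed, a step chosen after the data were seen, 13 clusters could be tested. Their medians ran from −0.44 to 0.18, 12 of them negative, all over cells of the same libraries. In 1 cluster of 6196 cells 4 presentation genes were higher and 2 lower, of 28 tested, and no other cluster called any. Over all genes that cluster called 2125 higher and 1713 lower of 9585.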

In tumor cluster 2, antigen presentation processes were not identified among the top 20 enriched pathways, supporting the hypothesis that the increased antigen presentation pathways induced by VC in tumor cells was TET2 dependent (Figure 3C). A similar result was observed for other tumor clusters in the TET2-KO groups as well (data not shown). One antigen presentation process was identified in cluster 9 in the TET2-KO tumor treated with VC among those top 20 enriched pathways (Figure 3D), consistent with previous data showing that loss of TET2 expression in the tumor does not block the effect of VC on the dendritic cell/macrophage cluster. Furthermore, we directly compared the WT tumors to TET2-KO tumors treated with PBS control and found there was an elevation in the basal levels of antigen presentation–related processes in the WT tumor clusters in cluster 0 and cluster 3 (Supplemental Figure 2, C and D). This suggests that TET2 functions to control tumor-associated expression of genes involved in antigen processing/presentation in B16-OVA tumor cells, with further enhancement following VC treatment (and see below). 

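Macrophages and dendritic cells from TET2-KO tumors had H2-K1 at 1474 ± 279 (SD) cpm with PBS (n = 2) and 1644 with VC (n = 1), Tapbp, which tethers class I molecules to the transporter, at 105 ± 27.3 and 155, Tap1 at 107 ± 21.4 and 72.0, and Cd74 at 2627 ± 681 and 2121. The study's presentation list had a median log2 fold of −0.27, 7 of 18 positive. Only KO VC replicate 1, with 60 such cells, enters, so the spread within KO VC is not known, and the edgeR and DESeq2 fits, with 0 genes past the threshold and 338 with an unadjusted p under 0.05 in edgeR, are not read as a test of VC.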

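With PBS, melanoma cells of WT tumors had higher means of presentation and interferon genes than those of TET2-KO tumors. Adjusted over all genes, Irf7, a transcription factor that drives interferon genes (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), was 18.5 cpm in WT PBS and 5.30 in KO PBS (log2 1.80, adjusted p = 0.0101), and Dhx58, an RNA sensor, was higher by 1.44 (adjusted p = 0.0261). Without KO PBS replicate 2, which leaves 1 KO PBS library, neither call held. The call of Dhx58 also ended without any 1 WT PBS library (adjusted p 0.0580 to 0.0793). The study's list had a median log2 fold of 0.70, 18 of 18 positive, the class I list 0.27, 20 of 23, and the type I interferon list 0.37, 25 of 32, none of whose camera calls (adjusted p 0.0192, 0.0456 and 0.000731) holds with an estimated correlation (0.807 for each). Without KO PBS replicate 2 the study's list had a median of 0.06, and without WT PBS replicate 3 of −0.07 (camera adjusted p = 0.693). Tumor cluster 7 of this clustering, 3717 cells with Top2a and Mki67, had the highest presentation median of those tested, 1.07, and cluster 9 the lowest, −0.24.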

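MHC class II genes load peptides taken up from outside the cell, and melanoma cells carry little of their RNA. In WT tumors the class II list had a median log2 fold of −2.36 for VC against PBS, 0 of 11 positive, with camera adjusted p 4.22e-07, and 0.309 with an estimated correlation. For TET2-KO tumors it was 0.09, 8 of 11 positive (adjusted p = 0.434), and −0.99 with KO VC replicates 2 and 3 left out. The VC effect in WT minus that in KO had a median of −2.46, 0 of 11 positive, which camera placed at an adjusted p of 0.000538 and an estimated correlation at 0.606. Ctss, a protease that processes the invariant chain, was 0.977 cpm in WT PBS and 0.397 in WT VC. Class II RNA in melanoma droplets can be free RNA from myeloid cells.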

We performed molecular function pathway analysis for tumor clusters C0 and C2 and found major mechanisms associated with antigen presentation functions (such as MHC protein complex binding and MHC class II complex binding) enhanced by VC treatment (Supplemental Figure 2, E and F), which was lost in the TET2-KO tumor clusters (Supplemental Figure 2, G and H).

### VC promotes antigen presentation gene expression in a TET2-dependent manner.

To determine whether VC stimulates antigen presentation gene expression in tumor cells, we analyzed the DEGs between VC-treated tumor clusters relative to PBS control in both WT tumors and TET2-KO tumors. Consistent with the pathway analysis, 15 antigen-presenting genes were identified as being stimulated by VC treatment, among those in the top 30 DEGs in tumor cluster 0 as shown in a volcano plot (Figure 4A). These upregulated genes include those encoding multiple H2 class I MHC genes, TAP1 and TAPBP1, immunoproteasome components such as PSMB9, and CD74, which is the class II MHC γ chain involved in antigen presentation. 

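In the melanoma cells of WT tumors, summed per library, 34 presentation genes were among 14323 genes tested for VC against PBS. None was among the 30 or 100 highest ranked genes, rising or falling. Other fits placed up to 5 among the 100 highest ranked falling genes (without WT PBS replicate 2), 4 without WT VC replicate 1 and 3 with DESeq2. Among the rising genes these fits placed 0. Nearest to the threshold were Enpp2, which makes lysophosphatidic acid, 7.88 cpm with PBS and 13.1 with VC (log2 0.73, adjusted p = 0.363), Chek1, a cell cycle checkpoint kinase (0.66), and Rasa4 (−0.95), Matn3 (2.12) and Ifi204, an interferon-induced sensor (−1.96), all with the same adjusted p. In edgeR 0 genes passed and 976 had an unadjusted p under 0.05; DESeq2 called 32 higher and 37 lower, and edgeR called 19 without KO VC replicate 1 and 416 in a fit of the WT libraries alone. In that smaller fit and in DESeq2 the lower genes include Irf7 (adjusted p = 0.00741 and 0.0199). On simulated data of this layout, with genes drawn independently, edgeR recovered 46% of genes changed by a log2 fold of 1 and 88% of those changed by 2.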

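Melanoma cells of WT tumors had lower mean levels of the named presentation genes with VC, none past the test. H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) was 958 ± 463 (SD) cpm with PBS and 369 ± 145 with VC, log2 −1.38 (adjusted p = 0.494), and 668 ± 348 and 632 ± 190 in TET2-KO tumors. Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652), the class II chaperone, was 261 ± 294 and 33.3 ± 28.4, log2 −2.97, and 159 ± 198 and 106 ± 116 in TET2-KO tumors. Nlrc5, the transactivator of class I genes, was 13.9 and 5.82 in WT (−1.25, adjusted p = 0.494). Groups held 3 libraries each except KO PBS, with 2. The spread between WT PBS libraries was as large as the difference for Cd74, and H2-K1 may take reads of its class I paralogs.

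**Figure D3:**
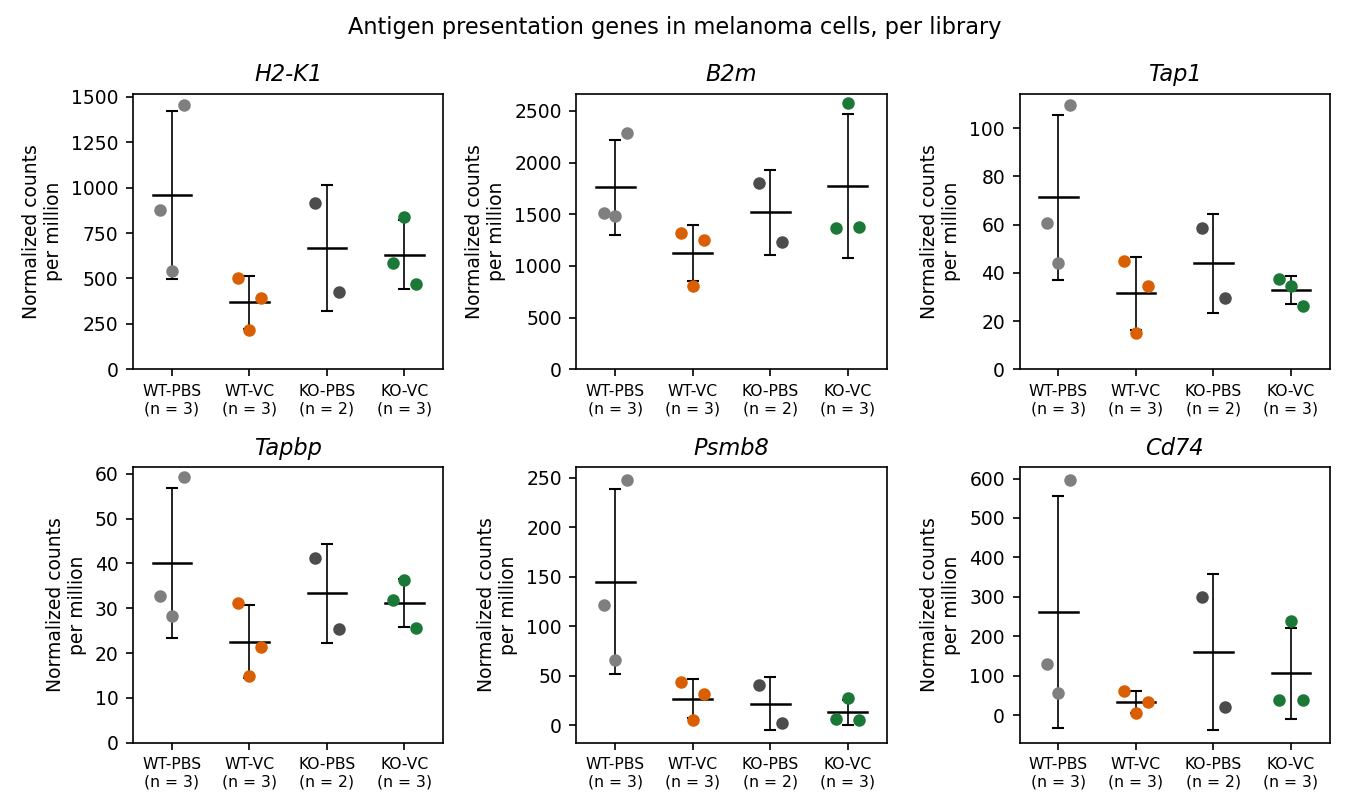
TMM-normalized cpm of H2-K1, B2m, Tap1, Tapbp, Psmb8 and Cd74 in melanoma cells, per library; lines are group means and bars SD.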

Interestingly, it was reported that class II MHC is active in melanoma and predicts responses to anti–PD-L1 therapy (45). Similarly, antigen presentation genes were also stimulated by VC in other tumor clusters (Supplemental Figure 3, A and B), suggesting a robust induction of antigen-presenting gene expression by VC treatment in the WT tumor cells. However, in non-tumor clusters represented by cluster 9, most of these antigen presentation genes were not among the top 30 DEGs induced after VC treatment (Figure 4B). These data together indicate the increased antigen presentation processes induced by VC treatment are mainly from upregulated antigen-presenting gene expression in the WT tumor cells. 

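Presentation genes had negative medians for VC against PBS in each of the 8 tumor clusters of this clustering that could be tested in WT tumors, from −1.33 to −1.09. All clusters hold cells of the same WT libraries, so their shared direction is no repeated evidence. Cluster 3, 4746 cells with Slc24a5 and Rhox5, had a median of −1.23 and 21 genes higher and 42 lower of all tested; cluster 10, 2425 cells in replication with Mcm3, −1.20 with 6 and 27; cluster 13, 2172 cells with Top2a and Cdk1, −1.25 with 2 and 16. No presentation gene passed in any of them by edgeR. In clusters made with library means removed, tried after the data were seen, medians of 14 clusters ran from −1.63 to −0.34 and 6 presentation genes were called, all lower.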

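In macrophages and dendritic cells of WT tumors, 0 of 35 presentation genes were among the 100 highest ranked rising genes for VC against PBS. Among the highest ranked falling genes, 3 were in the first 30 and 4 in the first 100 (Fisher's exact p = 0.00148 for the 100). Fisher's test takes genes as independent, while presentation genes can move together and share reads. H2-T22, a nonclassical class I gene, was 159 ± 26.0 (SD) cpm with PBS and 84.5 ± 37.8 with VC (log2 −0.84, adjusted p = 0.994), and H2-Aa, a class II chain, 1699 ± 463 and 1137 ± 551. Without WT PBS replicate 3 the falling genes held 2 presentation genes among 100, and without WT VC replicate 1 they held 10.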

Consistent with the previous GO pathway results, VC administration did not induce antigen-presenting gene expression in the TET2-KO groups, either the tumor cells or non-tumor cells (Figure 4, C and D, and Supplemental Figure 3, C and D).

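Melanoma cells of TET2-KO tumors likewise had 0 presentation genes among the 100 highest ranked genes in either direction, and macrophages, with 1 KO VC library, 0 as well. Ribosomal and respiratory genes came first: Rps21 was 1871 cpm with PBS and 5580 with VC (log2 1.58), Rpl37 1687 and 4795 (1.51), Ndufa3, of respiratory complex I, 304 and 1246 (2.04), and Atp5k, of ATP synthase, 652 and 2103 (1.69), while Cntln, a centrosome gene, was 13.9 and 6.18 (−1.17), all with adjusted p of 0.200. Dct, a pigment enzyme, was 8673 and 13590 (0.65). By edgeR 0 genes passed and 3168 had an unadjusted p under 0.05; DESeq2 called 353 higher and 87 lower, and edgeR called 6516 without KO VC replicate 1. With KO VC replicates 2 and 3 left out, the ribosomal list had a median log2 fold of 0.01, against 0.87 with them.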

TAP1, TAP2, TAPBP, and β2-microglobulin (B2M) are critical proteins involved in the class I MHC antigen presentation process in virus-infected or tumor cells (46, 47). TAP1 and TAP2 work together at the ER membrane to load peptides degraded by the immunoproteasome onto MHC class I complexes on the ER membrane with help from TAPBP. Then, the mature peptide–bound MHC I complex that contains B2M is assembled and transported to the Golgi body, which is then presented on the cell surface through the membrane transport system (47). Therefore, we also compared the relative expression levels of these key antigen-presenting genes in the scRNA-seq dataset. The expression of TAP1 was shown to be widely expressed in the WT tumor tissue treated with PBS. Compared with PBS control, VC treatment increased the expression of TAP1 in the tumor clusters, but remained largely unchanged between WT and TET2-KO tumors (Figure 4E). 

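Tap1 in melanoma cells of WT tumors was 71.3 ± 34.2 (SD) cpm with PBS and 31.4 ± 15.0 with VC (n = 3 each), a log2 fold of −1.18 ± 0.41 (SE) with adjusted p = 0.555. Tap1 moves peptides from the cytosol into the ER and lies on chromosome 17 (ENSMUSG00000037321, 34187553 to 34197225), where its start overlaps Psmb9 on the opposite strand. Its unadjusted edgeR p was 0.0139, and it was not called higher under any alternative.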

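TET2-KO melanoma cells had Tap1 at 43.9 ± 20.4 (SD) cpm with PBS (n = 2) and 32.8 ± 5.83 with VC (n = 3), a log2 fold of −0.42 with adjusted p = 0.560 by edgeR. KO VC replicates 2 and 3, whose ribosomal protein RNA stands apart, are among these libraries.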

TAP1 was not upregulated by VC in the TET2-KO tumor cells. Similarly, the expression of TAP2, TAPBP, PSMB8, and B2M was each shown to be induced by VC treatment in the WT, but not TET2-KO, tumor cells (Figure 4, F and G, and Supplemental Figure 4, A and B). Indeed, numerous MHC class I genes, including H2-D1 (Supplemental Figure 4C), H2-Aa (Supplemental Figure 4D), H2-K1, H2-Ab1, H2-Eb1, H2-M3, H2-DMa, H2-DMb, and H2-T22 (data not shown) were also upregulated by VC in the WT tumor cells. 

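Tap2, the partner of Tap1 in the transporter (ENSMUSG00000024339, chromosome 17, 34203527 to 34216321), was 35.0 ± 18.4 (SD) cpm in WT PBS melanoma cells and 14.8 ± 6.36 in WT VC, log2 −1.24 (adjusted p = 0.608), and 19.9 ± 13.6 and 11.6 ± 3.79 in KO PBS and KO VC. Tapbp (chromosome 17, 33915899 to 33929292) was 40.1 ± 16.7 and 22.5 ± 8.15 in WT, −0.84 (adjusted p = 0.614), and 33.3 ± 11.1 and 31.2 ± 5.4 in KO tumors. Psmb8, a catalytic subunit of the immunoproteasome (chromosome 17, 34197721 to 34201454), was 144.9 ± 93.6 and 26.6 ± 19.6 in WT, −2.44 (adjusted p = 0.720). B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) was 1758 ± 457 and 1124 ± 275 in WT, −0.65 (adjusted p = 0.793), and 1517 ± 409 and 1775 ± 697 in KO tumors. None passed the test in WT or KO tumors, with 3 libraries per group except KO PBS, with 2.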

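H2-D1, a class I heavy chain (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499), was 940 ± 399 (SD) cpm in WT PBS melanoma cells and 421 ± 167 in WT VC, log2 −1.16 (adjusted p = 0.592). H2-Aa, the class II alpha chain (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823), was 76.2 ± 81.7 and 11.9 ± 10.3 (−2.67), H2-Ab1 43.5 ± 50.5 and 6.39 ± 5.41 (−2.76), H2-Eb1 46.8 ± 56.0 and 7.12 ± 6.06 (−2.71), and H2-DMa, which exchanges class II peptides, 24.7 ± 26.0 and 4.81 ± 4.10. The nonclassical genes H2-M3, 13.5 ± 7.5 and 4.01 ± 1.92 (−1.76, adjusted p = 0.517), and H2-T22, 109.8 ± 55.4 and 50.6 ± 17.4 (−1.12), had the same direction, as did H2-DMb1, 41.7 ± 33.0 and 9.86 ± 6.30. For the class II genes the SD among WT PBS libraries exceeds the difference between the means. Class I family members may share reads.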

Importantly, expression of these antigen presentation genes was relatively low in TET2-KO tumor cells regardless of VC treatment. 

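TET2-KO melanoma cells had these levels: H2-D1 596 ± 325 (SD) cpm with PBS and 575 ± 212 with VC, H2-Aa 47.1 ± 55.5 and 47.6 ± 43.8, H2-Ab1 20.2 ± 23.7 and 25.3 ± 26.6, H2-T22 70.1 ± 40.5 and 50.7 ± 13.8, and Psmb8 21.4 ± 26.7 and 12.8 ± 12.9 (n = 2 and 3). For H2-D1, H2-Aa and H2-T22 the means lie between those of WT PBS and WT VC cells, except that KO H2-T22 with VC is level with WT VC, and for Psmb8 both KO means lie below both WT means. The edgeR test called none of the study's presentation genes between KO VC and KO PBS, where the smallest adjusted p was 0.266; without KO VC replicate 1, H2-DMb2 was called higher (log2 1.94, adjusted p = 0.0287).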

Interestingly, the 3 main immunoproteasome genes, PSMB8, PSMB9, and PSMB10, which digest cellular protein to antigenic peptides for antigen presentation (2), were also upregulated by VC in the WT tumor cells, as indicated by PSMB8 (Figure 4G) and others (Supplemental Figure 4, E and F). 

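Psmb9, the immunoproteasome subunit encoded beside Tap1 (ENSMUSG00000096727, chromosome 17, 34181987 to 34187764), was 217 ± 145 (SD) cpm in WT PBS melanoma cells and 68.7 ± 45.1 in WT VC, log2 −1.66 (adjusted p = 0.720), and 131.5 ± 118 and 113.8 ± 66.0 in KO PBS and KO VC. Psmb10, on chromosome 8 (105935735 to 105938444), was 206.7 ± 128 and 130.8 ± 44.5 in WT, −0.66 (adjusted p = 0.987), and 174.8 ± 50.2 and 309.8 ± 167 in KO tumors. Genes of the constitutive proteasome, which the immunoproteasome replaces under interferon, had a median log2 fold of 0.09 in WT, 25 of 28 positive (camera adjusted p = 0.0659). For Psmb8, Psmb9 and Psmb10 no difference passed, and the spread between WT PBS libraries is wide.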

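Among the study's presentation genes Psmb8 differed most between WT and TET2-KO melanoma cells given PBS, log2 2.76 ± 1.28 (SE), with adjusted p = 0.331 by edgeR. H2-T23, a nonclassical class I gene, was higher by 1.99 (adjusted p = 0.157). Other genes passed clearly: Mbp, a myelin gene (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637), was 91.8 and 9.71 cpm (3.24 ± 0.259, adjusted p = 7.13e-05), Lmo1, a transcriptional cofactor, 15.1 and 1.30 (3.54, adjusted p = 0.00397), and Nrp2, a receptor for semaphorins, 54.8 and 9.71 (2.50, adjusted p = 0.00568), while Capn6 was 7.68 and 42.0 (−2.45, adjusted p = 9.67e-06). Without KO PBS replicate 1, which leaves 1 KO PBS library, Lmo1 and Nrp2 did not pass. Of 14323 genes 303 were higher and 211 lower, none of them among the study's presentation genes. The total of 514 fell to 261, 237 and 280 without WT PBS replicates 1, 2 and 3, to 230 and 200 without KO PBS replicates 1 and 2, and was 1393 and 1010 without KO VC replicates 1 and 2; DESeq2 called 977. The balance turned without KO PBS replicate 1, to 85 higher and 145 lower, and was 1024 and 1091 with KO VC replicates 2 and 3 left out. TET2-KO cells grew from edited clones, and differences between clones are not separated from TET2 here.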

Consistent with this analysis, these antigen presentation genes were not significantly elevated in WT tumor cells compared with TET2-KO tumors (Supplemental Figure 3E and see Discussion). Together, these results reveal the role of TET2 as a regulator of expression of many antigen presentation and immunoproteasome genes, requiring VC for robust induction.

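The dependence of the VC effect on TET2 was tested directly in melanoma cells, as the effect in WT minus the effect in TET2-KO tumors. The study's presentation genes had a median difference of −1.51 on the log2 scale, 0 of 18 positive, and the class I list −0.87, 3 of 23 positive, with camera adjusted p 3.07e-05 and 0.00240, and 0.606 for each with an estimated correlation. The KO libraries move this: the median for the study's list was −2.80 without KO PBS replicate 1, −0.84 without KO PBS replicate 2, and −0.93 with KO VC replicates 2 and 3 left out. Each of these fits leaves 1 library in KO PBS or KO VC. Replication genes of the S phase list had a median difference of 0.56, 40 of 42 positive, and mitotic genes of the G2/M list 0.52, 46 of 50 positive, of which 11 and 15 were higher when adjusted over the list alone. Smc2 (1.40) and Smc4 (1.39), which condense mitotic chromosomes, and Clspn (1.2), of the replication checkpoint, had adjusted p of 0.348. By edgeR 0 of 14323 genes passed, 1893 had an unadjusted p under 0.05, DESeq2 called 47, and edgeR without KO VC replicate 1 called 4692. From VC-induced presentation genes in WT but not TET2-KO tumor cells, the paper concludes that TET2 regulates many antigen presentation and immunoproteasome genes and needs VC for their strong induction.

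**Figure D4:**
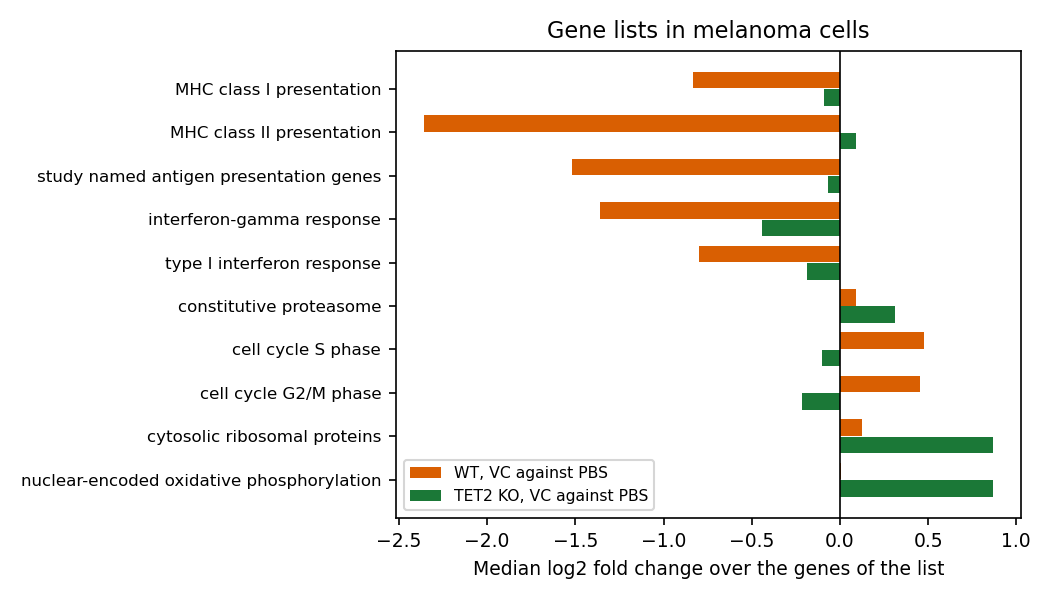
Median log2 fold of VC against PBS over the genes of 10 lists in melanoma cells of WT and TET2-KO tumors. KO values include KO VC replicates 2 and 3.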

### VC increases tumor antigen presentation to activate T cell–mediated tumor killing.

B16-OVA melanoma cells express the OVA antigen, which is recognized by OT-I (CD8^+^) T cells isolated from OT-I mice (48, 49), making it a relevant model to study tumor-specific CD8^+^ T cell responses. Hence, we treated the B16-OVA melanoma cells with VC and IFN-γ to determine whether VC would enhance OVA antigen presentation in B16-OVA cells. As shown in Figure 5A, VC treatment alone nearly doubled OVA antigen presentation on the surface of WT B16-OVA tumor cells, as detected by flow cytometry. Moreover, when cells were costimulated with IFN-γ, VC was shown to further enhance IFN-γ–induced OVA presentation. Induction of OVA presentation was less robust after VC treatment in 2 TET2-KO B16-OVA clones. In addition, OVA antigen presentation was largely uninduced by IFN-γ in the TET2-KO clones, emphasizing the critical role of TET2 in activating antigen presentation genes in B16-OVA tumor cells. Additionally, loss of TET2 reduced baseline OVA peptide presentation by approximately half (Figure 5A). To test whether VC also induces antigen presentation in tumor tissue, we isolated cells from WT or TET2-KO B16-OVA syngeneic tumor tissue treated with VC or PBS. OVA antigen presentation was increased by more than 3-fold in the WT tumor cells after VC treatment, while remaining largely unchanged in the TET2-KO tumor cells (Figure 5B). We observed increased expression of B2M in the WT tumor cells treated with VC, which was reduced in the TET2-KO cells (Figure 5B). The baseline expression of B2M was not changed between WT and TET2-KO cells (Figure 5B and see below).

To investigate whether increased antigen presentation by VC correlates with enhanced tumor killing by CD8^+^ T cells, we performed a coculture of B16-OVA tumor cells and OT-I T cells. We found VC treatment in the coculture system enhanced T cell activation, as determined by the increased expression of CD69, a marker for T cell activation downstream of TCR signaling, in the WT, but not TET2-KO, B16-OVA clones (Figure 5C). In addition to the in vitro coculture system, we also observed increased CD69 expression on T cells in the B16-OVA syngeneic tumor model following VC treatment (Figure 5, D and E). Moreover, VC treatment also increased OT-I T cell killing in the WT B16-OVA coculture system, but not the TET2-KO group, as quantified by live tumor cell counts (Figure 5, F and G). These data demonstrate that VC increases tumor antigen presentation, which is associated with T cell activation and tumor killing ability largely dependent on TET2 expression in tumor cells.

### TET2 expression in the tumor cells is essential for activation of tumor-infiltrated T cells and establishing IFN-γ–regulated tumor communication.

The expression of MHC class I antigen presentation genes in tumor cells has been shown to be activated by IFN-γ mostly produced from the tumor-infiltrated T cells (50, 51). To address how antigen presentation genes are activated in the B16-OVA melanoma model, we performed an “intercellular communication” analysis (52) by matching the expression of ligand-receptor pairs in the scRNA-seq dataset. This approach analyzes intercellular communication networks derived from scRNA-seq data, classifying signal pathways and patterns. Importantly, we found the T cell cluster (cluster 13) was the major source of IFN-γ within the tumor microenvironment, while the IFN-γ receptor (IFNGR1) was expressed in each of the clusters (Figure 6A). 

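T cells carried most of the Ifng RNA: 479 of 545 Ifng UMIs, 87.9%, in 273 cells. Ifng, the cytokine interferon-gamma of activated T cells (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892), had a UMI in 42.9% of T cells (median depth 5470 UMIs) and in 0.0524% of 59111 melanoma cells (median depth 12426). After thinning to 1000 UMIs the shares were 15.4% and 0.00517%. Macrophages held 4 Ifng UMIs and unnamed cells 31. Ifngr1, the receptor chain that binds the cytokine, was read in melanoma cells at 15.4 ± 1.56 (SD) cpm in WT PBS and in macrophages at 93.2 ± 19.6 (n = 3 each).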

VC treatment enhanced IFN-γ expression in T cells and IFNGR1 in tumor cells, which was dependent on the expression of TET2 in tumors (Figure 6A). 

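Ifng in T cells of WT tumors was 250 cpm with PBS (n = 3) and 107 with VC (n = 2), log2 −1.22 ± 0.279 (SE), adjusted p = 0.0418 by edgeR. DESeq2 does not make this call, which also ends with the stricter cell filter (adjusted p = 0.193), with doublets kept (0.261) and at Leiden resolution 0.3 (0.363). It ends without any 1 of the 8 libraries used except WT PBS replicate 1 (0.00452), with log2 folds of −1.51 to −0.99. Without WT VC replicate 1 or 3, only 1 WT VC library stays in the fit. With cells thinned to 1000 UMIs, 13.1% ± 3.83 (SD) and 16.4% ± 9.00 of T cells had an Ifng UMI (exact permutation p = 0.6), and the difference changes sign without WT VC replicate 1, to −3.12 points, so no order is read from the shares. T cells of TET2-KO tumors gave Ifng at 151 ± 7.5 cpm of all T cell UMIs with PBS (n = 2) and 85.4 with VC (n = 1). Ifngr1 in melanoma cells (chromosome 10, 19591949 to 19610229) was 16.0 ± 0.844 cpm in WT VC, log2 0.05 ± 0.12 (SE) against PBS with adjusted p = 1, and 16.5 ± 1.05 and 15.8 ± 0.979 in KO PBS and KO VC, log2 −0.07.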

Consistent with this, we observed IFN-γ signal communication between the T cell cluster and various tumor clusters, including clusters 0–5 in the WT groups. Additionally, other cell types, including the macrophage/dendritic cell cluster (cluster 9) and the fibroblast cluster (cluster 15), were also found to be responsive to IFN-γ produced by the tumor-infiltrated T cells. 

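Genes that interferon-gamma induces were read in melanoma cells of WT tumors as a measure of its action; the ligand and receptor pairs were not analysed here. Cd274, which encodes PD-L1 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), was 14.9 cpm with PBS and 5.52 with VC (log2 −1.43, adjusted p = 0.363), and Gbp5, a guanylate-binding protein, had a log2 fold of −1.89. The list had a median of −1.36, 1 of 29 positive, with 1 gene lower when adjusted over the list alone; camera gave adjusted p 1.41e-16, and 0.244 with an estimated correlation.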

VC treatment was shown to increase the IFN-γ–regulated intercellular communication between the infiltrated T cells and its target clusters (Figure 6B). Notably, the intercellular communication of the IFN-γ response pathway was reduced in the TET2-KO groups, and slightly enhanced in TET2 WT cells without VC treatment (Figure 6B), paralleling expression of IFN-γ in the infiltrated T cells (Figure 6A). These results indicate that TET2 expression in tumor cells is important for the activation of tumor-infiltrated T cells to produce IFN-γ, leading to responses in tumor cells and other cells of the tumor microenvironment that are robustly induced with VC treatment.

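In melanoma cells of TET2-KO tumors the interferon-gamma response list had a median log2 fold of −0.44 for VC against PBS, 6 of 29 positive (camera adjusted p = 0.171). WT PBS cells were higher than KO PBS cells by a median of 0.57, 28 of 29 positive, where Socs3, a feedback inhibitor of cytokine receptors, passed with 1.23 (adjusted p = 0.0330), a call that ends without KO PBS replicate 1 (0.141) or 2 (0.241), WT PBS replicate 2 (0.108) or 3 (0.0617) or any 1 WT VC library (0.0527 to 0.0612); camera gave 0.0124, and 0.807 with an estimated correlation. Without KO PBS replicate 2, which leaves 1 KO PBS library, that median was 0.08. Ifngr2, the second receptor chain, was 58.0 ± 1.19 (SD) cpm in WT PBS and 48.5 ± 1.62 in KO PBS.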

### TET2 directly regulates the expression of certain antigen presentation genes.

We next addressed whether TET2 directly regulates the expression of antigen presentation genes. As shown in Figure 6C, VC enhanced the expression of MHC I antigen-presenting genes TAP1 and TAPBP in WT B16-OVA tumor cells. The effect of VC was reduced in the TET2-KO tumor cells, indicating that the increased expression of antigen presentation genes is partly dependent on TET2 (and see below). IFN-γ has been reported to induce expression of some antigen presentation genes, including TAP1 and TAPBP (49, 50, 53). We treated WT or TET2-KO B16-OVA cells with IFN-γ and observed increased expression of these antigen presentation genes, while VC further enhanced their expression when combined with IFN-γ (Figure 6C). IFN-γ has been shown to activate the JAK/STAT pathway to promote target gene transcription through activated STAT transcription factors (54). Our previous study showed that IFN-γ stimulated the binding between TET2 and STAT1 to activate target gene transcription, including those encoding chemokines (38), and we show here that in B16 melanoma cells INF-γ stimulates the interaction between TET2 and STAT1 (Figure 6D). Additionally, using ChIP assays, we found that STAT1 and TET2 bind to the promoter regions of the TAP1 and TAPBP genes following IFN-γ treatment of the B16 cells (Figure 6E). Immunoblotting shows that TAP1 and TAPBP expression is basally reduced with TET2 KO and that induction by IFN-γ is impaired, but not eliminated, with TET2 KO (Figure 6F). Therefore, we analyzed expression of TET1, -2, and -3 in B16 melanoma and CT-26 tumors and found that TET2 was expressed at the highest level, with TET3 at intermediate levels and TET1 at the lowest level (Supplemental Figure 5A). Interestingly, TET2 KO as well as TET3 KO reduced basal and IFN-γ–induced expression of TAPBP (Supplemental Figure 5B), indicating critical roles for multiple TET proteins in control of certain antigen expression genes. However, TET2 KO only partly suppressed IFN-γ–induced B2M expression, while TET3 had no effect on B2M expression (Supplemental Figure 5B), suggesting that other factors are involved in B2M expression. Nevertheless, ChIP analysis revealed that TET2 interacts with the B2M promoter following IFN-γ treatment (Supplemental Figure 5C), potentially explaining the induction of B2M by VC treatment. Consistent with the relative levels of expression of TET2 and TET3, TET2 KO led to a larger reduction in 5hmC in B16 cells than that observed with TET3 KO (Supplemental Figure 5D).

### The expression of antigen-presenting genes correlates with cancer patient outcomes and TET activity.

To examine whether expression of antigen presentation genes correlates with patient survival, we collected survival data for human cancer patients from the Kaplan-Meier Plotter database. The levels of expression of antigen expression genes TAP1, TAPBP, B2M, and HLA-A (the human ortholog of the mouse H2-D1 gene) were shown to predict longer patient survival in colon and ovarian cancers (Figure 7, A–D). This is consistent with other studies showing that expression of antigen presentation genes correlates directly with patient survival (11–13). Next, we obtained multiple human malignant melanoma and colon adenocarcinoma tissue samples and stained for 5hmC as a marker for TET2 activity (55) and for the key MHC I antigen-presenting genes TAP1, TAPBP, and B2M. We then grouped these human tumor samples into a 5hmC-high class or a 5hmC-low class depending on the overall 5hmC level expressed in tumor tissue. As shown in Figure 7E, expression of TAP1, TAPBP, and B2M was higher in 5hmC-high melanoma samples than 5hmC-low samples, indicating a positive correlation between TET2 activity and MHC I antigen-presenting genes. Similarly, there was a positive correlation between TET2 activity and these 3 MHC I antigen-presenting genes in colon adenocarcinoma patients (Figure 7F). Together, these results indicate a direct correlation between TET activity and antigen presentation machinery gene expression and a better overall prognosis.

## Discussion

MHC class I–controlled antigen presentation is a critical biological process found in all nucleated cells in vertebrates, including tumor cells. Increased antigen presentation by tumor cells promotes T cell–directed tumor cell killing and, consistently, reduced tumor antigen presentation is one mechanism for escape from immune surveillance (4, 5). Loss of expression of certain antigen presentation genes occurs in many cancer types, with a range from around 30% in renal cancer to over 85% in thyroid cancer, which is explained through gene mutations and through epigenetic silencing (15). Enhancing the MHC class I expression response promotes antitumor immunity directed by T cells (10–13). These findings place reduced antigen gene expression among other key mechanisms such as poor T recruitment, T cell exhaustion, loss of critical IFN-γ signaling, and an immunosuppressive tumor microenvironment that are associated with reduced tumor immunity and immunotherapy responses. Mechanisms to enhance tumor immunity, based on stimulating T cell activity, include immune adjuvants, tumor-directed vaccines, and oncolytic viruses (4).

TET proteins (TET1, -2, -3) are critical regulators of gene expression, functioning to demethylate DNA regulatory regions through interactions with certain transcription factors (19–22). TET proteins utilize α-KG as a required cofactor and are known to be activated by VC (22, 23). Recently, our group and others showed direct interaction between VC and TET2, which promotes catalytic activity (36, 37). TET2 is frequently mutated in lymphoid and myeloid malignancies (26–28); however, in solid tumors loss-of-function mutations in TET proteins are not commonly observed, yet TET activity is frequently reduced (29–31). Using the B16-OVA melanoma model, we previously demonstrated that TET2 is important for tumor-associated IFN-γ–regulated expression of chemokines CXCL9, -10, and -11. Loss of TET2 expression in the B16 tumor model led to reduced T cell recruitment, while stimulation of tumors with VC promoted T cell recruitment and enhanced response to checkpoint inhibitor therapy (38). Consistently, it was shown in an IDH-mutant cholangiocarcinoma model that reduced TET2 activity, via loss of α-KG, leads to reduced T cell infiltration. IDH inhibitor treatment restored T cell recruitment, enhanced the IFN-γ response, and promoted the therapeutic response to checkpoint inhibitor therapy (41).

Here, we show that TET2 in B16-OVA melanoma tumor cells is important for expression of some MHC class I antigen presentation genes, including the key regulators TAP1 and TAPBP, which are regulated downstream of IFN-γ–induced signaling. scRNA-seq analysis of cells isolated from B16-OVA melanoma tissue indicated VC treatment upregulates the antigen presentation pathway and associated genes in tumor cells in a TET2-dependent manner (Figure 2, Figure 3, A and C, and Figure 4), which were broadly not upregulated in WT tumors versus TET2-KO tumors without VC (Supplemental Figure 3E, and see below), which is likely due to relatively low levels of IFN-γ production by T cells in the B16 model (Figure 6A). To address the mechanism whereby TET2 regulates expression of some of these genes, we first showed that IFN-γ induces an interaction between TET2 and STAT1 and that TET2 and STAT1 subsequently associate with the TAP1 and TAPBP promoters (Figure 6, D and E). While TET2 ChIPs at the B2M promoter (Supplemental Figure 5C), its loss only weakly reduces B2M expression in B16 cells and does not reduce B2M tumor expression as measured through flow cytometry (Figure 5B), indicating a role for additional actors in promoting B2M gene expression. Nevertheless, VC treatment promotes B2M levels as measured through flow cytometry in a T cell–dependent manner (Figure 5B). We noticed that TET2 KO did not fully inhibit baseline or VC-induced expression of some antigen presentation genes (see Figure 6C). Thus, we explored the potential involvement of TET3, which is expressed in the tumor models that we studied (Supplemental Figure 5A). Interestingly, we found that TET3 KO in the B16 cells led to reduced basal and VC-induced expression of TAPBP, but had no effect on B2M expression (Supplemental Figure 5B). Thus, both TET2 and TET3 appear to contribute to the regulation of certain antigen presentation genes and to their enhancement of expression by VC. Consistent with data presented here, it was found that TET2 mutation in murine B cells leads to hypermethylation at the antigen presentation gene TAPBP and some H2 genes (56).

The results described above place TET2 and TET3 as critical transcriptional regulators associated with the IFN-γ–stimulated response, particularly focused on the regulation of certain antigen presentation pathway genes, but also contributing to control of other genes and processes. Using intercellular communication analysis from the scRNA-seq data, we show that loss of TET2 expression in the B16 tumors leads to loss of IFN-γ expression in T cells, which then reduces IFN-γ–induced responses in the tumor and tumor microenvironment (Figure 6, A and B). Tumor-associated roles for TET2 in enhancing T cell responses presumably include antigen presentation as well as other mechanisms such as production of key chemokines (38). Thus, TET2 (and potentially TET3) initiates a feed-forward regulatory loop leading to T cell–derived IFN-γ production, and corresponding downstream TET2 activity that is strongly promoted by VC (see model, Figure 7G).

Higher expression levels of MHC class I antigen presentation gene expression correlates with better patient outcomes (Figure 7, A–D) presumably based on enhanced antitumor immunity. Others have found expression of antigen presentation genes correlates directly with patient outcomes (11–13). To correlate TET activity with antigen presentation gene expression, we quantified 5hmC in tumor tissue samples as a marker of TET activity (55) and found that low 5hmC tumor levels correlated with lower expression of some antigen presentation genes (Figure 7, E and F). These results support the hypothesis that poor antigen presentation in tumors is based partly on loss of tumor-associated TET activity. Mechanisms to explain loss of TET2 activity in cancer are not well established, but include reduction of α-KG levels in some cancers (30) as well as loss of TET2 expression (31). Since TET activity is stimulated by T cell–derived IFN-γ, loss of T cell expression of IFN-γ would lead to reduced tumor-associated TET activity (see model, Figure 7G).

Some studies have linked VC therapy with better cancer outcomes, and a variety of mechanisms have been proposed to explain the results, including VC-induced oxidative stress and inhibition of HIF transcription factor activity, along with direct cytotoxicity to tumor cells (33, 42, 57, 58). The results presented here and previously by our group (36, 38, 56) indicate that TET2 is directly activated by VC to stimulate expression of genes involved in immune signaling and in T cell recruitment. Additionally, it was reported that VC activates a TET2/NF-κB axis in dendritic cells to promote immunogenic properties of these cells (59). Thus, the effects of VC on tumor immunity as related to antigen presentation may occur in professional antigen-presenting cells. In this regard, we hypothesize that some in vivo anticancer effects of VC treatment are related to promotion of tumor immunity, which is TET dependent (see model, Figure 7G). Supported by the animal tumor studies (see Figure 1), we hypothesize that the antitumor effects of VC will be most effective in combination with immune checkpoint inhibitor therapy.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Reagents.

VC (L-ascorbic acid) was purchased from Sigma-Aldrich and diluted in PBS to a 1 M stock followed by 0.25-μm filtration for sterilization before use in cell culture (at a final concentration of 500 μM) or mice (1 g/kg for i.v. injection or other doses as indicated). Recombinant IFN-γ was purchased from R&D Systems, diluted in PBS, and used at 100 ng/mL in cell culture.

### Cell lines.

B16-OVA (B16F10 cells expressing ovalbumin) cells were purchased from ATCC and cultured at 37°C and 5% CO_2_ in DMEM (Corning) containing 10% FBS (VWR Life Sciences, Seradigm) and penicillin (5 U/mL, Sigma-Aldrich). CT-26 cells were purchased from ATCC and cultured at 37°C and 5% CO_2_ in RPMI (Corning) containing 10% FBS and penicillin.

### Human tissue microarrays.

Human malignant melanoma, colon adenocarcinoma and their corresponding healthy tissue sections were purchased from Biomax (ME241b, T382c, CO243b).

### Antibodies.

The following antibodies were used in this study: GAPDH (GeneTex, 110118), IgG (Cell Signaling Technology [CST], 3900S), TET1 (Abcam, ab191698), TET2 (CST, 18950S), TET3 (CST, 99980S), NF-κB (p65) (CST, 8242S), STAT1 (CST, 9172S), 5hmC (Active Motif, 39769), 5mC (Active Motif, 61479), 5hmC (CST, 51660S), B2M (CoraLite 488, Proteintech, CL488-13511), TAPBP (LS Bio, LS-B9746-GOS10-100), TAP1 (Proteintech, 11114-1-AP), CD3 Alexa Fluor 700 (Invitrogen, MHCD0324), CD4 PE-Cyanine7 (Invitrogen, MHCD0412), CD8 PE-Alexa Fluor 610 (Invitrogen, MHCD0822), CD69 Super Bright 645 (eBioscience, 64-0691-82), CD25 Bright 436 (eBioscience, 62-0251-82), CD11c FITC (eBioscience, 11-0114-82), and PE-anti–mouse H-2Kb bound to SIINFEKL (Invitrogen, 12-5743-82).

### Gene KO by CRISPR/Cas9 system.

TET2-KO and TET3-KO B16-OVA and TET2-KO CT-26 cells were generated through the CRISPR/Cas9 system by the transient CRISPR strategy (44). Cells were transiently transfected with a Cas9 and single-guide RNA (sgRNA) plasmid with EGFP expression (PX458; Addgene plasmid 48138). Following transfection for 2 days, single cells were sorted by FACS based on EGFP expression into 96-well plates. KO clones were validated by Western blotting with TET2 or TET3 antibody and DNA sequencing. PCR primers used for amplifying the sgRNA-targeted sequence from genomic DNA and the gRNA sequence used for targeting TET2/3 are summarized in Table 1.

### Western blot analysis.

Cultured cells were washed with PBS twice and then lysed in a 1× Laemmli sample buffer (Bio-Rad) directly. Lysates were heated at 100°C for 10 minutes and centrifuged at 18,000*g* for 10 minutes before loading in 4%–15% precast gels (BIio-Rad). Samples were electrophoresed at 80 V for 15 minutes, then switched to 150 V for another 1 hour, and then transferred to PVDF membranes at 100 V for 90 minutes. Membranes were then blocked in a 5% milk/TBST for 1 hour at room temperature, followed by primary antibody incubation overnight at 4°C. HRP-conjugated secondary antibody was then applied and incubated for 2 hours at room temperature before washing with PBST 5 times. Membranes were imaged by a ChemiDoc MP Imaging system (Bio-Rad) and organized with Image Lab software before washing with PBST 5 times.

### In vivo tumor progression and immunotherapy models.

B16-OVA cells or CT-26 cells (2 × 10^5^) were transplanted s.c. into the right back flanks of 6-week-old male and female C57BL/6J or BALB/c mice, respectively (The Jackson Laboratory) in a cold PBS suspension to form tumors in relevant syngeneic models. Tumor size was measured with a caliper every 2 days, and tumor volume was calculated by width^2^ × length/2. Mice were sacrificed when tumors reached the maximum allowed size (20 mm in diameter). Tumor weight was also recorded every 2 days to monitor mouse health; mice were sacrificed when their body weight loss was greater than 20%.

For the anti–PD-L1 immunotherapy studies, mice were injected i.p. with 200 μg anti–PD-L1 (clone 10F.9G2, BP0101, BioXCell) 3 times per week for 2 weeks, starting 1 week after tumor implantation to ensure successful tumor growth. For VC treatment, mice were injected i.v. with sodium ascorbate (1g/kg) or PBS every day at indicated periods or otherwise indicated in the figures. Mice were monitored for tumor growth every 2 days and sacrificed when tumors reached 20 mm in diameter. Statistical analysis was conducted using GraphPad Prism 9 software. Kaplan-Meier curves and corresponding log-rank (Mantel-Cox) test were used to evaluate the statistical differences between groups in survival studies.

### RNA purification, quantitative PCR.

For quantitative PCR (qPCR), total RNA was purified from cells or mouse tumor samples using RNeasy Plus Mini Kit (QIAGEN) according to the manufacturer’s instructions. cDNA was synthesized with 1 μg of RNA using SuperScript III First-Strand Synthesis System (Invitrogen). qPCR was performed in triplicate using SYBR Green PCR Master Mix (Applied Biosystems) in a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). All primers for qPCR are listed in Table 2.

### scRNA-seq.

Tumor tissues from WT or TET2-KO B16-OVA syngeneic tumor model treated with VC or PBS were harvested and dissected. One gram of tumor tissue for each sample was used and cut into approximately 1 mm^3^ pieces with scissors and tweezers on ice, followed by 30-minute incubation of 20 mL digestion buffer composed of DMEM media supplemented with 1 mg (100 U)/mL DNase I (Sigma-Aldrich) and 0.2 mg/mL Collagenase/Dispase (Roche) at 37°C. Digested cell suspension was then filtered through sterile 40-μm nylon mesh to make single-cell suspensions. Then, single-cell suspensions were centrifuged at 200*g* for 5 minutes at 4°C and rinsed in 10 mL FACS buffer (sterile PBS, 2% FBS, 0.05% sodium azide, and 2 mM EDTA). After centrifuged again at 1200 rpm for 5 minutes at 4°C, cell pellets were rinsed in 5 mL 1× RBC lysis buffer (Invitrogen) and incubated on ice for 3 minutes to remove red blood cells. Another 20 mL FACS buffer was used to top up the cell suspension before centrifugation at 1200 rpm for 5 minutes at 4°C. Cell pellets were then washed twice before resuspending in 10 mL FACS buffer and then counted using trypan blue (Sigma-Aldrich) staining and a TC20 automated cell counter (Bio-Rad). Dead cells from single-cell suspensions were then removed by Dead Cell Removal Kit (Miltenyi Biotec) via positive labeling and selection of dead cells using magnetic separation. Additional rounds of dead cell removal were performed to achieve the goal of more than 90% live cell counts in our single-cell suspensions. Subsequently, 10,000 single cells from each sample were then collected and used for scRNA-seq at 10× Genomics.

Each condition for scRNA-seq was conducted in triplicate. Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3.1 (10× Genomics) was used for library preparation and the Illumina NextSeq 2000 system was used for sequencing at the 10× Genomics Sequencing Facility at the University of North Carolina - Chapel Hill (UNC-CH). Paired-end FASTQ sequences were aligned to the mouse genome (GRCm38/mm10). We carried out quality control using Seurat 4.1.1 (60). We utilized LIGER (61) (version 1.0.0) for sample integration, normalization, clustering, and visualization as dedicated by the package. Gene expression count data were normalized by dividing gene counts of each cell by the total count of that cell, multiplied by 10,000 and log_2_ transformed. We performed integrative non-negative matrix factorization and quantile alignment for each dataset and cluster. Two-dimensional visualization and clustering were carried out with resolution set as 0.30 and distance as cosine, nearest neighbors set to 30, and minimum distance to 0.30. To identify the DEGs among clusters, we performed 2-sided nonparametric Wilcoxon’s rank-sum test with Benjamini-Hochberg correction. The top 100 DEGs were selected for comparison and were used for cluster annotation. We assigned cell subtypes based on previously characterized molecular markers (62) and tumor cells were defined by their expression of melanocyte-specific genes, including *Mlana*, *Tyrp1*, *Mc1r*, *Dct*, *Pmel*, and *Gpnmb*. Characterization of the groupings from cluster 9 was derived from dendritic cell and macrophage markers, as described previously (63).

### GO enrichment analysis.

ClusterProfiler 4.0 (64) was used to conduct gene ontology enrichment analysis, elucidating underlying biological phenomena in the 4 groups: WT-VC, WT-PBS, KO-VC, and KO-PBS. The approach was made at a cell population level and at an individual cluster level. With an FDR-adjusted *P*-value significance threshold of 0.05, enriched GO terms associated with biological process were based on the top 100 DEG list.

### Single-cell intercellular communication inference.

We employed CellChat (52) to study intercellular signaling networks among various cell types for analysis of the immune response in the tumor microenvironment. CellChatDB for mouse, a database of 2,021 validated molecular interactions containing the ligands, receptors, and their cofactors, was used as the basis for the ligand-receptor analysis (intercellular communication) under the standard condition.

### Flow cytometry.

Tumor tissue was harvested and dissected to generate single-cell suspensions as described in *scRNA-seq* above without the dead cell removal steps. Then, cells from tumor tissue were resuspended in FACS buffer and incubated with Fc blocker for 10 minutes on ice. After washing with FACS buffer, the cells were incubated with fluorescent antibodies for 20–30 minutes and washed 3 times with staining buffer before measurement. An Attune NxT acoustic focusing cytometer (AFC2, Invitrogen) was used to collect data, which were analyzed using FlowJo (10.6.2) software (BD Biosciences). The following antibodies and reagent were used: CD3 Alexa Fluor 700, CD4 PE-Cyanine7, CD8 PE-Alexa Fluor 610, CD69 Super Bright 645 (SB645), CD45 eFluor 660, cell viability solution (7-aminoactinomycin D, 7-AAD, Thermo Fisher Scientific), CD25 Bright 436, CD11c FITC, PE-anti-mouse H-2Kb bound to SIINFEKL, and B2M.

### Immunofluorescent staining.

For multiple-fluorescence staining, the paraffin-embedded slides were initially dewaxed with xylene, followed by antigen retrieval achieved through boiling for 30 minutes in 10 mM citrate buffer (pH 6.0). Subsequently, the sections were permeabilized with 0.25% (v/v) Triton X-100 for 20 minutes and then blocked with 5% goat serum in PBS at room temperature for 60 minutes. For 5hmC staining, an additional treatment with 2N HCl for 15 minutes at room temperature was performed. Primary antibodies were applied onto the slides and left to incubate overnight at 4°C, followed by incubation with fluorophore-conjugated mouse or rabbit secondary antibodies for 60 minutes at room temperature. Finally, the slides were stained with DAPI for 5 minutes at room temperature and mounted in ProLong Gold Antifade Mountant (Invitrogen). Images were captured using an FV1000 confocal microscope (Olympus).

### B16-OVA and OT-I coculture.

WT or TET2-KO B16-OVA cells were cultured in 6-well plates and grown to approximately 50% confluence followed by EGFP plasmid (pcDNA3-EGFP, Addgene) transfection with Lipofectamine 3000 reagent (Invitrogen) before OT-I T cell coculture. OT-I CD8^+^ T cells and dendritic cells were isolated from OT-I mice obtained from The Jackson Laboratory [C57BL/6-Tg (Tcra, Tcrb)1100Mjb/J] using the CD8a^+^ T cell Isolation Kit, mouse (Miltenyi Biotec) and Pan Dendritic Cell Isolation Kit, mouse (Miltenyi Biotec). Isolated OT-I T cells (1 × 10^6^/sample) and dendritic cells (1 × 10^5^/sample) were then added to B16-OVA tumor cells with or without 500 μM VC treatment for 24 hours (65). Then, tumor cells were imaged and counted under the microscope.

### ChIP-qPCR.

ChIP assay was performed using the ChIP-IT Express Chromatin Immunoprecipitation Kits (Active Motif), following the manufacturer’s instructions. B16-OVA tumor cells were treated with PBS, VC, IFN-γ, and VC plus IFN-γ for 24 hours; then, cells were harvested and fixed with fixation buffer (containing 1% formaldehyde). Cross-linked cells were washed with cold PBS and then resuspended in ChIP buffer supplemented with protease inhibitor and PMSF. Next, the cells were homogenized, and the chromatin sheared to approximately 200- to 600-bp fragments by using a Covaris Sonicator for 15 minutes (25% power) at 4°C. A 500-μL volume (100 μg chromatin mixture) was used per immunoprecipitation, and 5 mL (1% of total) was kept as the input DNA. As a negative control, rabbit or mouse nonimmune IgG was used (Thermo Fisher Scientific). To detect TET2, RELA, or STAT1 bound to the promoters, rabbit anti-TET2 (CST) and rabbit anti-STAT1 (CST) were used. For the detection of ChIP-generated DNA, real-time PCR was performed by the SYBR GREEN PCR Master Mix (Applied Biosystems), and the primers are listed in Table 3.

### Statistics.

Data analysis was performed using GraphPad Prism software. Normally distributed data were analyzed using an unpaired, 2-tailed Student’s *t* test, and multiple comparisons were corrected using Bonferroni’s method; a log-rank (Mantel-Cox) test was used for the mouse survival assays. Two-sided Wilcoxon’s rank-sum tests were used to identify DEGs. Statistical significance was defined as an adjusted *P* value (Bonferroni’s correction) of less than 0.05.

### Study approval.

All animal experiments were approved by the IACUC at the UNC-CH. For human samples, all tumor microarrays were purchased from Biomax (see above).

### Data availability.

The scRNA-seq datasets generated in this study are available in the NCBI Gene Expression Omnibus (GEO GSE227998). All raw data are available as a Supporting Data Values Excel file, with tabs for each applicable figure panel.

## Author contributions

MC, AC, JDW, QZ, NB, WFM, JM, NB, YX, and AB conceptualized the study. MC, AC, ZJL, SY, and MS developed the methodology. MC, AC, and ZJL carried out the investigation. YX and AB acquired funding. MS and AB provided project administration. JDW and AB supervised the study. MC, AC, JM, YX, and AB wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
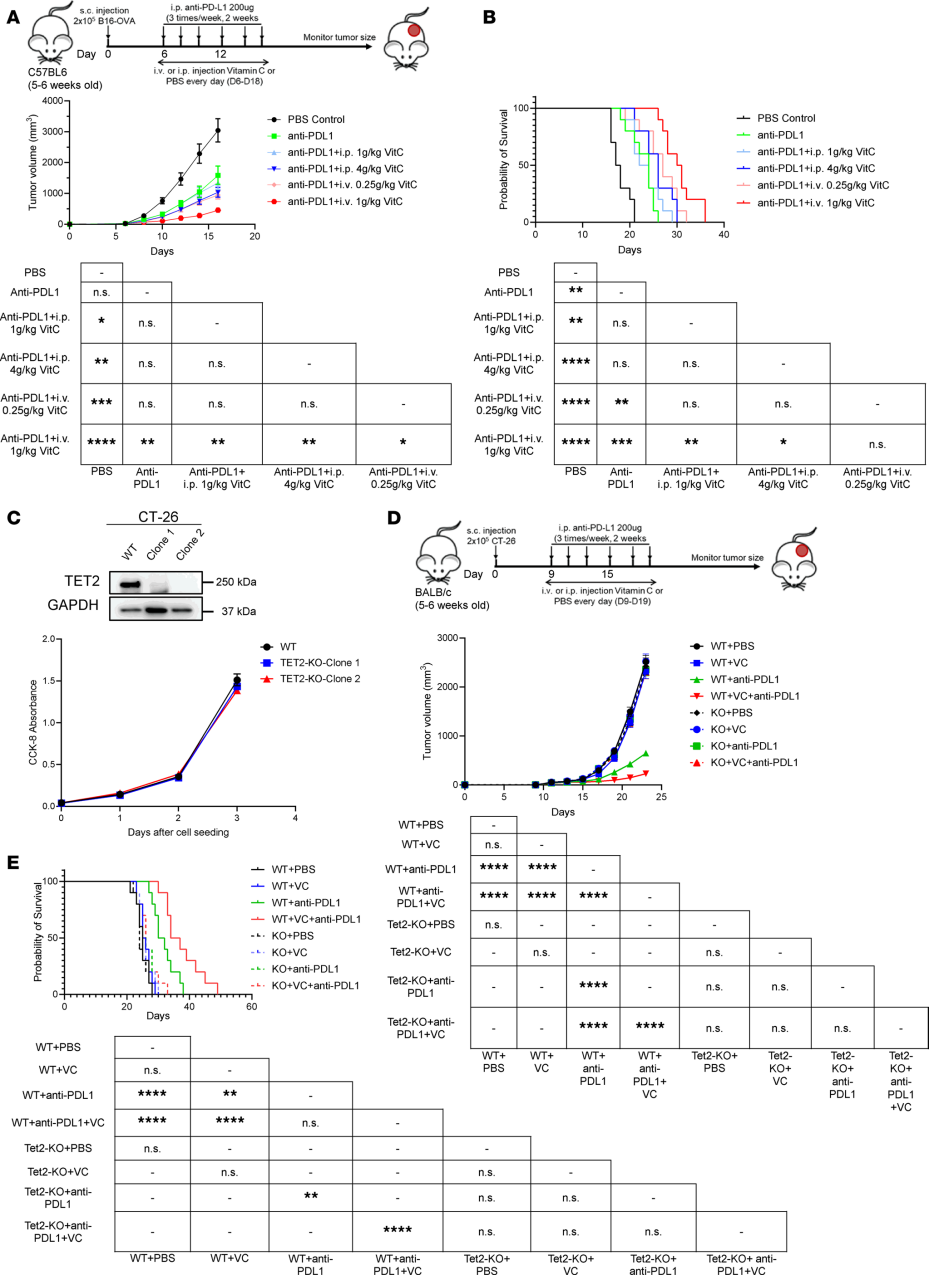
Injection of VC i.v. provides optimal, TET2-dependent anti–PD-L1 immunotherapy efficacy. WT B16-OVA (2 × 10^5^) cells were transplanted into 6-week-old C57BL/6J syngeneic mice followed by indicated doses of VC treatment daily or 200 μg anti–PD-L1 3 times per week. Tumor volume (**A**) was measured (width^2^ × length/2) with a caliper and mouse survival (**B**) was monitored and data recorded every day. Error bars represent ± SEM, *n* = 10. (**C**) TET2-KO clones of CT-26 cells were made using the CRISPR/Cas9 system and were confirmed by Western blotting as well as DNA sequencing; TET2 expression in CT-26 cells did not affect its proliferation in culture medium, *n* = 5. CT-26 (2 × 10^5^) cells were transplanted into 6-week-old BALB/c syngeneic mice followed by 1 g/kg i.v. VC treatment every day or 200 μg anti–PD-L1 3 times per week as indicated. Tumor volume (**D**) was measured with a caliper and mouse survival (**E**) was monitored and data recorded each day. The *P* values shown in the tables for survival data were determined by log-rank (Mantel-Cox) test comparing each 2 groups or unpaired, 2-tailed Student’s *t* test, and multiple comparisons were corrected using Bonferroni’s method. Error bars represent ± SEM, *n* = 10. Statistical significance was defined as an adjusted *P* value (Bonferroni’s correction) of less than 0.05. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. NS, no significance.

**Figure 2:**
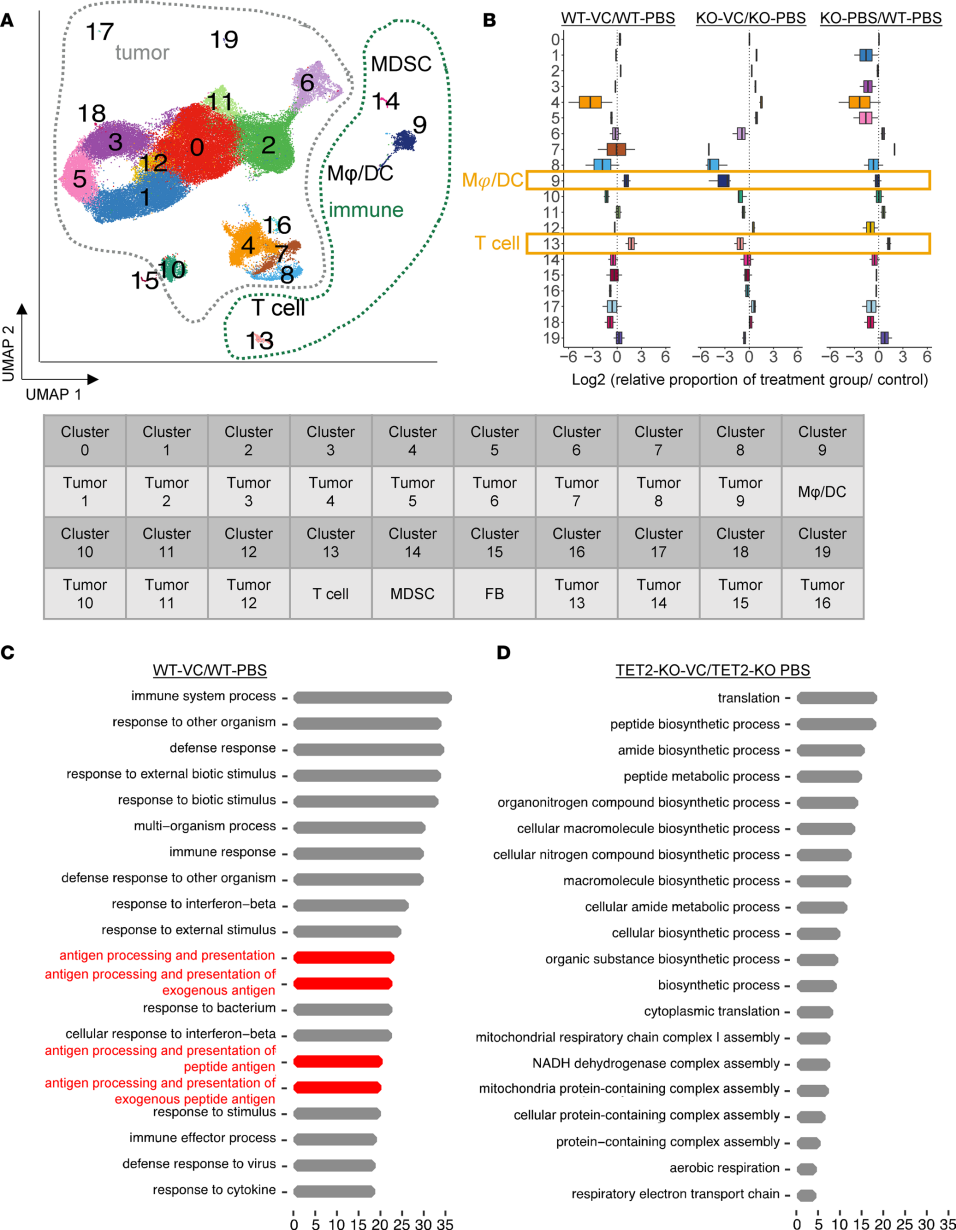
scRNA-seq reveals enhanced antigen presentation processes after VC treatment in WT, but not TET2-KO, B16-OVA syngeneic tumor tissue. (**A**) UMAP clustering from the total population of WT or TET2-KO B16-OVA treated with PBS or i.v. 1 g/kg VC groups (3 replicates per group with approximately 10,000 single cells per sample were sequenced for all 4 groups) was summarized and a total of 20 different clusters were identified, including myeloid-derived suppressor cell (MDSC), dendritic cell (DC), macrophage (Mφ), T cell, and fibroblast (FB) cell defined by their marker gene expression. (**B**) Population changes after VC treatment for each cluster were summarized in the bar plot. The relative abundance of each cluster was calculated by their ratio in that sample divided by the corresponding PBS control group. The top 20 most significantly enriched cellular processes based on GO analysis of the top 100 DEGs after VC treatment in the WT group (**C**) or TET2-KO groups (**D**) in the whole tumor tissue were summarized and antigen presentation processes are marked in red. Horizontal axes in **C** and **D** show the qscore.

**Figure 3:**
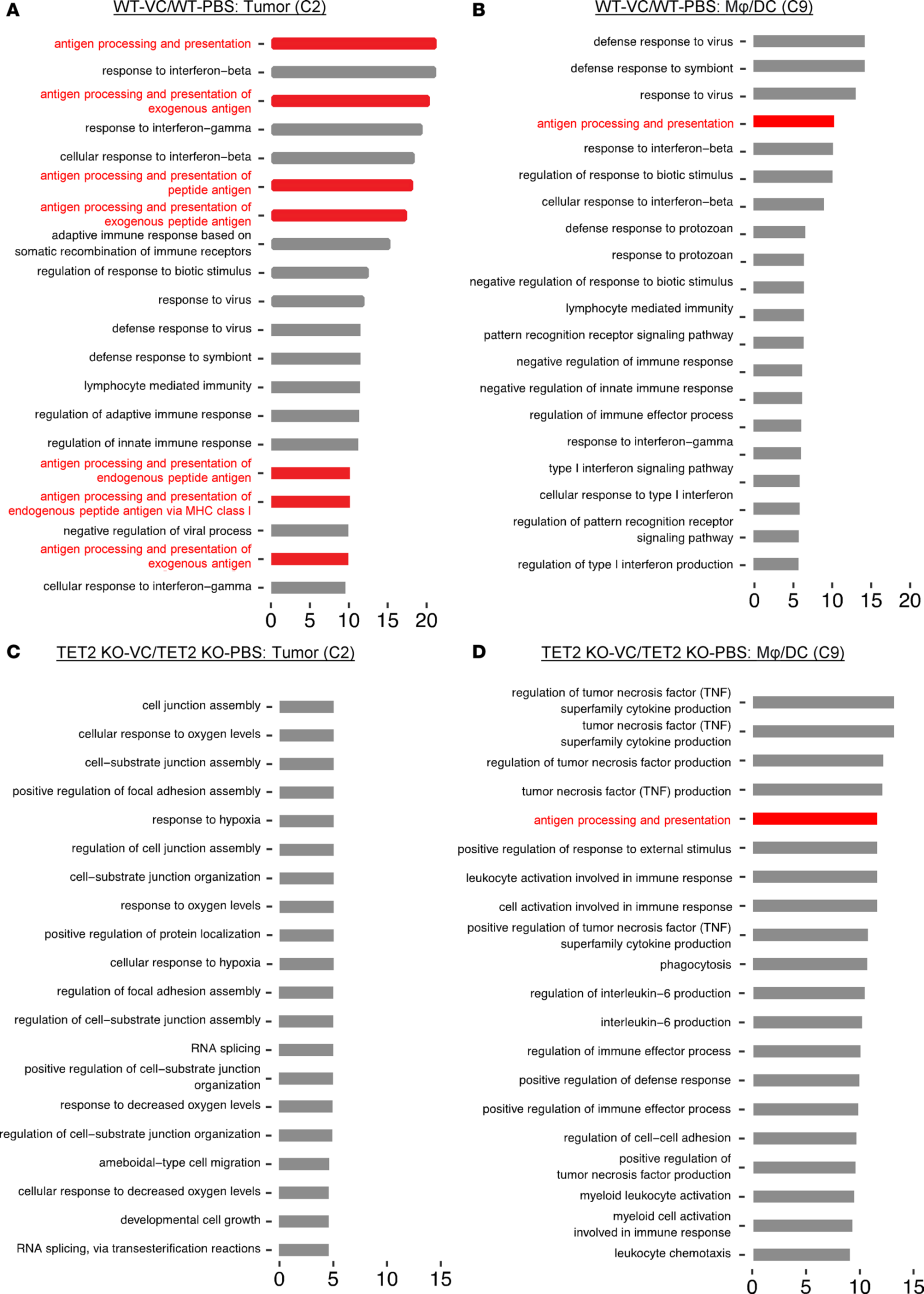
VC-induced antigen presentation processes are largely from tumor cells and rely on the expression of TET2. The top 20 most significantly enriched cellular processes based on GO analysis of the top 100 DEGs after VC treatment in the WT tumor cluster C2 (**A**) or WT group macrophage/dendritic cell cluster C9 (**B**) and in the TET2-KO tumor cluster C2 (**C**) or TET2-KO group macrophage/dendritic cell cluster C9 (**D**) were summarized, and antigen presentation processes are marked in red. Horizontal axes show the qscore.

**Figure 4:**
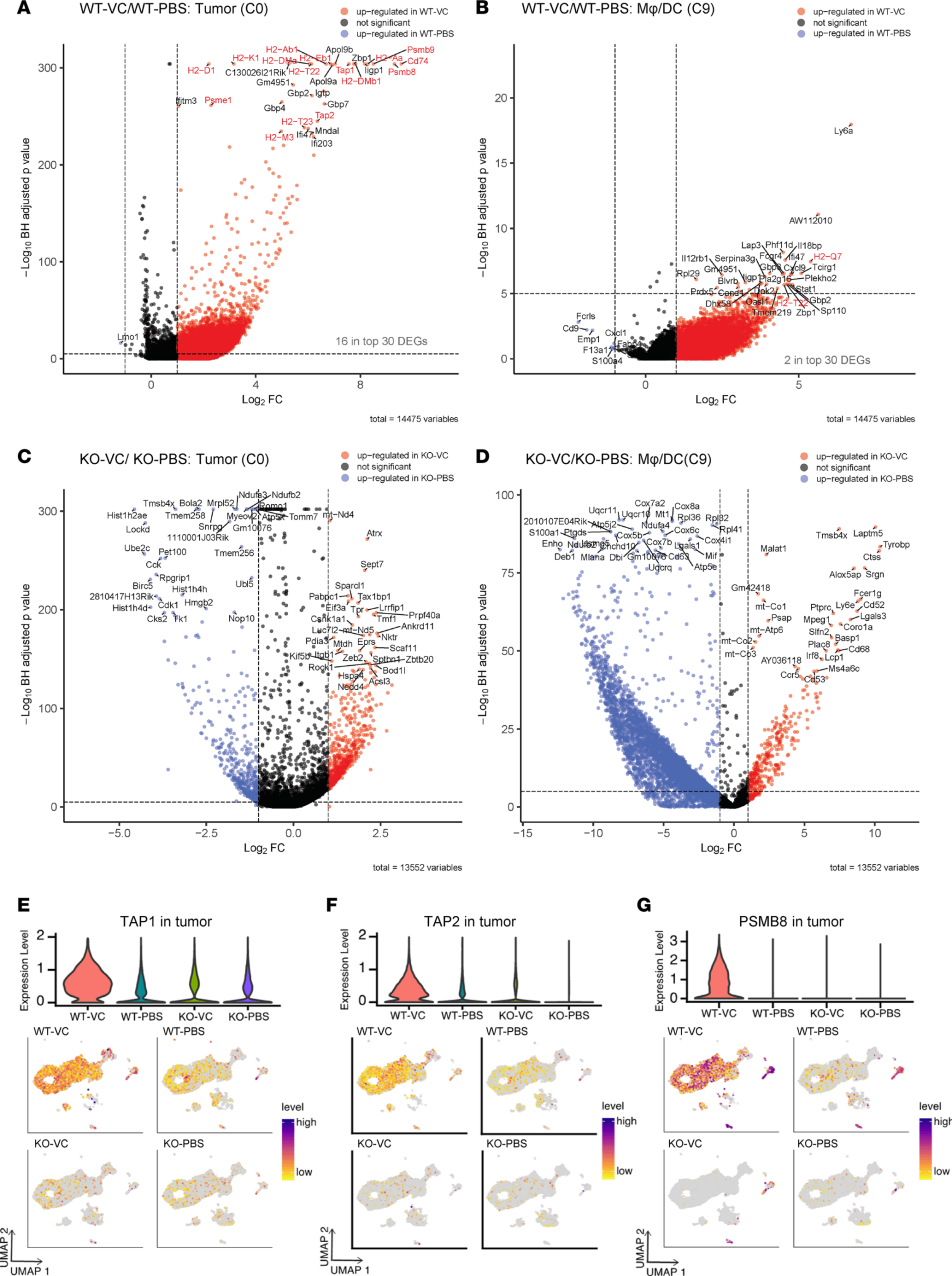
VC induces MHC class I–related antigen presentation gene expression in WT, but not TET2-KO, tumor cells. The top 30 DEGs after VC treatment in WT tumor cluster C0 (**A**) or WT group macrophage/dendritic cell cluster C9 (**B**) and TET2-KO tumor cluster C0 (**C**) or TET2-KO group macrophage/dendritic cell cluster C9 (**D**) were annotated in the volcano plots according to their adjusted *P* values and genes involved in the MHC I antigen presentation are marked in red. The single-cell expression profile of MHC class I genes TAP1 (**E**), TAP2 (**F**), and immunoproteasome gene PSMB8 (**G**) in the WT or TET2-KO B16-OVA tumor tissue treated with PBS control or VC are displayed on the UMAP projection from the whole tumor tissue. The relative expression of genes was calculated by log_2_-normalized gene count data where purple indicates high expression and yellow indicates low expression, with detailed quantification in the violin plots shown above.

**Figure 5:**
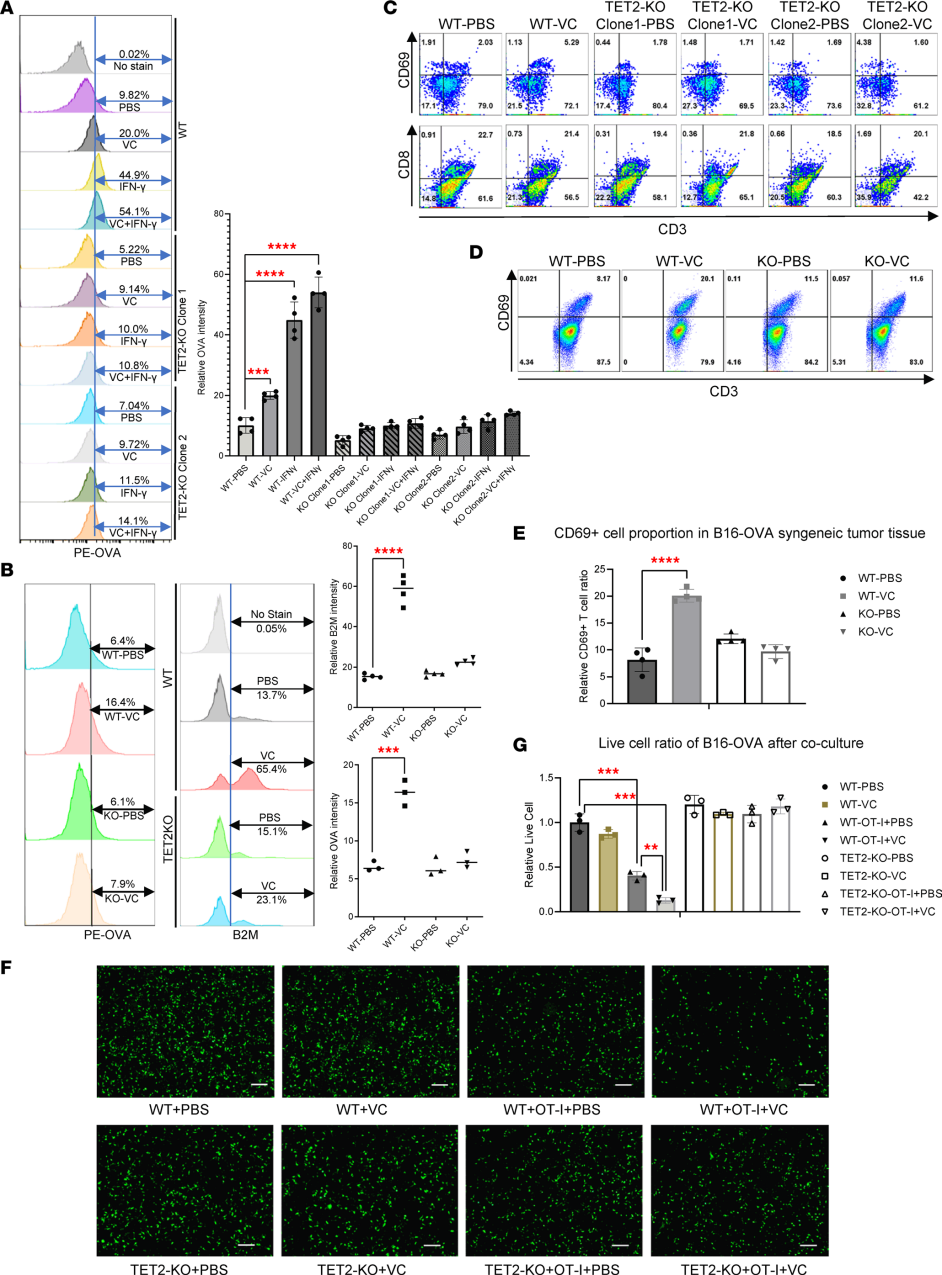
VC increases tumor cell antigen presentation and T cell activation as well as T cell–induced tumor cell killing. (**A**) WT or 2 TET2-KO clones were cultured in 6-well plates in DMEM. Then, 500 μM VC or 100 ng/mL IFN-γ or PBS control were added as indicated for 24 hours before running flow cytometry experiments to determine OVA antigen levels on the tumor cell surface. Data are quantified on the right, with mean ± SD (*n* = 4). *P* values were calculated by unpaired, 2-tailed Student’s *t* test, with multiple comparisons corrected using Bonferroni’s method. (**B**) WT or TET2-KO B16-OVA tumor cells (2 × 10^5^ each) were transplanted into 6-week-old C57BL/6J syngeneic mice and i.v. 1 g/kg VC or PBS treatment was given daily from day 7 to the date of harvesting tumor tissue. Then, single cells were isolated from tumor tissue for flow cytometry experiments to detect OVA antigen presentation or the B2M component of the MHC I complex on the tumor cell surface. Data are quantified on the right, with mean ± SD (*n* = 4). *P* values were calculated by unpaired, 2-tailed Student’s *t* test, with multiple comparisons corrected using Bonferroni’s method. (**C**) WT or TET2-KO B16-OVA cells were cultured in 6-well plates with RPMI medium. Then, 1 × 10^6^ isolated OT-I T cells were cocultured with B16-OVA cells and 500 μM VC or PBS was added as indicated above for the coculture experiments in the presence of 1 × 10^5^ isolated dendritic cells as the antigen-presenting cell. After 16 hours, OT-I T cells were collected for flow cytometry experiments to determine T cell activation using the CD69 marker. (**D**) T cells isolated from WT or TET2-KO B16-OVA syngeneic mice treated with PBS or VC as described in **B** were collected for flow cytometry assays to determine CD69^+^ activated T cell ratio and the results were calculated and summarized (**E**). The error bars indicate 5 replicates in each group and data are represented as mean ± SD. *P* values were calculated by unpaired, 2-tailed Student’s *t* test. (**F**) WT or TET2-KO B16-OVA cells were transfected with EGFP plasmid and then cocultured with isolated OT-I T cells as described in **C**. After 16-hour treatment with PBS or 500 μM VC, cells were washed 3 times with PBS before acquiring images. Scale bars: 100 μm. (**G**) The quantification of live cells from **F** was summarized and data are represented as mean ± SD (*n* = 4). *P* values were calculated by unpaired, 2-tailed Student’s *t* test, with multiple comparisons corrected using Bonferroni’s method. **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 6:**
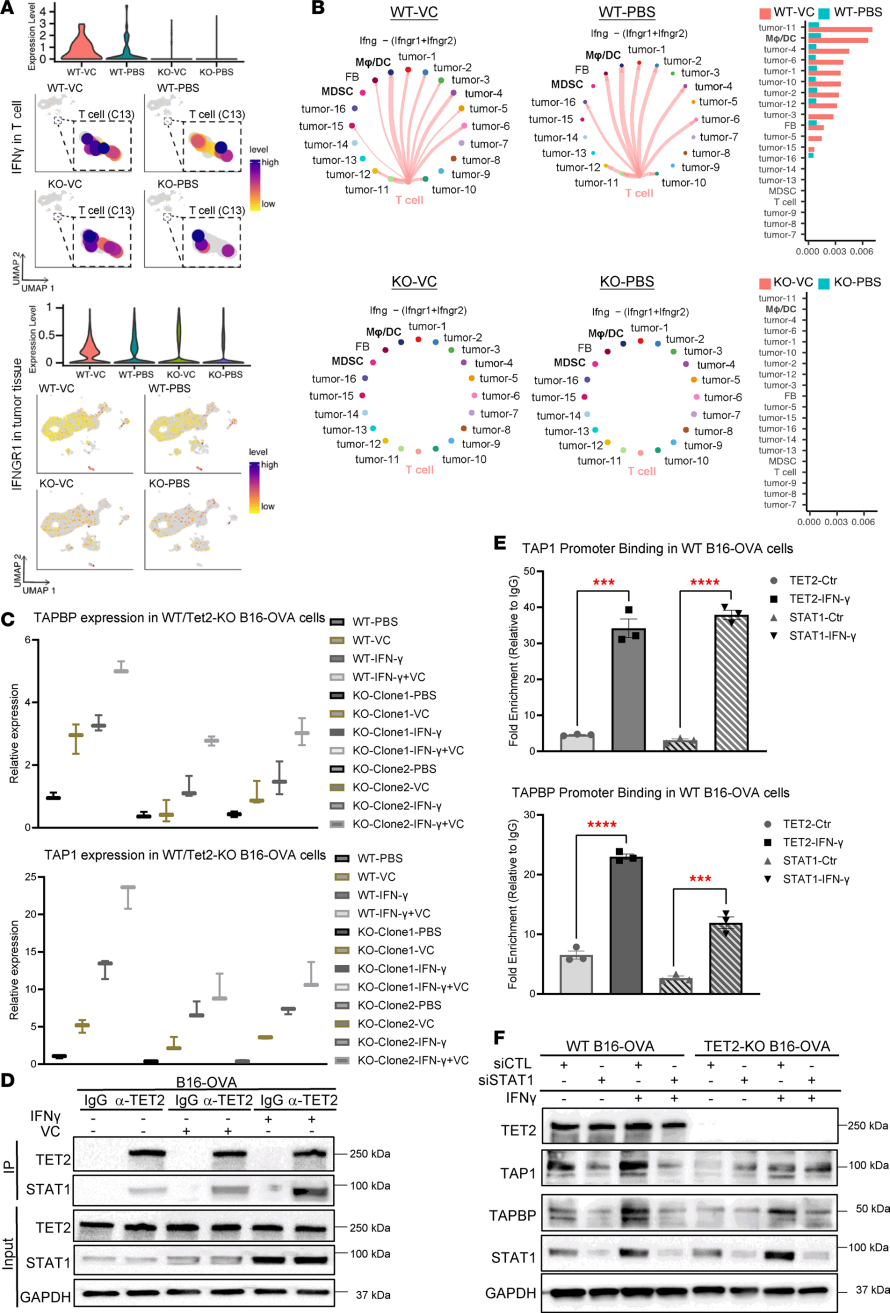
TET2 coordinates IFN-γ expression and its intercellular signaling, which is augmented by VC treatment. (**A**) Single-cell expression of IFN-γ and its receptor IFNGR1 was summarized in the UMAP plot and quantified in the violin plot above. (**B**) Intercellular communication of the IFN-γ signal between the T cell population and tumor clusters in the WT or TET2-KO tumor microenvironment treated with PBS control or VC are presented in the network plot; each line indicates an IFN-γ signal communication between 2 populations and the strength of communication was quantified in the bar plot. (**C**) The expression of key MHC I antigen-presenting genes TAP1, TAPBP, and B2M in the WT B16-OVA cells treated with IFN-γ and VC was determined by qPCR. Data represented as mean ± SD, with 3 replicates. (**D**) Coimmunoprecipitation of TET2 with STAT1 following treatment of B16-OVA cells with IFN-γ and/or VC. (**E**) The promoter region binding of TET2 and STAT1 on the TAP1 and TAPBP genes was analyzed through a ChIP assay. (**F**) Effects on TAP1 and TAPBP expression in B16-Ova (WT and KO) cells following STAT1 knockdown with siRNA, or with control (CTRL) siRNA. Data represented as mean ± SD, with 3 replicates. *P* values were calculated by unpaired, 2-tailed Student’s *t* test, with multiple comparisons corrected using Bonferroni’s method. ***P < 0.001, ****P < 0.0001.

**Figure 7:**
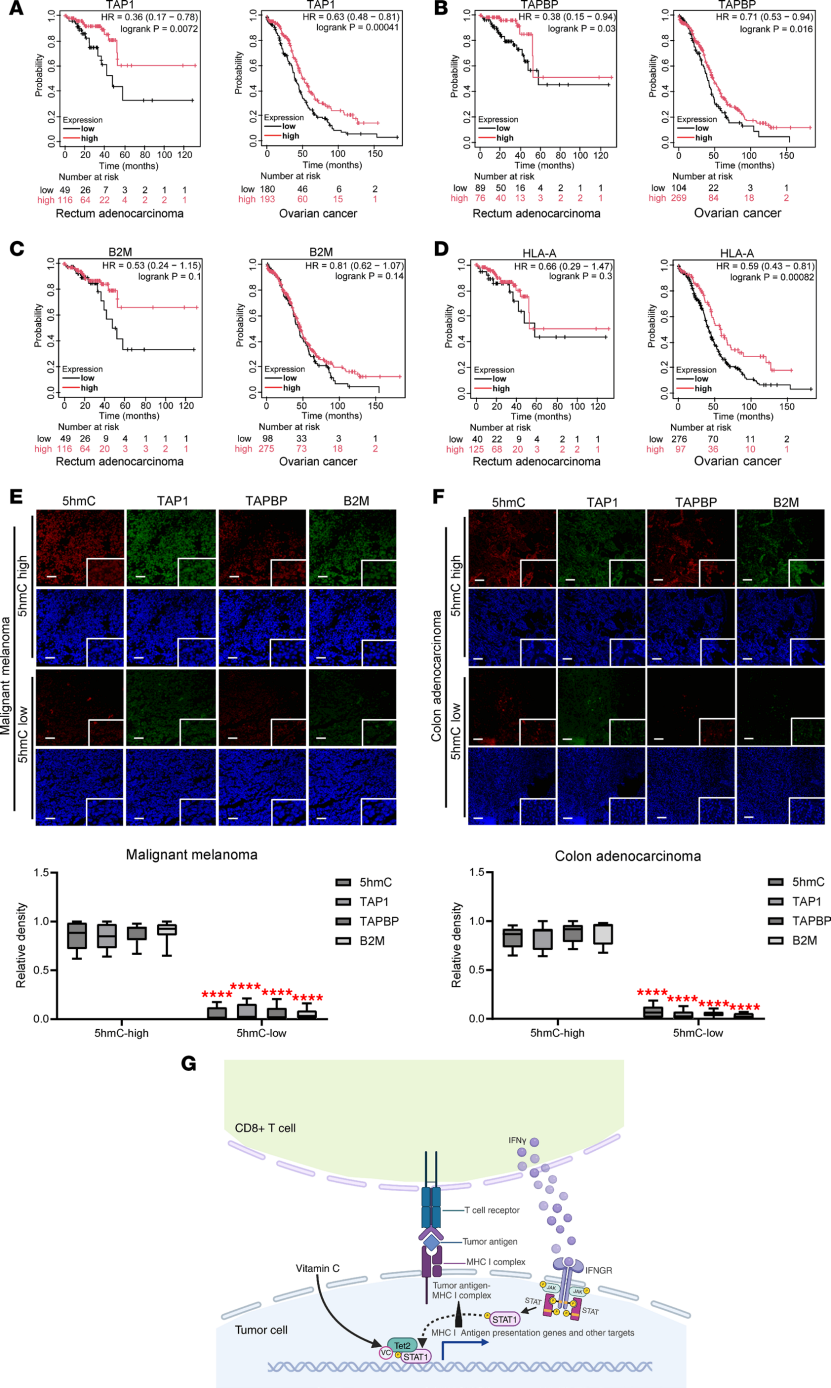
The expression of antigen presentation genes correlates with better prognosis and higher TET activity in human patients. The expression level of key MHC I antigen presentation genes TAP1 (**A**), TAPBP (**B**), B2M (**C**), and HLA-A (**D**) and their correlation with patient survival predictions were summarized in different human cancer types. Data collected from the Kaplan-Meier Plotter database, with HR indicating hazard ratio and logrank P indicating *P* value. Human cancer tissue was purchased from Biomax (Methods) and stained for 5hmC, TAP1, TAPBP, B2M, and with DAPI for immunofluorescence imaging in malignant melanoma (**E**) and colon adenocarcinoma (**F**). Scale bars: 100 μm. White boxes show ×20 magnification. The relative density of 5hmC, TAP1, TAPBP, and B2M relative to DAPI was calculated from at least 6 replicates under enlarged fields. Unpaired, 2-tailed Student’s *t* test with multiple comparisons corrected using Bonferroni’s method was used to determine the *P* value of positive cells between 5hmC-high samples and 5hmC-low samples. ****P < 0.0001. (**G**) Schematic model of the role of TET2 downstream of IFN-γ signaling and VC in regulating tumor antigen presentation and T cell activity directed to the tumor cell.

**Table 3:**
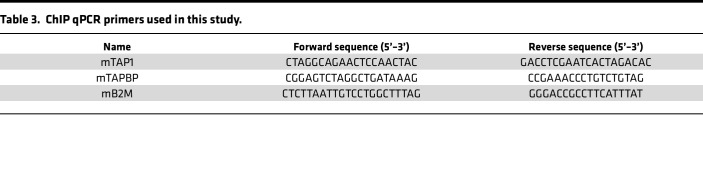
ChIP qPCR primers used in this study.

**Table 2:**
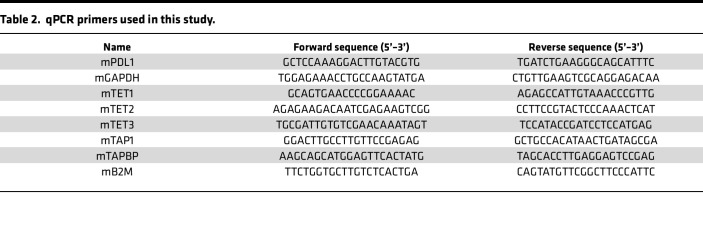
qPCR primers used in this study.

**Table 1:**
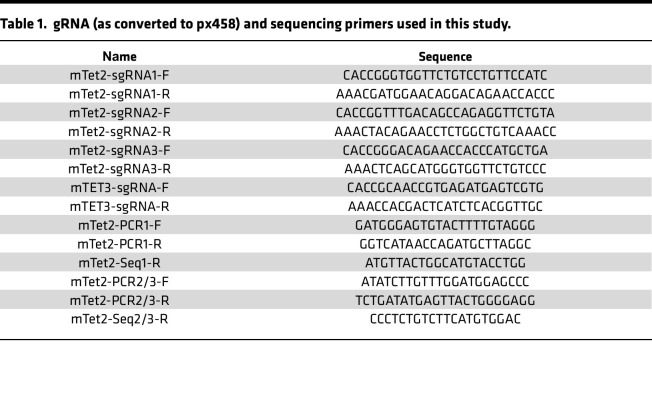
gRNA (as converted to px458) and sequencing primers used in this study.

## Version 1 10/10/2024

In-Press Preview

## Version 2 11/22/2024

Electronic publication

# Supplementary material for: TET2 promotes tumor antigen presentation and T cell IFN-γ, which is enhanced by vitamin C
**Source:** JCI Insight. 2024 Nov 22;9(22):e175098. doi: 10.1172/jci.insight.175098
**Supplement:** Supplemental data

Figure S1

A

CT-26 KO Clone 2

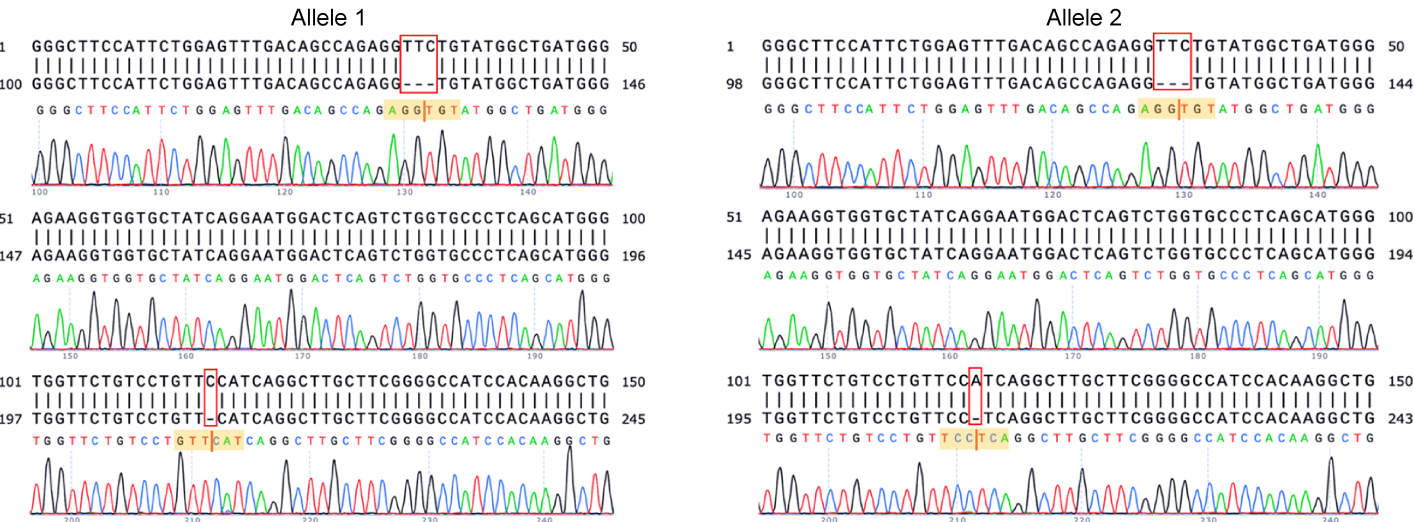

CT-26 KO Clone 2

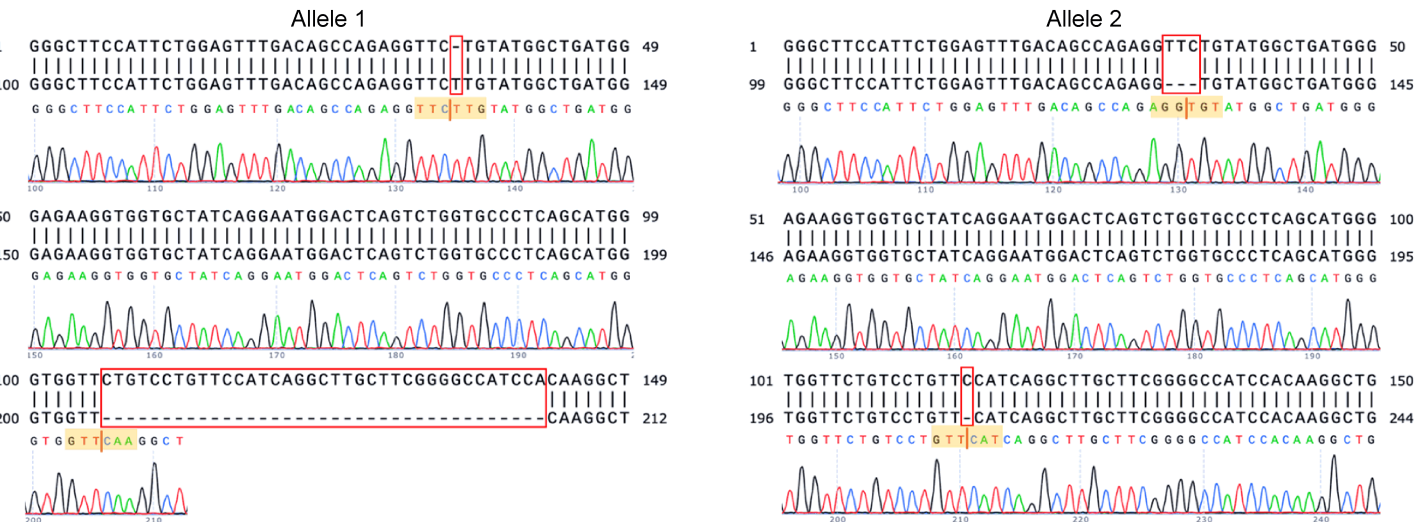

B

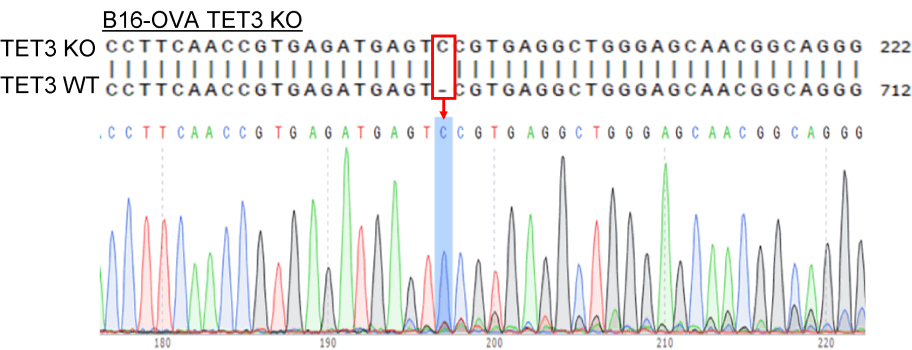

Figure S2

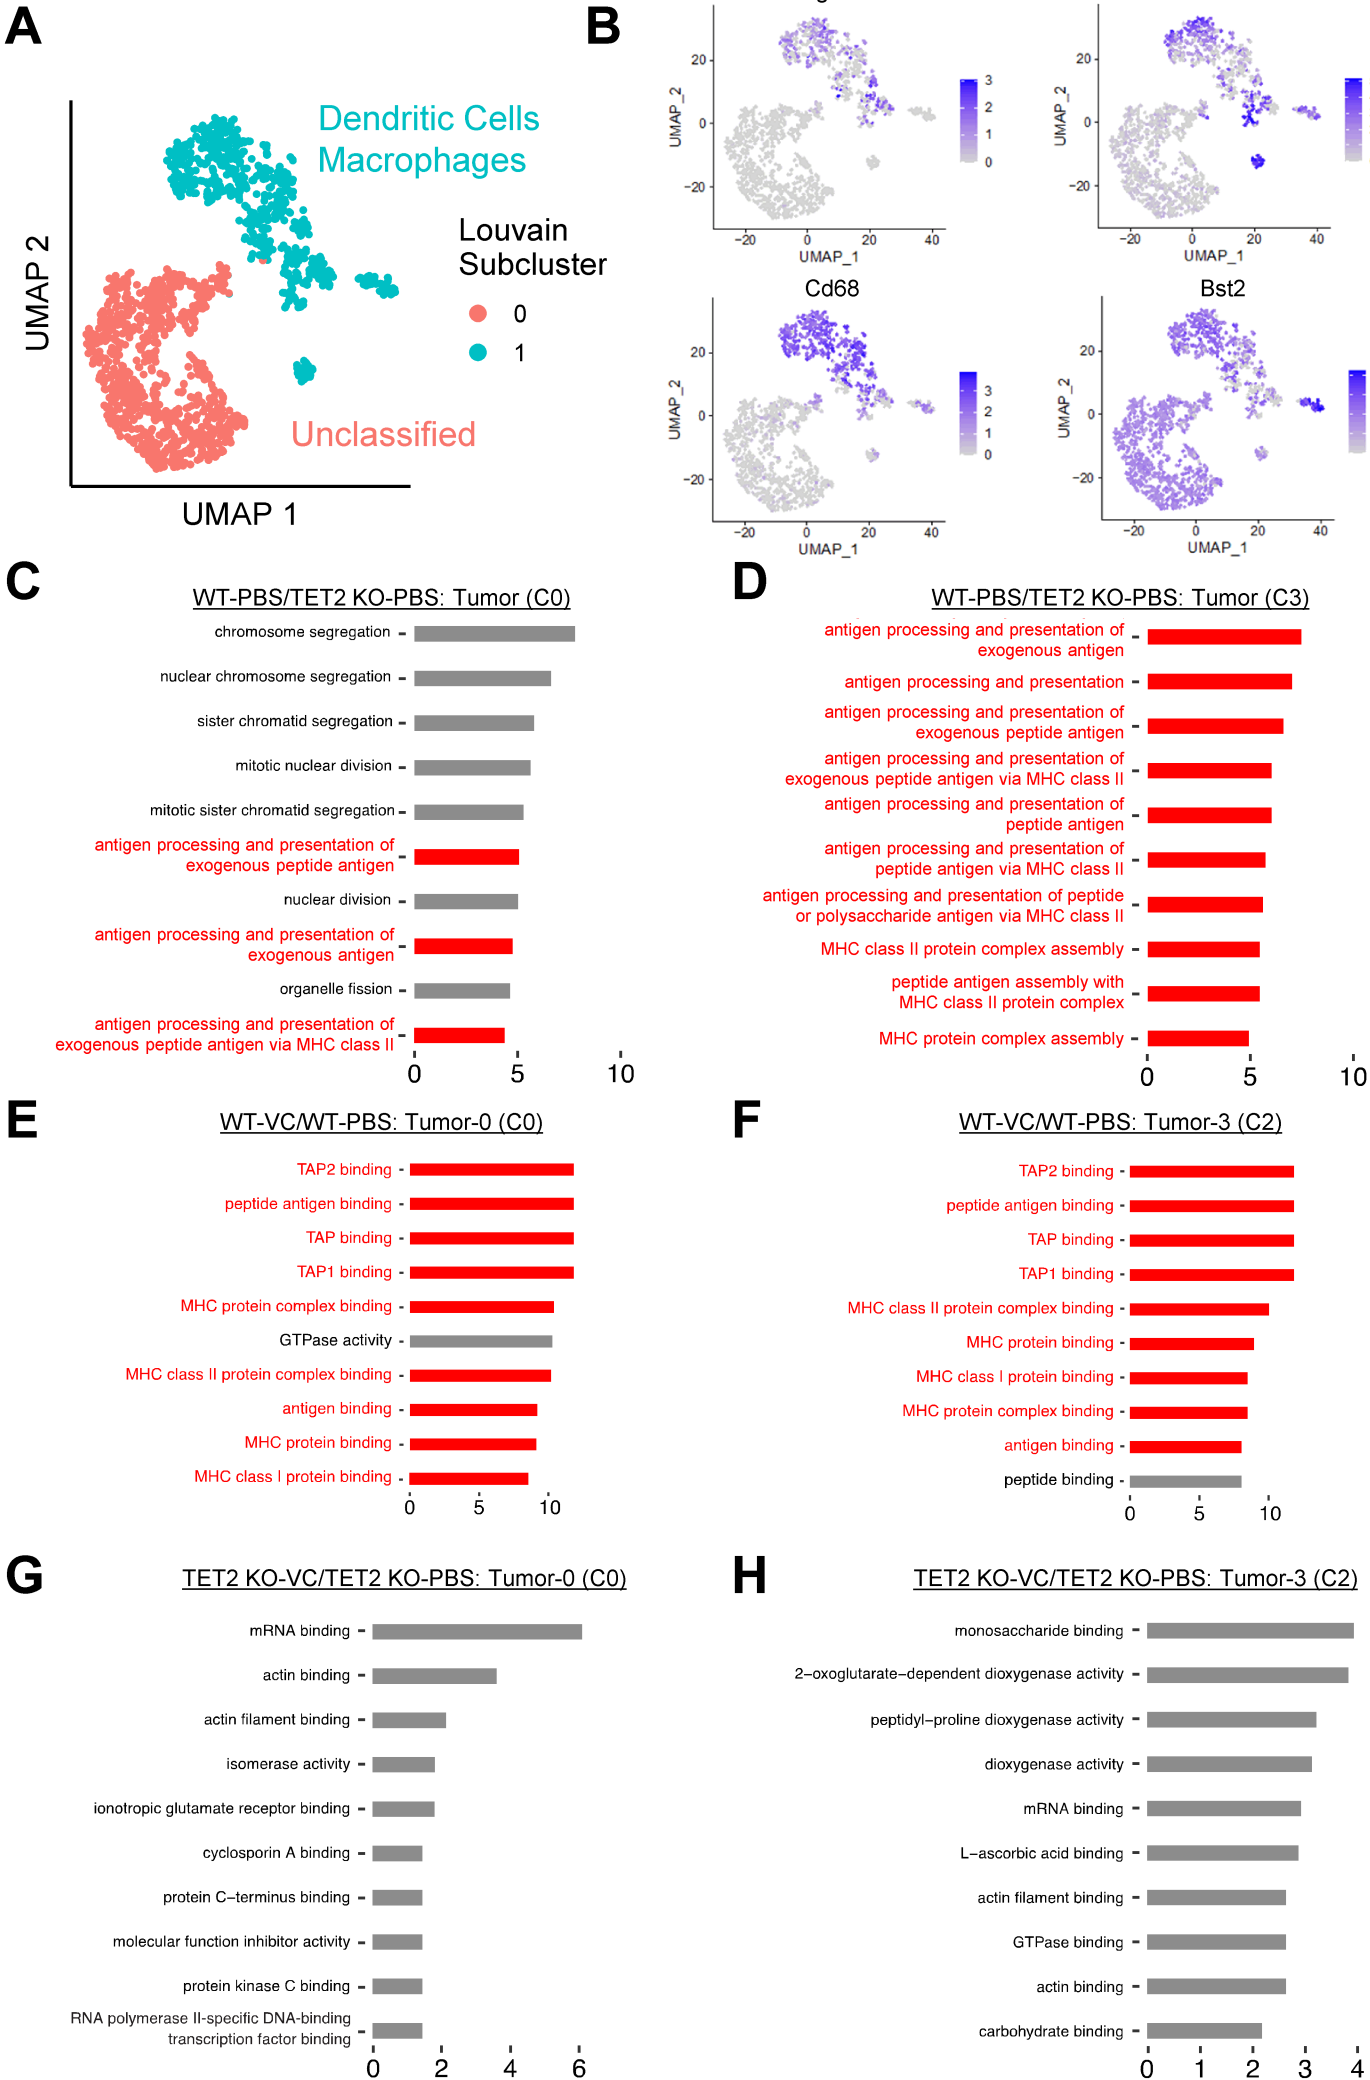

A Volcano plot - WT_VC_WT_PBS cluster¹-grp01 **B** Volcano plot - WT_VC_WT_PBS cluster²-grp01

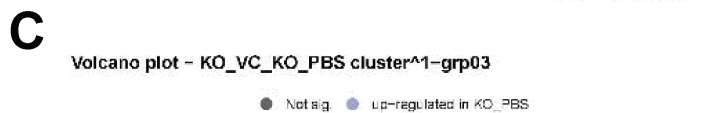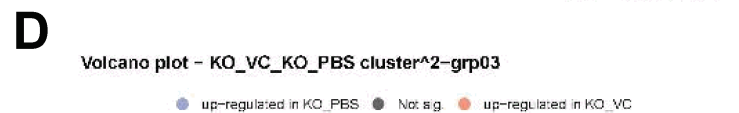Figure S4

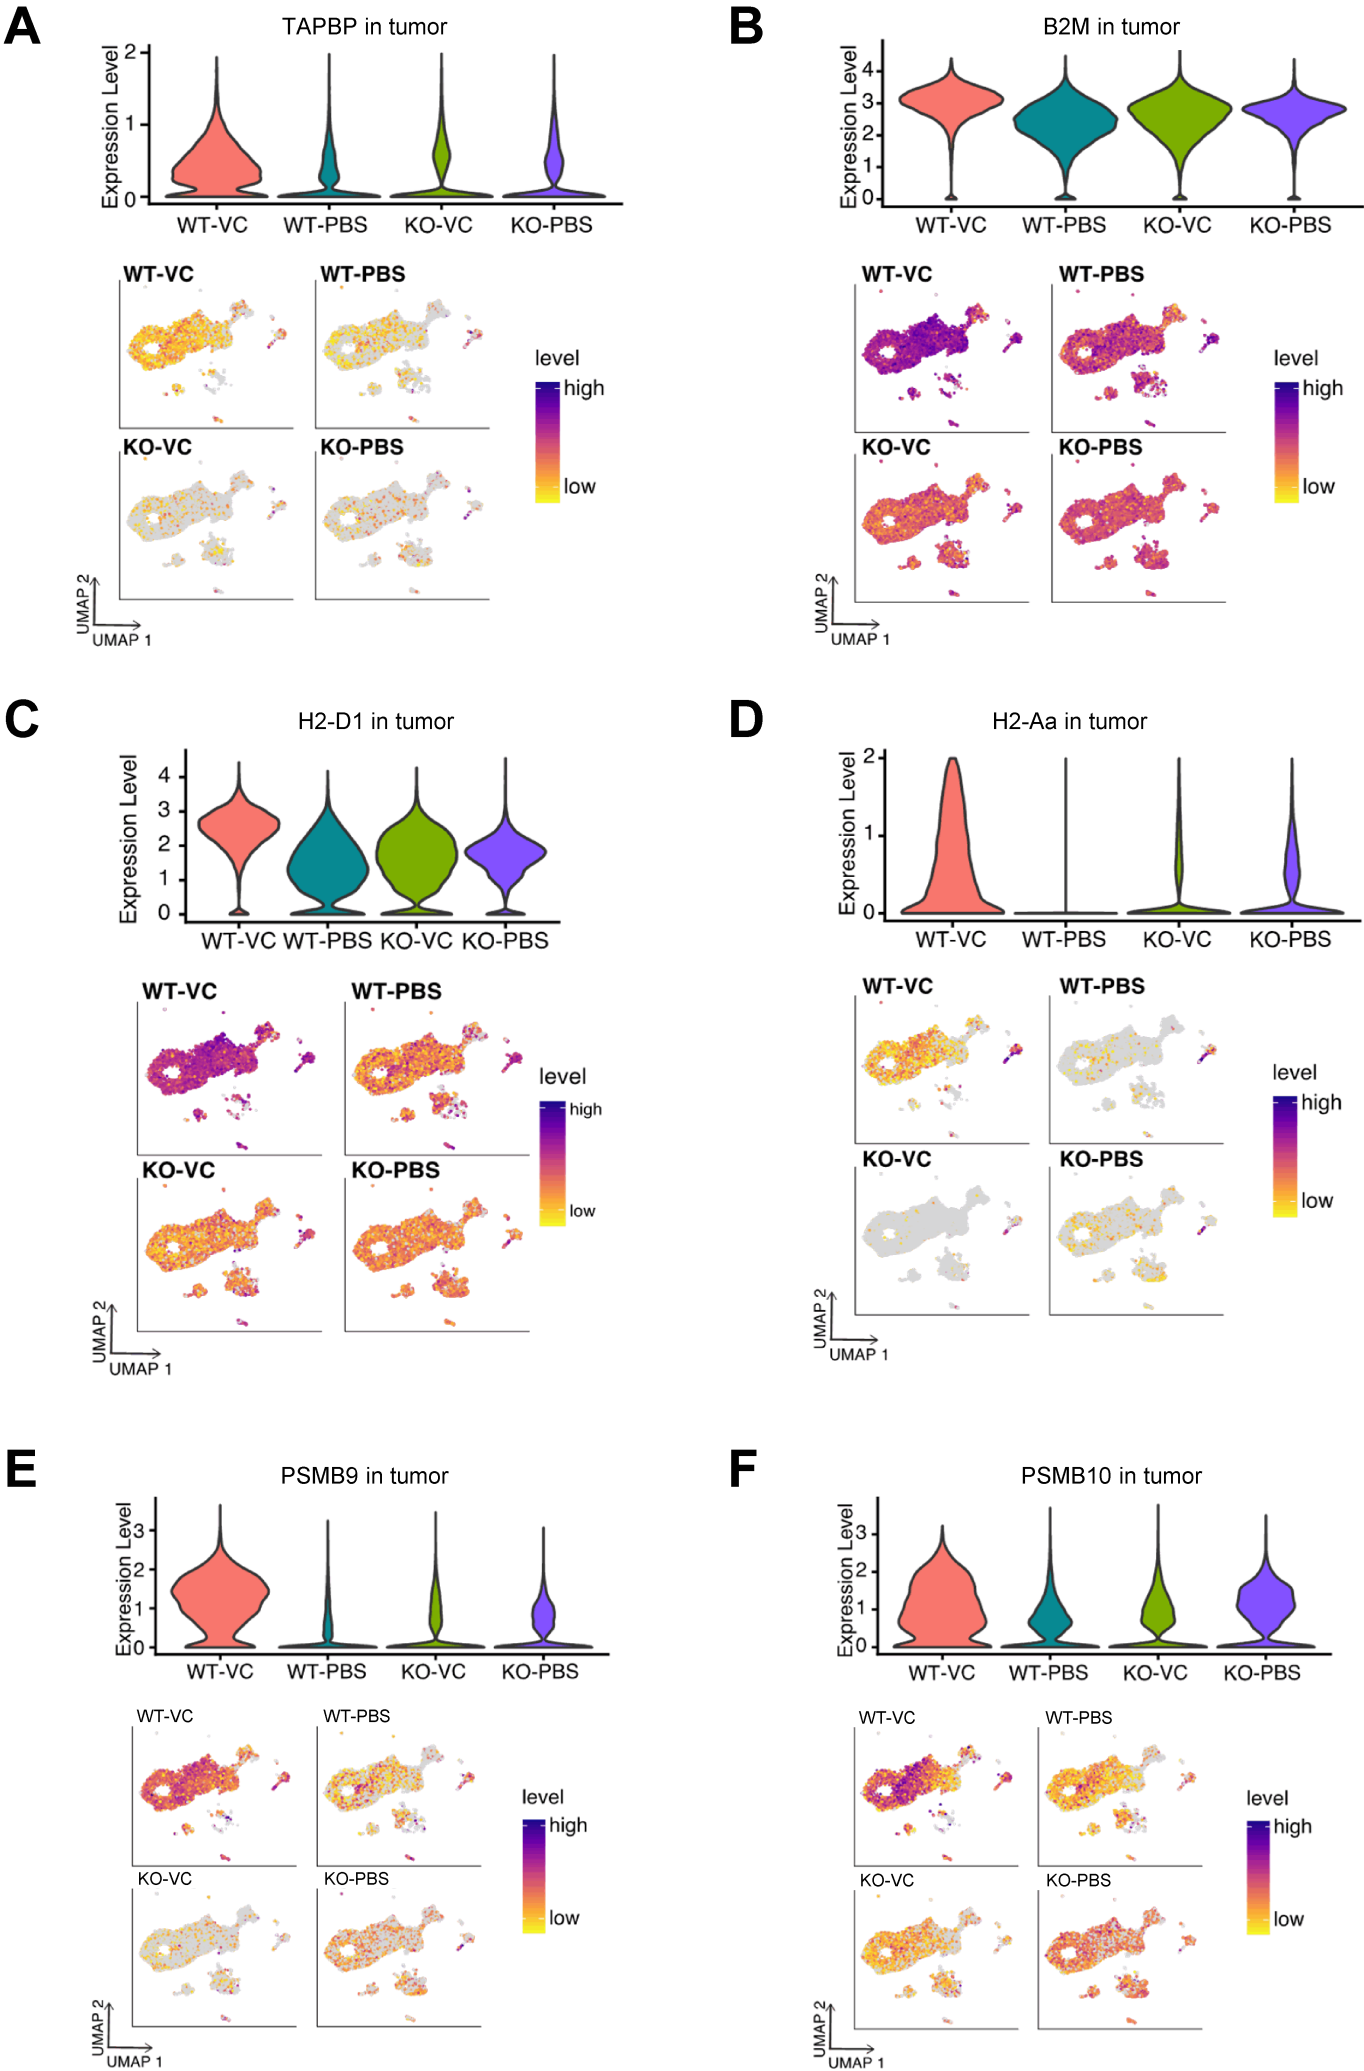

Figure S5

A

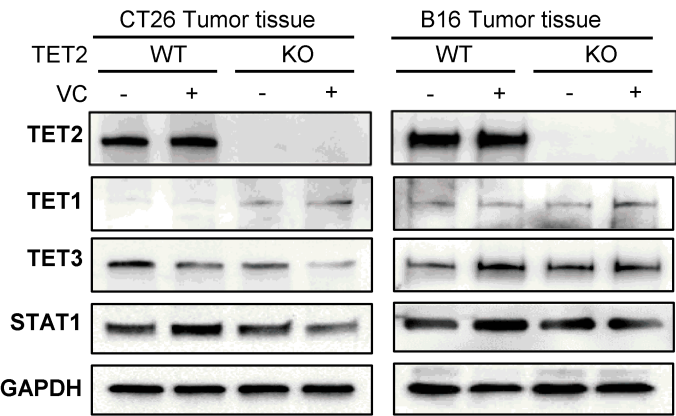

B

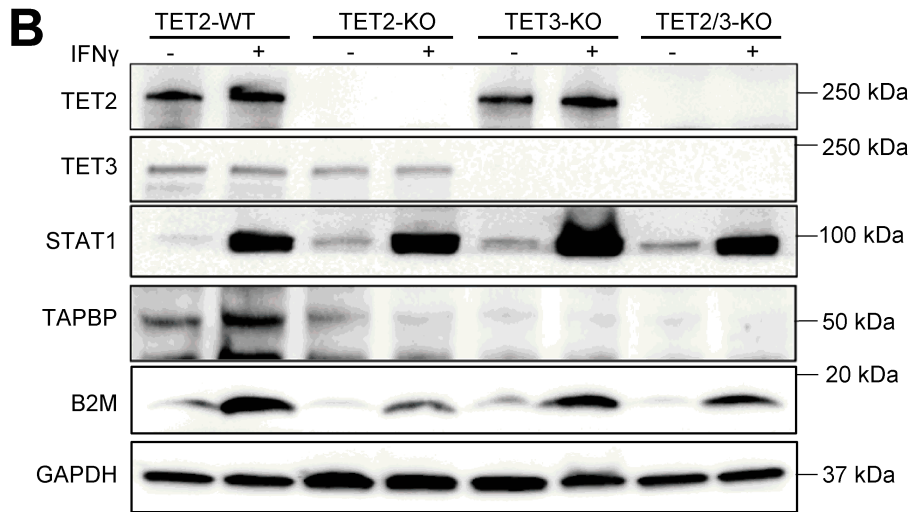

C

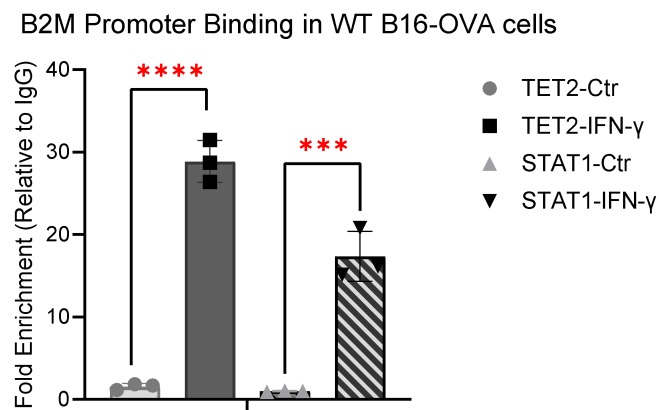

D

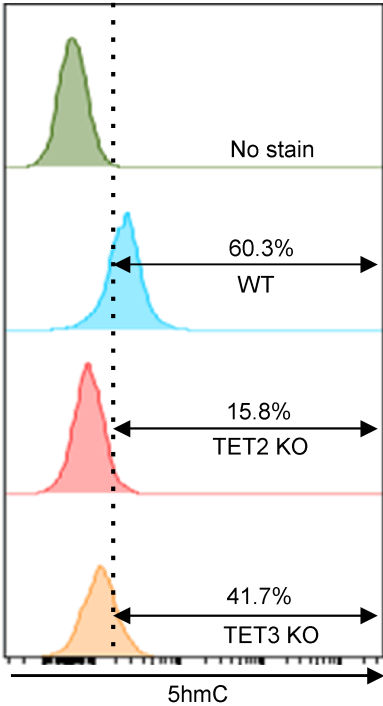

Figure S1. The sequencing confirmation of TET2-KO CT-26 clones.

(A) WT or two TET2-KO CT-26 clones were generated using CRISPR-Cas9 gene editing technique and confirmed by DNA sequencing, the loss-of-function mutations in TET2-KO clones were aligned to WT sequences. (B) TET3 knockout and TET2/TET3 double knockout B16-OVA cells were generated by CRISPR-Cas9 gene editing technique and confirmed by DNA sequencing, the loss-of-function mutations in TET2-KO clones were aligned to WT sequences.

Figure S2. Characterization of Cluster 9. VC induced antigen presentation processes and molecular functions rely on the expression of TET2.

UMAP clustering for group 9 cells (see Fig. 2) (A) based on expression of established markers for dendritic cells and macrophages (B) (63). The top 10 most significantly enriched cellular processes in the WT tumor basal expression compared to TET2-KO in cluster C0 (C) or in cluster C3 (D) were presented based on GO analysis of the top 100 DEGs, and the antigen presentation processes were marked in red. The top 10 most significantly enriched molecular functions after VC stimulation in the WT B16-OVA tumor clusters C0 (E) or C2 (F) and in the TET2-KO tumor cluster C0 (G) or C2 (H) were determined by GO analysis of the top 100 DEGs for each cluster with antigen presenting functions marked in red.

Figure S3. VC induced MHC class I antigen presentation-related gene expression in the WT but not TET2-KO tumor cells.

The top 30 DEGs after VC treatment in WT tumor cluster C1 (A) or WT tumor cluster C2 (B) and TET2-KO tumor cluster C1 (C) or TET2-KO tumor cluster C2 (D) were annotated in the volcano plots according to their adjusted P values and genes involved in the MHC I antigen presentation were marked in red. (E) Representation of DEGs between WT tumor cluster 3 and TET2-KO cluster 3 annotated as volcano plots.

Figure S4. VC induced MHC class I antigen presentation related gene expression in the WT but not TET2-KO tumor cells.

The single-cell expression of MHC class I antigen presenting genes TAPBP (A), B2M (B), H2-D1 (C), H2-Aa (D) and immunoproteasome genes PSMB9 (E), PSMB10 (F) in the WT or TET2-KO B16-OVA tumor tissue treated with PBS control or VC were summarized. The relative expression of genes shown above was calculated by log2-normalized gene counts data. On the UMAP projection, purple indicates high level and yellow indicates low level with quantification presented in the violin plot above.

Figure S5. VC induced MHC class I antigen presentation related gene expression in the WT but not TET2-KO tumor cells.

(A) The expression of the three TET family proteins: TET1, TET2 and TET3 as well as STAT1 in WT or TET2-KO CT26 and B16-OVA tumor tissue as shown by western-blot. (B) Expression of TAPBP and B2M in TET2 WT and KO, TET3 KO, and TET2/3 KO B16-OVA cells following IFN- γ stimulation. (C) ChIP assay at the B2M promoter for TET2 and STAT1, following IFN- γ stimulation of B16 OVA cells. (D) 5hmC levels in WT or TET2-KO or TET3-KO B16-OVA cells as determined by FACS.

Figure 1A, Table

PBS	-				
Anti-PDL1	n.s.	-			
Anti-PDL1 + i.p.<br>1g/kg VitC	*	n.s.	-		
Anti-PDL1 + i.p.<br>4g/kg VitC	**	n.s.	n.s.	-	
Anti-PDL1 + i.v.<br>0.25g/kg VitC	***	n.s.	n.s.	n.s.	-
Anti-PDL1 + i.v.<br>1g/kg VitC	****	**	**	**	*
	PBS	Anti-PDL1	Anti-PDL1 +<br>i.p. 1g/kg VitC	Anti-PDL1 +<br>i.p. 4g/kg VitC	Anti-PDL1 + i.v.<br>0.25g/kg VitC

Figure 1B, Table

PBS	-				
Anti-PDL1	**	-			
Anti-PDL1 + i.p.<br>1g/kg VitC	**	n.s.	-		
Anti-PDL1 + i.p.<br>4g/kg VitC	****	n.s.	n.s.	-	
Anti-PDL1 + i.v.<br>0.25g/kg VitC	****	**	n.s.	n.s.	-
Anti-PDL1 + i.v.<br>1g/kg VitC	****	***	**	*	n.s.
	PBS	Anti-PDL1	Anti-PDL1 +<br>i.p. 1g/kg VitC	Anti-PDL1 +<br>i.p. 4g/kg VitC	Anti-PDL1 + i.v.<br>0.25g/kg VitC

WT+PBS	-							
WT+VC	n.s.	-						
WT+anti-PDL1	****	****	-					
WT+anti-PDL1+VC	****	****	****	-				
Tet2-KO+PBS	n.s.	-	-	-	-			
Tet2-KO+VC	-	n.s.	-	-	n.s.	-		
Tet2-KO+anti-PDL1	-	-	****	-	n.s.	n.s.	-	
Tet2-KO+anti-PDL1+VC	-	-	****	****	n.s.	n.s.	n.s.	-
	WT+PBS	WT+VC	WT+anti-PDL1	WT+anti-PDL1+VC	Tet2-KO+PBS	Tet2-KO+VC	Tet2-KO+anti-PDL1	Tet2-KO+anti-PDL1+VC

Figure 1D, Table

WT+PBS	-							
WT+VC	n.s.	-						
WT+anti-PDL1	****	**	-					
WT+anti-PDL1+VC	****	****	n.s.	-				
Tet2-KO+PBS	n.s.	-	-	-	-			
Tet2-KO+VC	-	n.s.	-	-	n.s.	-		
Tet2-KO+anti-PDL1	-	-	**	-	n.s.	n.s.	-	
Tet2-KO+anti-PDL1+VC	-	-	-	****	n.s.	n.s.	n.s.	-
	WT+PBS	WT+VC	WT+anti-PDL1	WT+anti-PDL1+VC	Tet2-KO+PBS	Tet2-KO+VC	Tet2-KO+anti-PDL1	Tet2-KO+anti-PDL1+VC

Figure 1E, Table

# Supplementary material for: TET2 promotes tumor antigen presentation and T cell IFN-γ, which is enhanced by vitamin C
**Source:** JCI Insight. 2024 Nov 22;9(22):e175098. doi: 10.1172/jci.insight.175098
**Supplement:** Unedited blot and gel images

Figure 1. i.v injection of Vitamin C provides optimal, TET2-dependent anti-PD-L1 immunotherapy efficacy.

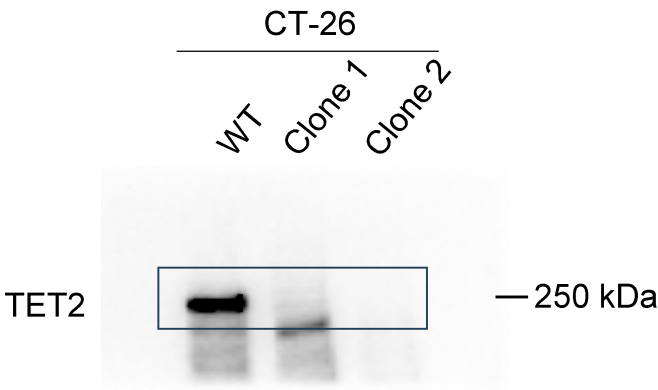

TET2-KO clones of CT-26 cells made by CRISPR/Cas9 system were confirmed by western blotting

Figure 1C

Figure 1. i.v injection of Vitamin C provides optimal, TET2-dependent anti-PD-L1 immunotherapy efficacy.

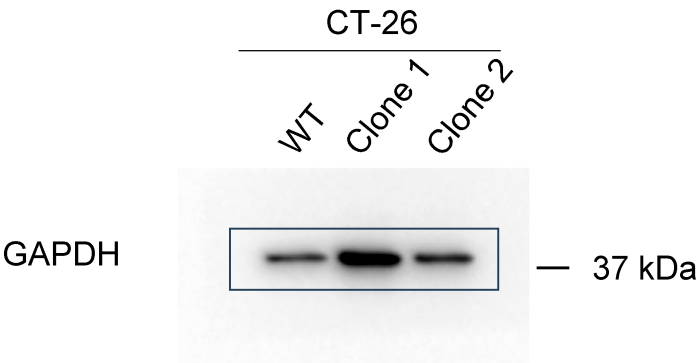

TET2-KO clones of CT-26 cells made by CRISPR/Cas9 system were confirmed by western blotting

Figure 1C

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

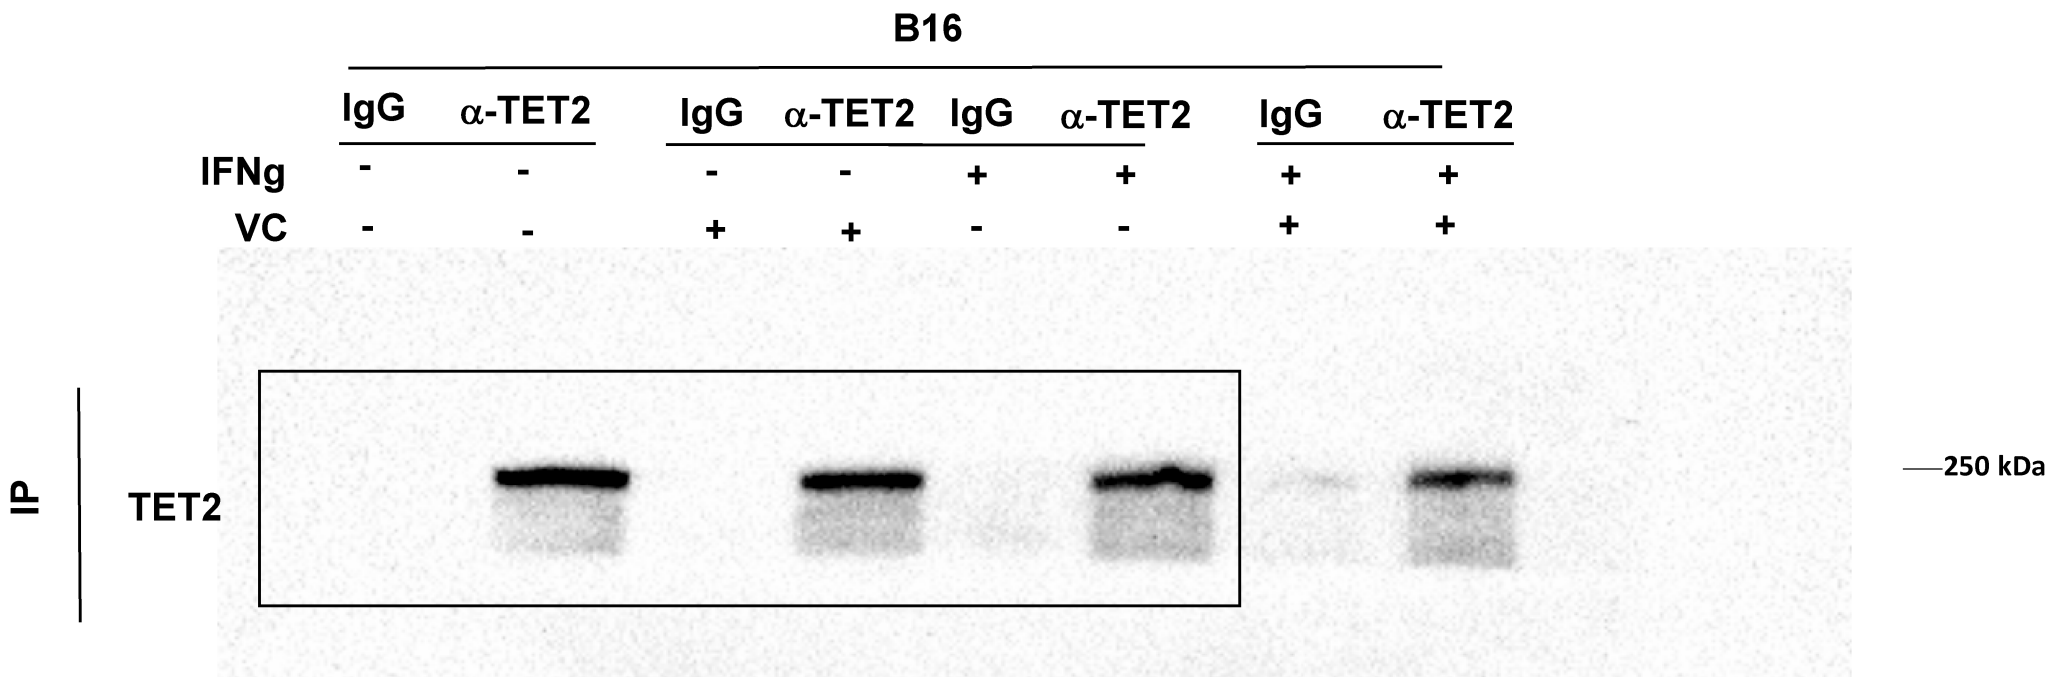

Protein Immunoprecipitation (IP) was conducted between TET2 and STAT1 in the presence of IFNg or VC treatment.

Figure 6D

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

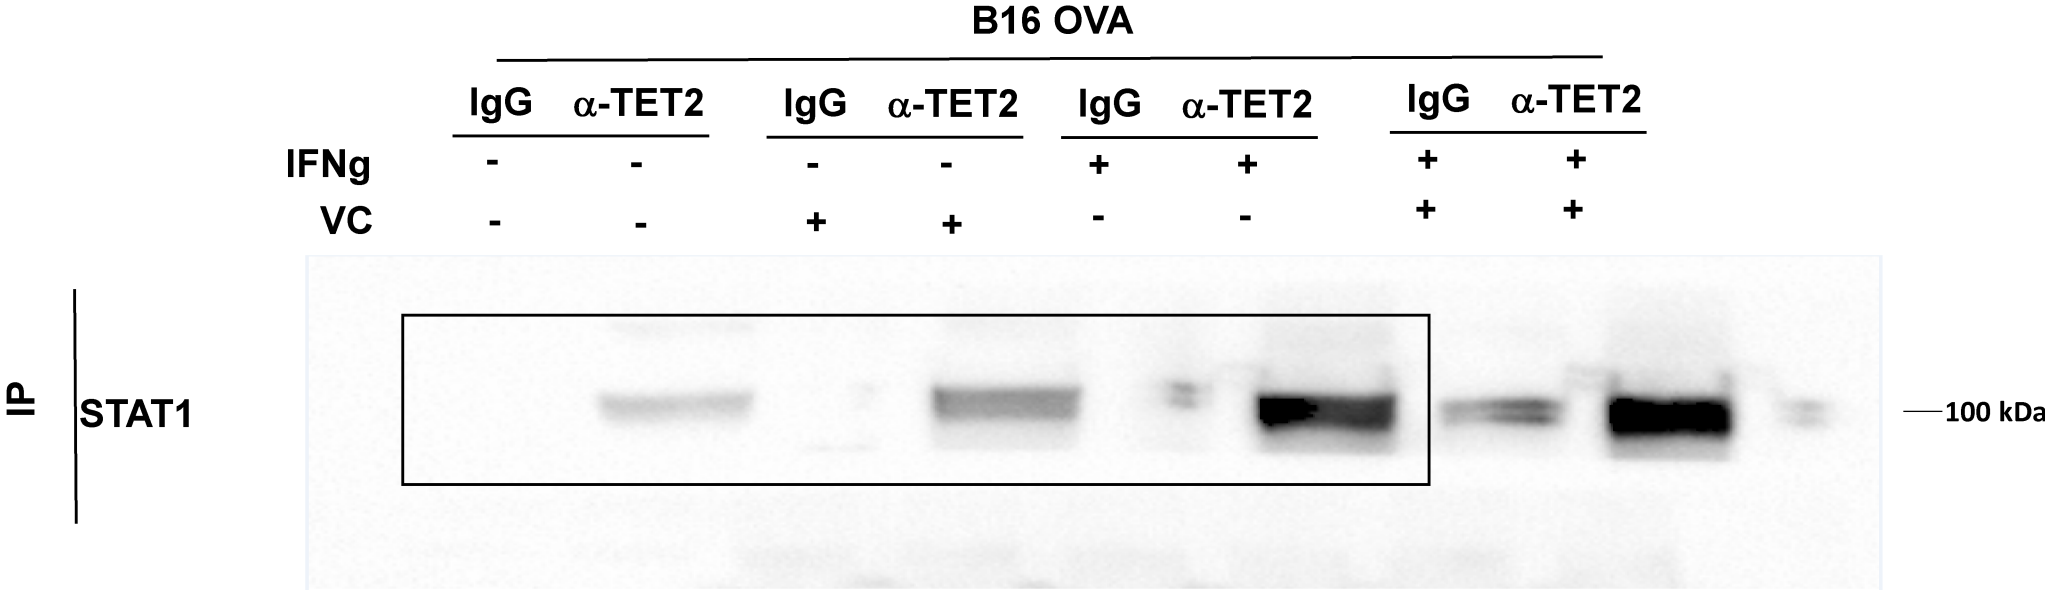

Protein Immunoprecipitation (IP) was conducted between TET2 and STAT1 in the presence of IFN γ or VC treatment.

Figure 6D

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

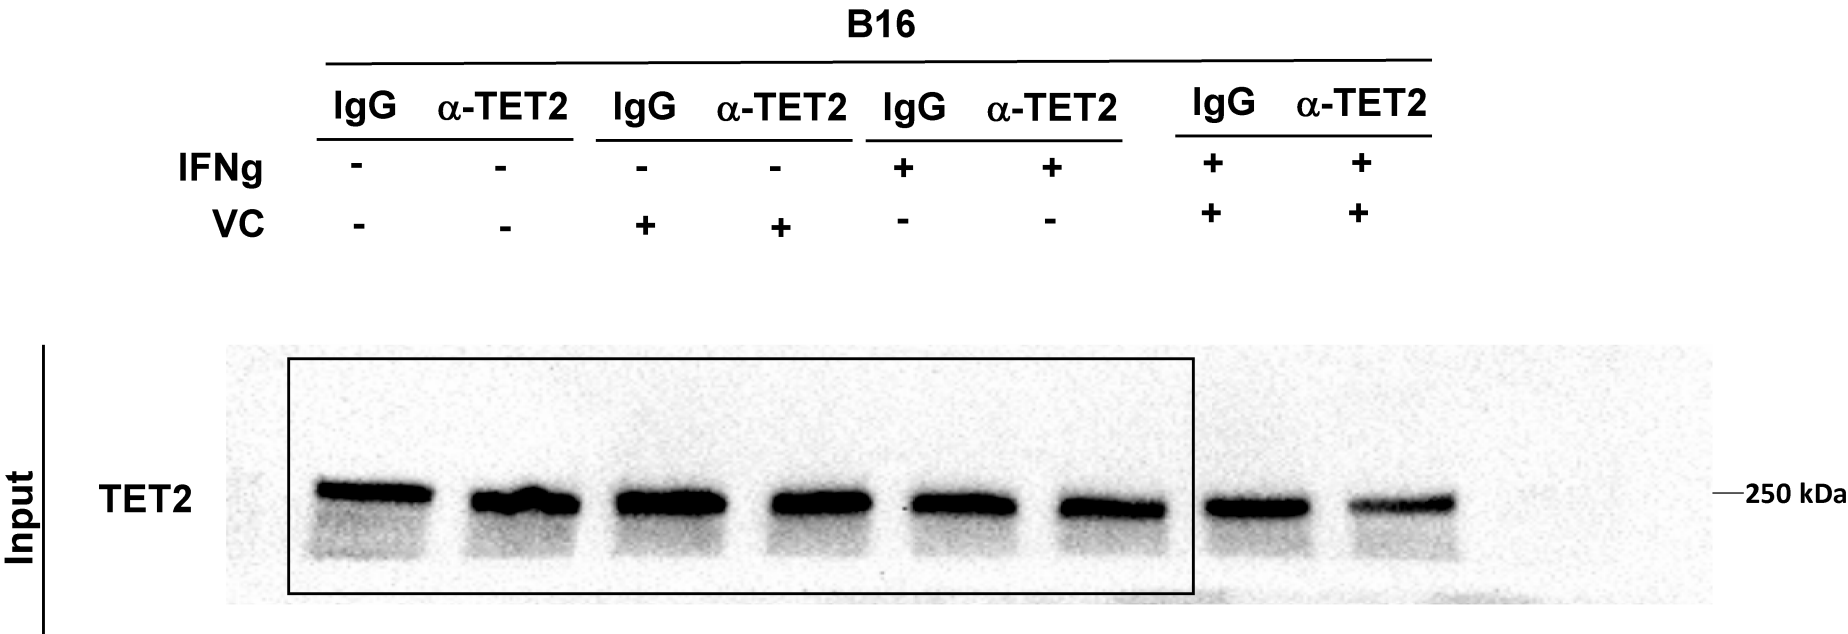

Protein Immunoprecipitation (IP) was conducted between TET2 and STAT1 in the presence of IFN γ or VC treatment.

Figure 6D

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

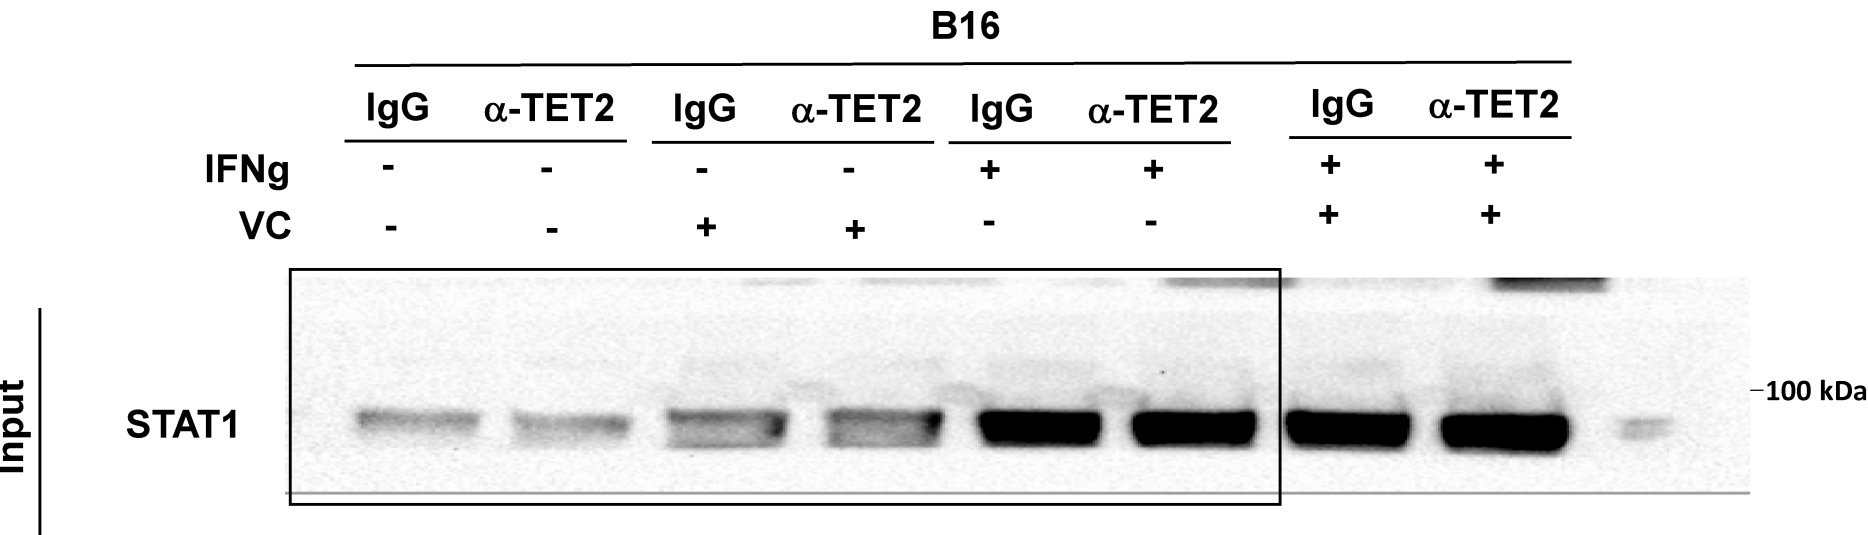

Protein Immunoprecipitation (IP) was conducted between TET2 and STAT1 in the presence of IFN γ or VC treatment.

Figure 6D

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

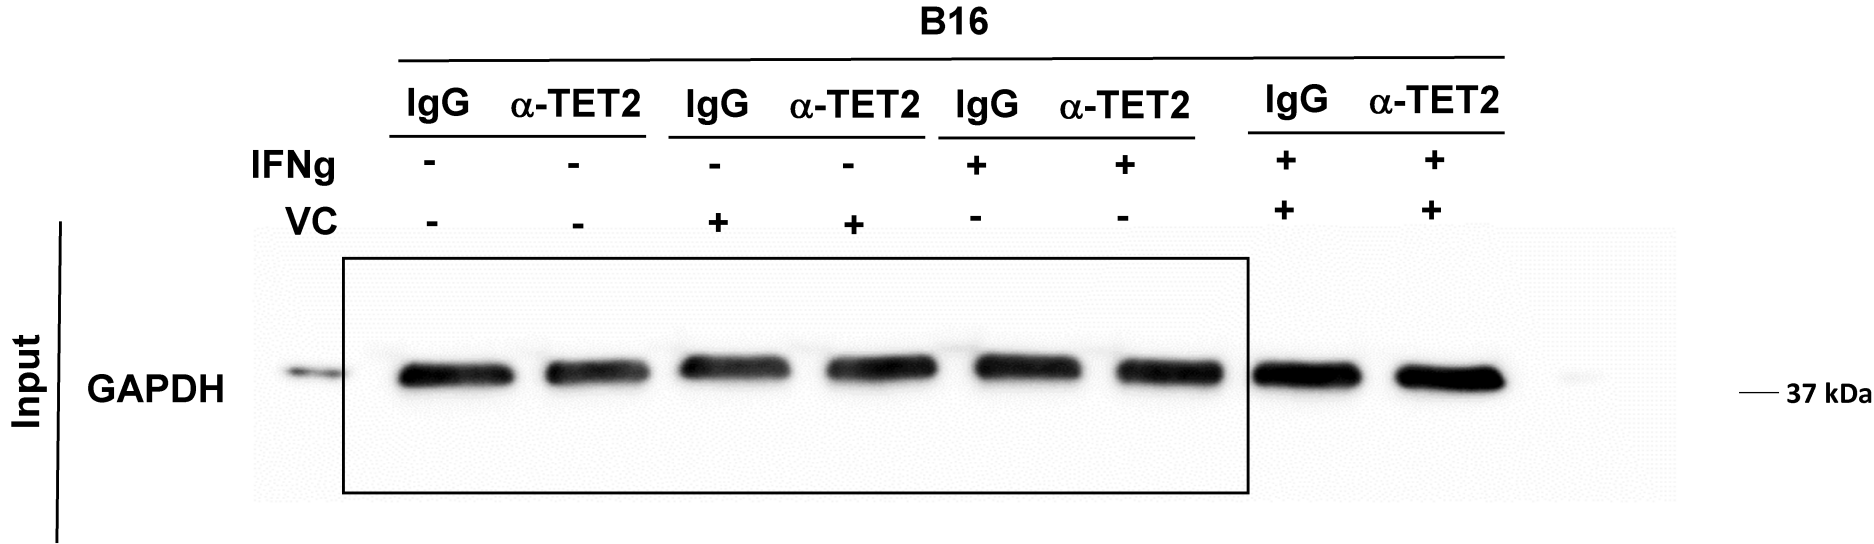

Protein Immunoprecipitation (IP) was conducted between TET2 and STAT1 in the presence of IFN γ or VC treatment.

Figure 6D

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

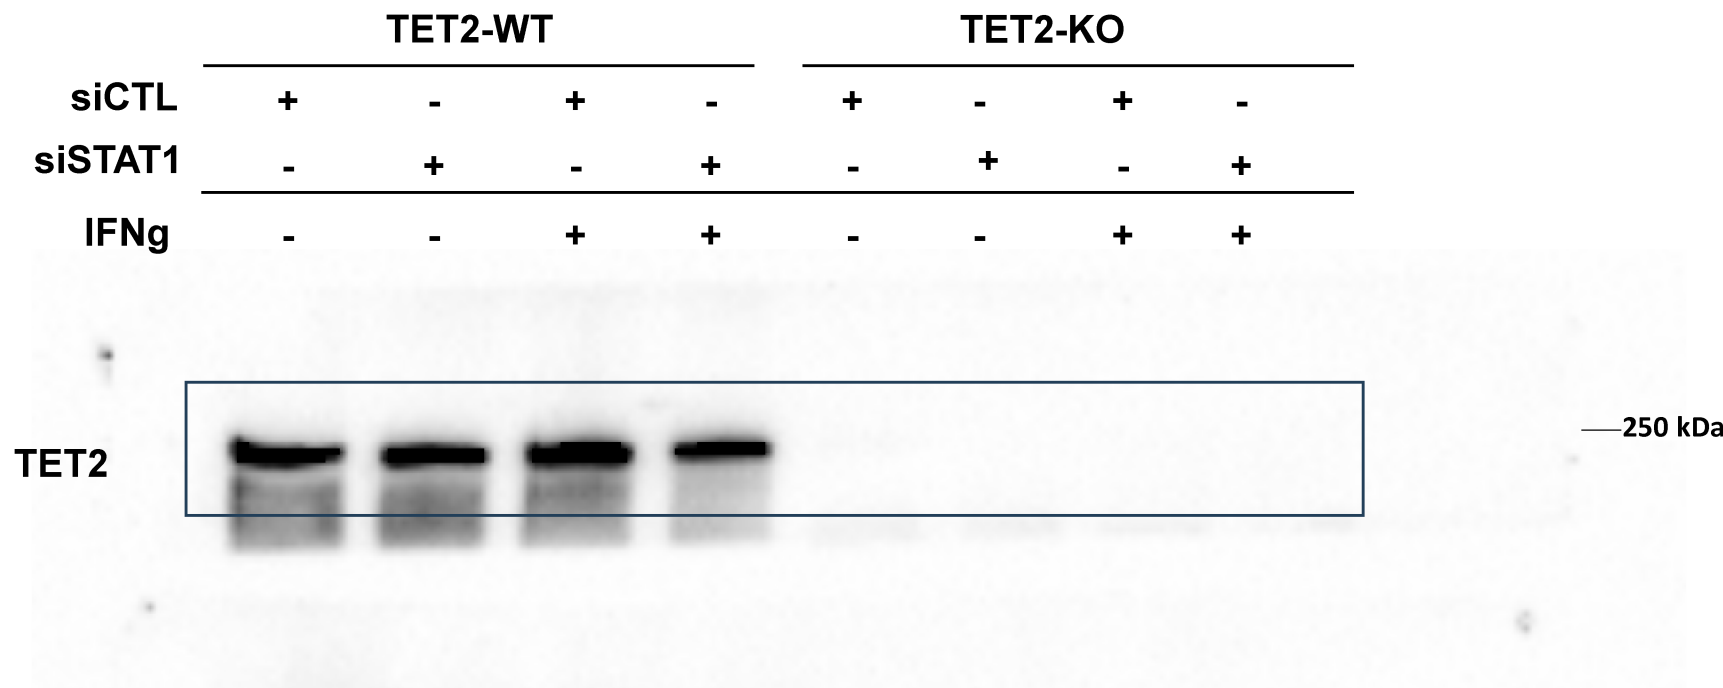

Protein expression of MHC I antigen-presenting genes TAP1, TAPBP was determined by Western-blot in the WT or TET2-KO B16-OVA cells under IFNg treatment or STAT1 siRNA knock down.

Figure 6F

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

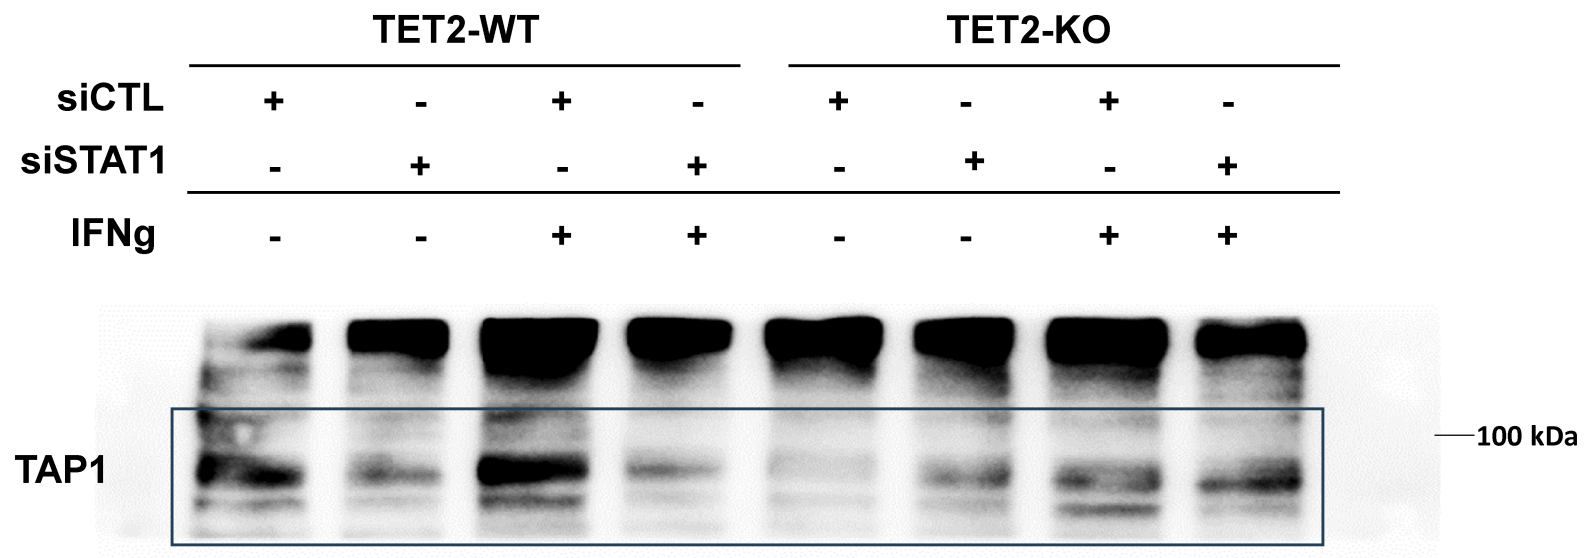

Protein expression of MHC I antigen-presenting genes TAP1, TAPBP was determined by Western-blot in the WT or TET2-KO B16-OVA cells under IFN γ treatment or STAT1 siRNA knock down.

Figure 6F

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

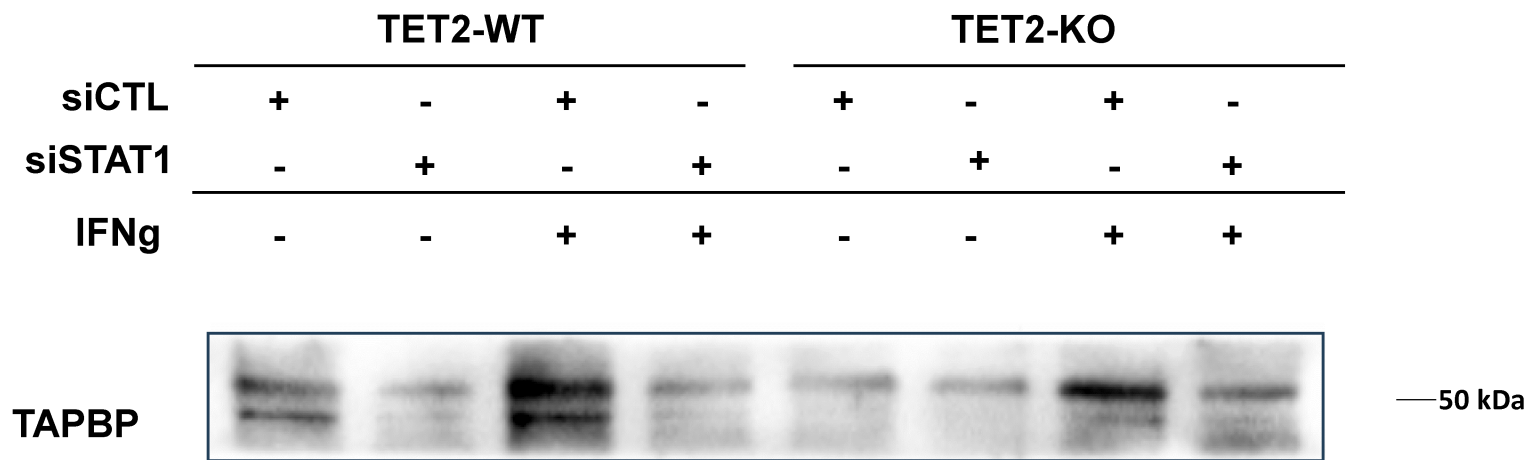

Protein expression of MHC I antigen-presenting genes TAP1, TAPBP was determined by Western-blot in the WT or TET2-KO B16-OVA cells under IFN γ treatment or STAT1 siRNA knock down.

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

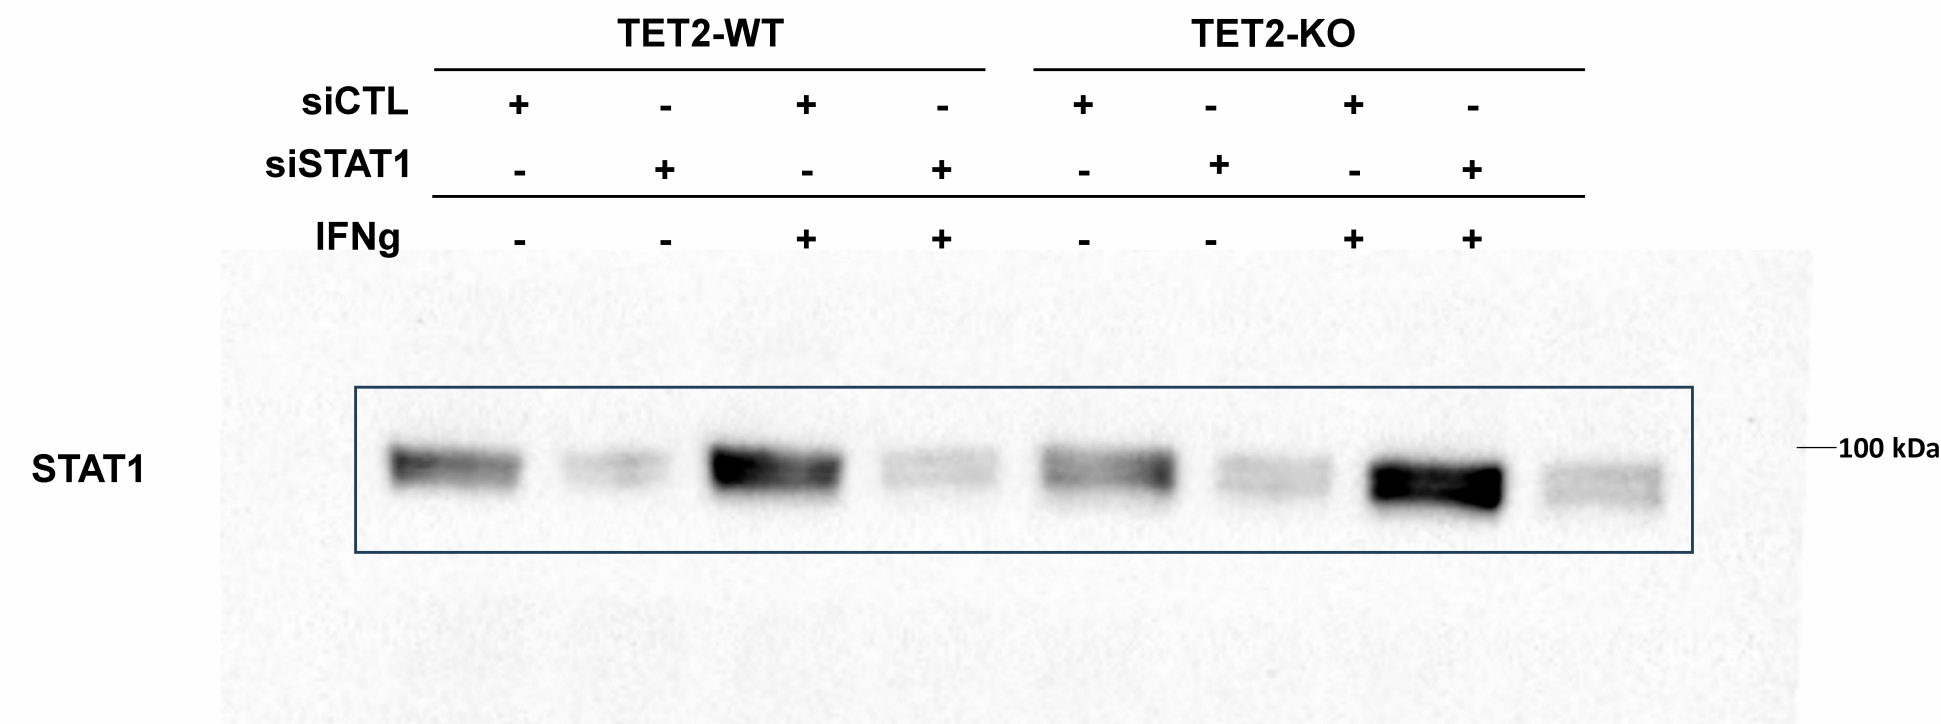

Protein expression of MHC I antigen-presenting genes TAP1, TAPBP was determined by Western-blot in the WT or TET2-KO B16-OVA cells under IFN γ treatment or STAT1 siRNA knock down.

Figure 6F

Figure 6. IFN- γ signal communication was identified in the WT tumor microenvironment and played a critical role in regulating MHC I gene transcription.

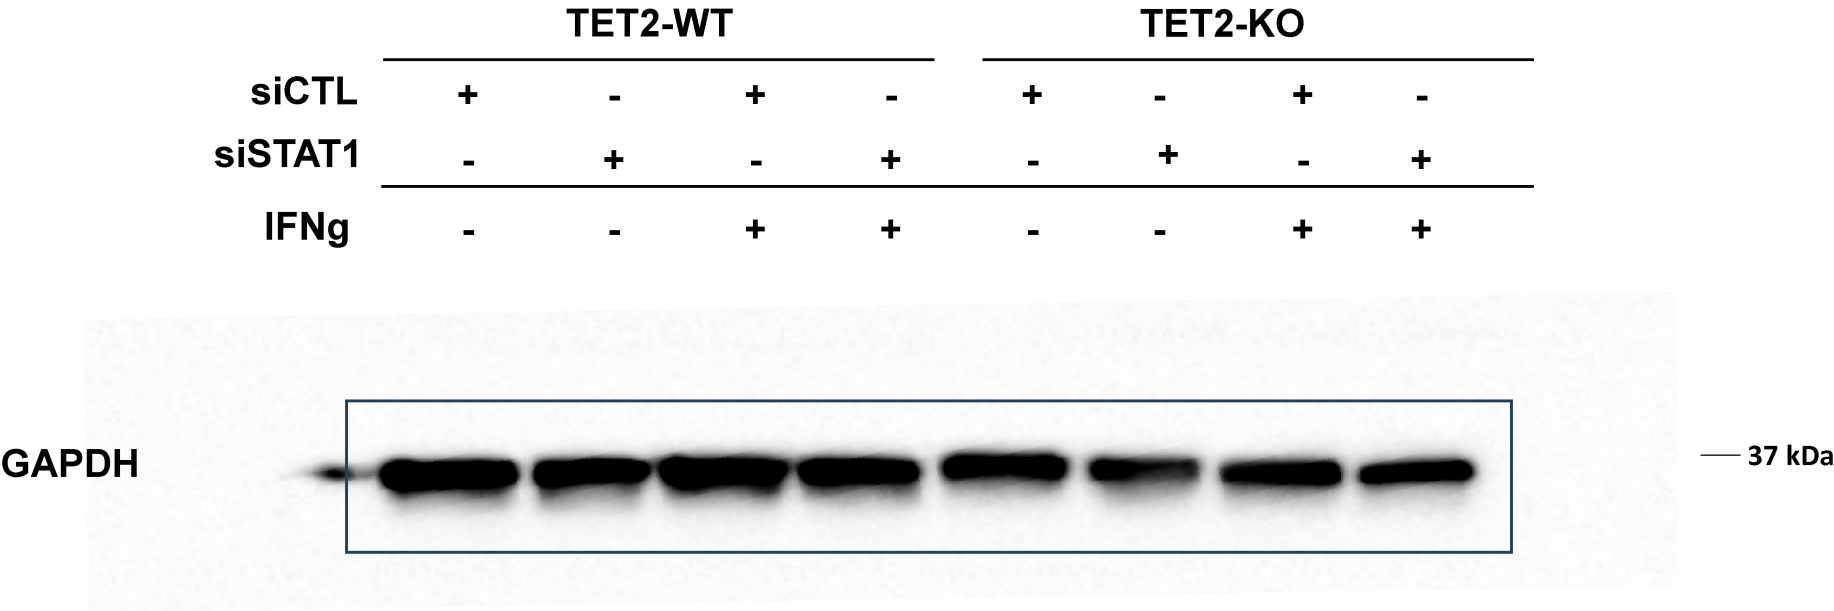

Protein expression of MHC I antigen-presenting genes TAP1, TAPBP was determined by Western-blot in the WT or TET2-KO B16-OVA cells under IFN γ treatment or STAT1 siRNA knock down.

Figure 6F

How the deposited data were processed for this re-analysis (not part of the article)

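Whole B16-OVA tumors from WT or TET2-KO cells, grown in C57BL/6J mice given PBS or 1 g/kg VC daily into a vein for 2 weeks, were measured by droplet single-cell RNA-seq (3′ tags). The labels list 12 samples, of which 11 libraries had a count matrix: 3 WT PBS, 3 WT VC, 2 TET2-KO PBS and 3 TET2-KO VC. The third KO PBS sample was not used here. Labels and the series description give different days for the start of treatment (7 and 6). The sources do not say that replicate numbers link libraries of different groups, and no pairing was used. Correlations between libraries of the same number were in general no higher than others. With 2 or 3 libraries per group these correlations cannot exclude a shared batch.

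The deposited files hold raw UMI counts in barcodes called as cells; the authors' processing notes name Cell Ranger 2.1.1, Seurat and mm10. All values were whole numbers. Across libraries there were 71744 barcodes, and median depth ran from 2581 UMIs (KO VC replicate 3) to 43001 (WT PBS replicate 2, which has 673 barcodes). At this depth, a gene at 10 cpm in melanoma cells had many UMIs in most libraries, and precision was set by the spread between libraries, not by counting. In KO VC replicate 2 no macrophage or T cell was seen. By counting alone a share of up to 0.0612% at 3 cells would have gone unseen, and in replicate 3 one of up to 0.0273%. These bounds hold only if immune cells were deposited and named as such. The lowest barcode of replicate 2 had 4661 UMIs, and 1250 of its 4904 cells called melanoma had no myeloid UMI.

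Doublets were scored per library with a Scrublet-type simulation, whose own threshold called 0 to 3 barcodes per library and so was not used; instead the barcodes with the highest scores were removed at 0.8% per 1000 barcodes, which took 0.594% to 9.75% of a library. Cells with at least 200 genes and under 20% mitochondrial UMIs were kept (61719). Counts were scaled to 10000 UMIs per cell, 2000 variable genes and 30 principal components were taken, and 30 neighbours entered Leiden clustering at resolution 1.0 (scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). A cluster took an immune or stromal class by at least 3 listed markers with a log2 fold of 1 over other cells and a UMI in 20% of its cells. These had to outnumber the melanocyte markers that met the same rule. Other clusters were named melanoma when at least 3 melanocyte markers had a UMI in most of their cells, with no fold required. The 10 leading genes only broke ties and could leave a cluster of low depth unnamed. Immune clusters were clustered again. The study's own integration (LIGER) was not repeated, and its cluster numbers do not match those used here.

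For each class, UMIs were summed per library, with a library used when it held at least 10 cells of the class. Genes passed filterByExpr, totals were TMM normalized, and quasi-likelihood models with 1 coefficient per group were fitted over all libraries (edgeR 4.0.16 in R 4.3.3), with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Levels in cpm are counts scaled to a common TMM-normalized total and averaged over libraries with their SD. Contrasts were VC against PBS in WT and in KO, their difference (the test of TET2 dependence), and WT against KO with PBS and with VC, in melanoma cells, macrophages with dendritic cells, T cells and whole tumors. T cells of KO tumors were not tested, as 1 KO VC library holds enough of them and the rule set for that comparison asked for more. Tumor clusters were tested with at least 20 cells per library in 2 libraries per group. DESeq2 1.42.0 and limma 3.58.1 gave alternatives. Counts were also simulated from a single mean per gene and the fitted spread, with genes independent. Changes put into them were recovered at 46% for a log2 fold of 1 and 88% for 2 (WT VC against WT PBS, edgeR). The simulation held no unlike libraries and no genes that move together, so recovery in the real counts may differ.

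Gene lists were written before the data were examined: MHC class I and class II presentation, the study's named presentation genes, constitutive proteasome, interferon-gamma response, type I interferon response, interferon-gamma receptor and JAK-STAT, TET family, melanocyte differentiation, S phase, G2/M phase, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, hypoxia, oxidative stress (NRF2 targets), dissociation stress, unfolded protein response, T cell effector, T cell exhaustion, macrophage activation, and checks of free RNA from myeloid and red cells and of the sex of the host. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over the lists of a fit. The study chose its own list on these samples.

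Genes named in the text follow a rule set with the comparisons, also before the data were examined: every gene the study's text names from these libraries; in melanoma cells the 10 largest rises and falls past the threshold with a mean of at least 10 cpm and no overlap between libraries (5 in other classes); for each list the 3 members with the smallest p; and the 5 smallest p where nothing passed. Gene labels in the paper's Figure 4 had been seen when the rule was written. Cluster markers follow their own ranking.

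Class shares, cycling shares and shares of cells with a UMI of Ifng or Ifngr1 were compared between libraries with exact two-sided permutation tests; for 3 against 3, or 2 against 3, the smallest p is 0.1. For shares of cells with a UMI and for phase calls each cell was thinned to 1000 UMIs. Gene positions are from GENCODE M21 on GRCm38, to which 27645 gene IDs matched. Figures were drawn with matplotlib 3.10.9.

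Alternatives covered the normalization, the filter on low counts, DESeq2, a fit of only the compared groups, the replicate number as a term, each library left out, the cell filter (none, or at least 1000 genes and under 10% mitochondrial UMIs), doublets kept, Leiden resolution 0.3, melanoma cells without a myeloid UMI, the mean of log values per cell, the estimated correlation and no thinning. Added after the data were examined were the removal of KO VC replicates 2 and 3 together, the removal of ribosomal, respiratory and mitochondrial genes before normalization, and clusters of melanoma cells with library means removed. Gene ontology terms and ligand-receptor databases were not used here.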

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

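The tests of explanations in this part were chosen after the results were seen, except those of interferon from tumor T cells and of the loss of long transcripts.

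Cell cycle genes drew attention because the paper does not report them for VC in WT tumors. In WT melanoma cells the S phase list had a median log2 fold of 0.48 and the G2/M list 0.45 for VC against PBS, 42 of 42 and 50 of 50 genes positive (fry adjusted p = 0.0368 for both), and over whole tumors 0.47 and 0.47 (fry adjusted p = 0.0261). With an estimated correlation camera's adjusted p was 0.0559 and 0.0619 in melanoma cells. The VC effect also differed between WT and TET2-KO tumors, by 0.56 for S phase and 0.52 for G2/M (fry adjusted p = 0.0498, and 0.331 with an estimated correlation in camera), and by 0.44 and 0.48 with KO VC replicates 2 and 3 left out. The share of cells called cycling does not follow this difference: VC exceeded PBS by 14.0 points in KO and 10.0 in WT, and by 28.5 and 11.9 with no thinning. The KO rise comes from KO VC replicates 2 and 3. Thinned, their shares were 75.7% and 79.1%, against 56.6% in replicate 1. With no thinning they were 98.2% and 89.3%, against 51.5%.

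For this pattern, a difference in depth predicts no gap once all cells have 1000 UMIs, yet WT VC exceeded WT PBS by 10.0 percentage points of cells called cycling. One deviant library is also argued against, since the lowest difference without any 1 of the 6 WT libraries was 9.34 points. Free RNA, an exchange of labels, a change in which cells survive dissociation and an effect of VC on division were not tested for this pattern and stay open. The phase calls alone do not measure division.

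T cell genes in whole WT tumors drew attention for the same reason: the effector list had a median log2 fold of −2.12 and the exhaustion list −1.77 for VC against PBS (fry adjusted p = 0.0307), with 0 of 7 exhaustion genes positive. The share of T cells was also lower in the WT VC libraries, and how much of the fall it accounts for was not tested. Within the class named T cells, whose mix of cells was not compared, the effector list had a median of −0.50, 4 of 16 positive (camera adjusted p = 6.62e-07, and 0.159 with an estimated correlation).

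Presentation genes had lower levels in the libraries labelled WT VC than in those labelled WT PBS. Doublets with macrophages are argued against by melanoma cells without a myeloid UMI, where the 18 genes had a median log2 fold of −1.52. Free RNA of other genes can stay in such droplets, so free RNA from macrophages is left open. That 1 library makes the pattern is argued against by the highest median without any 1 of the 6, −0.96. An exchange of the labels WT PBS and WT VC cannot be told apart from a true fall: 18 of 18 genes have the lower mean in WT VC, no measure in the files marks treatment, all 6 libraries would be involved, and the paper's qPCR of cultured WT cells, with TAP1 and TAPBP higher under VC, is of other samples. The paper's flow cytometry of tumors of this model, with OVA peptide and B2M on WT tumor cells (Fig. 5B) and CD69 on T cells (Fig. 5D and 5E) higher under VC, does not measure these libraries. The paper's single-cell figures (Fig. 2B, 4 and 6A) are drawn from this dataset. They report the opposite direction in WT tumors for presentation genes, macrophage and T cell shares and Ifng together. They do not tell which labelling is right. Interferon from tumor T cells passed the test set for it but stays open. Across 11 libraries the T cell share and the melanoma interferon-gamma list had Pearson r 0.720 (permutation p = 0.0125) and Spearman rho 0.683 (permutation p = 0.0242). Without WT PBS replicates 2 and 3, r was 0.674, and within groups it was 0.567 (permutation p = 0.0603). The value over all libraries includes the gap between WT PBS and WT VC that it would explain. It also counts KO VC replicates 2 and 3, which hold no T cell. Over the 4 relations computed the adjusted values were 0.05 for r and 0.0968 for rho, and for the presentation list itself r was 0.506 (permutation p = 0.119), so the link to presentation genes is not shown.

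KO VC replicates 2 and 3 lie apart from the other 9 libraries in melanoma cells. Depth is argued against, since these 2 libraries have very unlike depth (medians of 17215 and 2581 UMIs) and yet a correlation of 0.983 with each other. A loss of long transcripts is consistent with the values: log2 folds against exonic length had Spearman rho −0.551 and −0.447 across 14057 genes (genes are not independent replicates), against −0.195 to 0.114 in the other libraries. An effect of VC on TET2-KO tumors cannot be told apart from this, since the ribosomal list had a median of 0.013 in KO VC replicate 1 against KO PBS, and 3 libraries do not say which is typical. The paper describes digestion and repeated removal of dead cells for the samples as a whole. Differences between libraries in these steps and in batch are not given in the sources used here and stay open.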

How the results depend on the processing

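Alternatives that leave out KO VC replicates 2 and 3 together, remove ribosomal, respiratory and mitochondrial genes before normalization, or cluster melanoma cells with library means removed were chosen after the results were seen; the others were planned. For the values that answer a comparison, 467 alternative values were rated alike, 64 moved, 11 reversed, 2 gained and 15 lost the threshold. Alike meant a count of similar size, a share within the spread between libraries, or a test on the same side of the threshold. A test that changed direction with neither value past the threshold was also rated alike. For single genes, other lists and other shares these were 20199, 5, 30, 558 and 600. Leaving out libraries and fitting fewer groups change the number of samples; beyond that, the cause was not tested for any change below.

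Counts of called genes moved most. For VC against PBS in WT melanoma cells (0), a fit of the 2 groups called 416, DESeq2 69, limma on mean log values 7, KO VC replicates 2 and 3 left out 123, and single libraries left out 0 to 19 (19 without KO VC replicate 1). For KO melanoma cells (0), DESeq2 called 440 and leaving out single libraries 0 to 6516; for the difference of effects (0), DESeq2 47 and 0 to 4692, each maximum without KO VC replicate 1, which leaves the unlike replicates 2 and 3. WT PBS against KO PBS (514) gave 856 with the 2 groups, 977 with DESeq2, 782 in melanoma cells without a myeloid UMI, 2115 with KO VC replicates 2 and 3 left out and 200 (without KO PBS replicate 2) to 1393 (without KO VC replicate 1). WT VC against KO VC (3226) gave 1393 with the 2 groups, 2051 with KO VC replicates 2 and 3 left out and 1162 (without WT VC replicate 3) to 7501 (without KO VC replicate 1); it was 1291, 1195 and 1554 without WT VC replicate 1, WT VC replicate 2 and KO VC replicate 3. No alternative called a named presentation gene higher with VC in WT melanoma cells.

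In whole tumors, VC in WT (0) called 396 with the 2 groups, 370 with DESeq2, 148 with KO VC replicates 2 and 3 left out and 0 to 1 with single libraries left out, and VC in KO (0) 482 with DESeq2 and 0 to 5974. In WT macrophages (1) the count was 16 with no low count filter, 0 with no cell filter, the stricter cell filter, doublets kept or Leiden resolution 0.3, and 0 to 15 with single libraries left out; in KO macrophages (0) it was 1 with no low count filter. In WT T cells (11) it was 36 with no low count filter, 2 with the stricter cell filter, 0 with DESeq2, doublets kept or Leiden resolution 0.3, and 6 to 22 with single libraries left out.

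With the replicate block, the replicate number as a term, WT macrophages gave 3 genes and WT T cells 28. The sources do not say that the numbers pair the libraries.

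Camera's calls ended with an estimated correlation, as adjusted p: in WT melanoma cells MHC class I 0.272, class II 0.309, the study's list 0.272, interferon-gamma 0.244, type I interferon 0.108, S phase 0.0559 and G2/M 0.0619; in KO melanoma cells ribosomal and oxidative phosphorylation genes 0.554; for WT PBS against KO PBS the study's list 0.807; in WT macrophages class I and the study's list 0.338. Medians were unaltered, and without any single library every one of these WT melanoma lists kept its direction at the preset correlation.

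Lists in KO tumors hang on single libraries. In KO melanoma cells camera's adjusted p ran from 0.0163 to 0.983 for class I, 0.00179 to 0.995 for the study's list, 4.30e-06 to 0.937 for type I interferon and 0.000207 to 0.542 for mitochondrial genes. Without KO PBS replicate 1 class I (median 0.53) and type I interferon (0.37) turned upward, and without KO PBS replicate 2 the study's list turned downward (−0.77). Mitochondrial genes in the difference of effects ran from 0.000813 to 0.502. For WT PBS against KO PBS the ranges were 9.21e-05 to 0.973 (class I), 3.33e-06 to 0.966 (the study's list) and 1.46e-06 to 0.973 (interferon-gamma), the highest without KO PBS replicate 2, where the direction turned; without WT PBS replicate 3 the study's list had 0.693. In KO macrophages, with 1 KO VC library, ribosomal genes ran from 0.00125 to 0.930 (0.0356 and reversed without KO PBS replicate 2). Over whole KO tumors the ranges were 0.00262 to 0.980 for the study's list, 6.47e-06 to 0.981 for type I interferon (0.0333 and reversed without KO PBS replicate 1) and 0.000255 to 0.445 for mitochondrial genes, whose direction turned without KO VC replicate 2.

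With KO VC replicates 2 and 3 left out, KO ribosomal genes lost the threshold (0.492), as did the study's list for WT PBS against KO PBS (0.0541). These reversed, as camera adjusted p: KO melanoma proteasome 0.0780, mitochondrial 0.116, T cell effector 0.211, macrophage activation 0.302 and myeloid transcripts 0.455; in the difference of effects proteasome 0.00277, ribosomal 0.0556, mitochondrial 0.134, T cell effector 0.596 and macrophage activation 0.631; WT VC against KO VC proteasome 0.00999 and ribosomal 0.00600; whole KO tumors proteasome 0.0613, mitochondrial 0.0820 and myeloid 0.662. Log2 ratios of KO shares turned for melanoma cells (−0.0196), neutrophils (0.14) and unnamed cells (0.61), and Ctss in WT VC against KO VC turned to 0.68. Under limma on mean log values Cdc25c in that comparison had 0.00139, against −0.52.

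For the ranges with 1 library left out of lists that reversed only with both libraries out, camera's adjusted p was 0.000790 to 0.550 for proteasome, 8.42e-05 to 0.128 for T cell effector, 0.000253 to 0.442 for macrophage activation and 4.35e-09 to 0.000196 for myeloid transcripts in KO melanoma cells. The neutrophil share in WT had a log2 ratio of −0.34 (without WT VC replicate 3) to 1.87.

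Shares of cells with a UMI depend on thinning. For Ifng in WT T cells VC minus PBS was 3.25 points, but −17.3 with no thinning, −2.89 with no cell filter, −3.85 with the stricter filter, −4.08 with doublets kept, −9.08 at Leiden resolution 0.3 and −3.12 to 9.61 with single libraries left out. In KO it was −1.65, and −15.9 with no thinning, −9.95 with no cell filter and −6.95 to 3.64 with single libraries left out. For Ifngr1 in melanoma cells it was 0.356 in WT and −0.732 in KO, and −18.5 and −5.40 with no thinning. The cycling share rose by 10.0 points in WT and 14.0 in KO, with 12.8 in WT under the stricter filter and 11.9 and 28.5 with no thinning; single libraries left out gave 9.34 to 10.7 and 9.66 to 20.9.

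Presentation genes called over tumor clusters were 0 in WT and in KO, and 6 and 6 in clusters made with library means removed. The number of cells limits the T cell tests (3 cells in WT VC replicate 2) and any immune class in KO VC replicates 2 and 3.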

Differences from the paper's values

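The paper counts 15 antigen presentation genes among the top 30 VC-induced genes of WT tumor cells, in its cluster 0; here 0 of the 30 highest ranked rising genes in all WT melanoma cells are presentation genes. Of the alternatives set before the data were examined, none that could rank genes brings the values together. No low count filter, DESeq2 and each library left out all give 0. Ranking by fold change took only genes past the threshold. It had 0 rising genes to rank, so it could not decide. The paper's methods name a Wilcoxon rank-sum test and no unit of replication, and its count is of 1 cluster. Here libraries were the replicates and all melanoma cells entered, a wider group. In the macrophage and dendritic cell cluster the paper marks about 2 such genes in Fig. 4B, read by eye, and the count here is 0. It is also 0 with no low count filter, DESeq2 and each library left out. Ranking by fold change had no rising gene to rank there either.

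For the share of macrophages and dendritic cells the log2 ratio of VC over PBS in WT tumors is the paper's about 1 in Fig. 2B, read by eye, and −1.27 here; for T cells it is the paper's about 1.7 in Fig. 2B, read by eye, and −2.53 here. None of the alternatives set before the data were examined closes either gap: the cell filters, doublets kept, Leiden resolution 0.3, edgeR on cell counts, the replicate block and each WT library left out give −1.54 to −1.08 for macrophages and −3.05 to −2.01 for T cells. In TET2-KO tumors the directions match, −1.74 and −2.50 here, and −0.15 and −0.92 with KO VC replicates 2 and 3 left out. No cell of those libraries was named macrophage or T cell, though macrophage RNA such as C1qb was read there.

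The paper states that VC raises antigen presentation and interferon pathways in WT tumors and tumor clusters. Here 18 of 18 of its presentation genes have the lower mean with VC in WT melanoma cells, Tap1 among them with log2 −1.18, Tapbp with −0.84, Psmb8 with −2.44 and B2m with −0.65, the type I interferon list has 0 of 32 genes positive, and no setting called a presentation gene higher in these cells. DESeq2 on whole tumors called H2-K1 lower, log2 −1.37. EdgeR over all libraries called none of these genes, in melanoma cells or in whole tumors. Camera's call of the study's list in melanoma cells ended with an estimated correlation (adjusted p = 0.272), so these are directions of means.

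For the macrophage and dendritic cell cluster the paper states that VC induces a presentation pathway in WT and in TET2-KO tumors; the medians of its presentation genes here are −0.45 and −0.27, with 0 and 7 of 18 positive, the KO value from 1 KO VC library. Without WT PBS replicate 3, H2-Aa was called higher with VC in T cells of WT tumors (log2 4.18).

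The paper states that VC raises IFN-γ in T cells and its receptor in tumor cells where the tumor expresses TET2. Here Ifng in WT T cells has a log2 fold of −1.22, a call that ended without most single libraries, and Ifngr1 in WT melanoma cells 0.05. The thinned share of WT T cells with an Ifng UMI, 13.1% and 16.4%, goes the paper's way and turns under other settings. So does the thinned share of melanoma cells with an Ifngr1 UMI, 1.44% and 1.80% in WT. In KO it was 2.00% and 1.27% (exact permutation p = 0.2 for each genotype). With no thinning the WT Ifngr1 difference turned, to −18.5 points. The paper's statement that T cells are the main source of IFN-γ matches 479 of 545 UMIs here.

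Fig. 4C marks Ndufa3 as lower with VC in tumor cluster 0 of TET2-KO tumors. In all KO melanoma cells, a wider group, its log2 fold here is 2.04 (adjusted p = 0.200), and 0.73 with KO VC replicates 2 and 3 left out, the direction of the metabolic and biosynthetic pathways in Fig. 2D. Fig. 4D marks respiratory genes as lower with VC in the KO macrophage and dendritic cell cluster, and in those cells the oxidative phosphorylation list here has a median of −0.03, 41 of 86 positive, with 1 KO VC library. The paper states that presentation processes are higher in WT than TET2-KO tumor clusters 0 and 3 with PBS, and that the genes are broadly not raised in WT; the study's list here has a median of 0.70 with 18 of 18 positive, none of them called in all melanoma cells; in tumor cluster 11 of this clustering 1 presentation gene was called higher in WT.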

Other observations

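The tests of the last paragraph on sample splits, and the reading of KO VC replicates 2 and 3, were chosen after the results were seen; the lists and contrasts were planned. In WT melanoma cells genes of replication and mitosis had higher means with VC, and interferon and hypoxia genes lower ones: Rad51ap1, of DNA repair, was 24.8 cpm with PBS and 42.1 with VC, Aurkb, a mitotic kinase, 25.0 and 44.9, and Car9, a hypoxia gene, 280 and 186, while Irf7 was 18.5 and 7.93. None of these passed in edgeR over all genes. Adjusted over the list alone, 15 S phase and 15 G2/M genes were higher (camera adjusted p = 1.63e-31 for each list, and 0.0559 and 0.0619 with an estimated correlation) and 23 type I interferon genes lower (3.19e-30, and 0.108).

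Between VC-treated WT and TET2-KO melanoma cells 1314 genes were higher in WT and 1912 lower, among them Lmo1 (log2 3.87), Mbp (2.85) and Nrp2 (2.51), also higher in WT with PBS, and Ndufa3 (−3.12), Atp5k (−2.97) and Rpl38 (−2.41), high in KO VC replicates 2 and 3. Ifngr2 was higher in WT by 0.57 (adjusted p = 0.00905). H2-Q7 was lower in WT by −4.72 (adjusted p = 0.0133). The count was 7501 without KO VC replicate 1 and 1162, 1195, 1291 and 1554 without WT VC replicates 3, 2 and 1 and KO VC replicate 3. The ribosomal list had a median of −0.70 and oxidative phosphorylation −0.84, with 25 and 51 genes lower; proteasome −0.17, class I −0.47, class II −1.65, the study's list −0.98, interferon-gamma −0.21 and type I interferon −0.30. With KO VC replicates 2 and 3 left out the ribosomal list turned to 0.225 (camera adjusted p = 0.00600) and proteasome to 0.251 (0.00999), and oxidative phosphorylation had −0.12.

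For VC against PBS in WT melanoma cells the remaining lists had these median log2 folds: hypoxia −0.34 (0 of 26 positive, camera adjusted p = 2.50e-09, 0.108 with an estimated correlation), ribosomal proteins 0.12 (61 of 80, 0.0232, and 0.994 with an estimated correlation), oxidative phosphorylation 0.01, mitochondrially encoded genes −0.03, NRF2 targets 0.01, dissociation stress −0.08, unfolded protein response 0.11, melanocyte differentiation −0.01, TET family −0.04, interferon-gamma receptor and JAK-STAT −0.12, T cell effector −0.05, T cell exhaustion −0.16, macrophage activation −0.63, myeloid free RNA −0.65 and red cell free RNA −0.18; none of the lists given here without a p passed in camera.

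In KO melanoma cells VC against PBS gave oxidative phosphorylation 0.87 (89 of 92 positive, 53 genes higher over the list alone, camera adjusted p = 9.43e-20), proteasome 0.31 (0.0242), mitochondrially encoded genes −0.45 (0.0242), TET family −0.62 (0.0370), G2/M −0.21 (0.0153), S phase −0.10 (0.162) and, as RNA from other cells would, myeloid transcripts 3.87 (14 of 15 positive), red cell transcripts 3.25, T cell effector 3.93 and macrophage activation 3.60. None of these holds with an estimated correlation. C1qb was 0.417 cpm with PBS and 16.8 with VC, and Trem2 and C1qc had log2 folds of 5.14 and 5.46, in cells called melanoma. With KO VC replicates 2 and 3 left out, oxidative phosphorylation had 0.07, proteasome −0.14, mitochondrially encoded genes 0.08 (0.03 without KO VC replicate 2 alone), S phase 0.02, G2/M −0.02, myeloid transcripts −0.13, T cell effector −0.55, macrophage activation −0.24 and red cell transcripts 1.37.

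WT PBS against KO PBS gave dissociation stress 0.39 (2 genes higher, camera adjusted p = 0.000196, 0.518 with an estimated correlation), G2/M −0.47 (1 higher and 5 lower; 24 lower over the list alone; 1.48e-13 and 0.518), S phase −0.30 (2 lower) and red cell transcripts −8.10. In that comparison Enpp2 was 7.88 and 35.8 cpm (log2 −2.18, adjusted p = 9.67e-06). Over whole WT tumors VC against PBS gave class II −1.99, myeloid transcripts −1.35 (13 lower over the list alone), macrophage activation −1.08 and the list for the sex of the host −1.53 (0 of 5 positive), genes read only in host cells where the tumor line lacks them. In macrophages melanocyte genes had a median of 0.56, hypoxia −0.53, S phase 0.44 and G2/M 0.42, and in T cells class II genes 0.99 (7 of 7 positive).

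Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. For VC against PBS in WT melanoma cells the real split called 0 genes and the highest other 0, and over whole WT tumors 0 and 0. For WT macrophages the real split called 1 and the highest other 1, and for WT VC against KO VC 3226 and 0.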
